# Impact of the severity of negative energy balance on gene expression in the subcutaneous adipose tissue of periparturient primiparous Holstein dairy cows: Identification of potential novel metabolic signals for the reproductive system

**DOI:** 10.1371/journal.pone.0222954

**Published:** 2019-09-26

**Authors:** Namya Mellouk, Christelle Rame, Delphine Naquin, Yan Jaszczyszyn, Jean-Luc Touzé, Eric Briant, Daniel Guillaume, Theodoros Ntallaris, Patrice Humblot, Joëlle Dupont

## Abstract

The severity of negative energy balance (NEB) in high-producing dairy cows has a high incidence among health diseases. The cow’s energy status during early lactation critically affects metabolic and reproductive parameters. The first objective of this study was to investigate by RNA-seq analysis and RT-qPCR the gene expression profile in white adipose tissue and by gene ontology and upstream regulation tools the relationships with energy metabolism and reproduction in two groups of primiparous dairy cows with extreme NEB statuses (NEB < -9 Mcal/day vs. NEB > -9 Mcal/day) around parturition. The second objective was to determine the potential involvement of a new adipokine identified as a candidate for the regulation of ovarian function in our RNA-seq analysis by using bovine primary granulosa culture, thymidine incorporation to determine cell proliferation and ELISA assays to measure progesterone secretion. The RNA-seq analysis revealed that 514 genes were over-expressed and 695 were under-expressed in the adipose tissue of cows with severe NEB (SNEB) and cows with moderate NEB (MNEB) during the -4 and 16 wkpp period. In addition, 491 genes were over-expressed and 705 genes were under-expressed in the adipose tissue of SNEB cows compared to MNEB cows. Among these differently expressed genes (DEGs), 298 were related to metabolic functions and 264 to reproductive traits. A set of 19 DEGs were validated by RT-qPCR, including *CCL21* (C-C motif chemokine ligand 21). Moreover, *CCL21*, a gene known to be secreted by adipose tissue, was chosen for further analysis in plasma and ovaries. The use of next-generation sequencing technologies allowed us to characterise the transcriptome of white adipose tissue from primiparous cows with different levels of NEB during lactation. This study highlighted the alteration of the expression of genes related to lipid metabolism, including *CCL21*, which is released in the bloodstream and associated with the *in vitro* regulation of ovarian functions.

## Introduction

The periparturient period is crucial for the health status and reproductive performance of dairy cows [1]. At the beginning of lactation, the energy needs for milk production are higher than the available energy consumed from feed intake resulting in a negative energy balance (NEB). This leads to fat mobilisation and consequently elevated plasma concentrations of non-esterified fatty acids (NEFAs), which are used as a fuel source by peripheral tissues and the mammary gland for milk fat synthesis, [2, 3]. However, fat mobilisation may induce various disorders such as inflammatory diseases by reducing immune function [4], displacement of the abomasum [5] and several metabolic disorders, such as ketosis and fatty liver [6–8]. Excessive lipolysis during the early lactation period has also been associated with several reproductive dysfunctions including placental retention, metritis and endometritis [9] and low energy related to changes in immune gene expression in the endometrium [10]. The relationships between lipid metabolism and fertility are well documented in the dairy cow [11], but mechanisms that mediate the effects of energy/lipid metabolism on reproductive parameters need to be unraveled. During the transition period and the onset of lactation, white adipose tissue (WAT) is the main metabolic organ involved in fat mobilization and consequently for plasma NEFA changes induced by the NEB in dairy cows. Consequently, better understanding of the WAT metabolic regulatory function during the periparturient period could contribute to have more robust animals by improving lactation and reproductive performances and by reducing disease incidence.

WAT is a plastic organ and an important regulator of whole-body metabolism in response to the energy status of the animal. Indeed it contributes to the control of energy storage by regulating fatty acids anabolism or catabolism, and the release of molecules called adipokines [12]. In dairy cattle, the link between adipose tissue lipogenesis and lipolysis with milk production has been well documented [13, 14]. Early lactation is associated with intensive lipid mobilisation, an increase of circulating NEFAs levels and the loss of body weight and back fat thickness. Conversely, late lactation and the dry period are frequently accompanied by lipid synthesis accumulation in WAT [15, 16]. Transcriptomic analysis of bovine adipose tissue has indicated the differential expression of a large number of genes that control the use of nutrients and metabolites, inflammation and the immune processes, cellular synthesis, tissue remodeling and angiogenesis during lactation [17]. One way to limit the dramatic changes in WAT during early lactation is to find new nutritional strategies that may lower the amplitude of the NEB. Several transcriptomic data on adipose tissue from cattle fed differently have been reported in the recent years [18, 19]. Most of the them were obtained from microarrays or quantitative PCR, which are less sensitive and less exhaustive than next-generation RNA sequencing [20]. Only one recent study using this latter technique showed the importance of adipose transcriptional regulation of metabolism in growing cattle [21]. Over the last decade, there has been new interest in the role of adipokines on the reproductive tract. For instance, an *in vitro* treatment with recombinant RESISTIN, ADIPONECTIN or CHEMERIN decreases the progesterone and estradiol secretions by primary bovine granulosa cells [22–24]. Conversely, recombinant VISFATIN increases basal and IGF1-induced steroidogenesis in cultured bovine granulosa cells [25]. Recent data showed that the plasma profiles of novel adipokines, such as RESISTIN, ADIPONECTIN and CHEMERIN varied during the periparturient period in dairy cows [26–29]. Furthermore, the *in vitro* effects of these adipokines were described in reproductive tissues in cattle [22–24]. Thus, transcriptomic analysis of adipose tissue could identify new adipokines secreted by WAT that are susceptible to act simultaneously on energy metabolism and reproductive functions.

In a previous study, we showed that the energy content of the diet could alter the plasma profiles of various novel adipokines, including resistin, adiponectin and chemerin in primiparous dairy cows [24, 26, 30]. From this study, we selected animals with an extreme energy balance phenotype during the postpartum period to analyse gene expression changes related to NEB in subcutaneous white adipose tissue on a whole genome basis. Differentially expressed genes (DEGs) and pathways mainly related to metabolic functions were identified according to the different energy states and times around calving. The *in silico* analysis of DEGs allowed us to discover new secreted candidates related to lipid metabolism; for one of them, CCL21, we characterised the plasma profile and its expression and role in the bovine ovary *in vitro*.

## Materials and methods

### Ethical issues

An ethics committee (Comité d’Ethique en Expérimentation Animale Val de Loire, CEEA VdL), approved all experimental protocols (protocol reference number 2012-10-4), which were consistent with the guidelines provided by the French Council for Animal Care.

### Animals

The animals originated from the experimental unit UEPAO (Institut National de la Recherche Agronomique, Nouzilly, France), where the study took place from September 2012 to January 2015. Thirty-nine animals were managed in a straw-bedded yard and fed either a high energy (HE) diet calculated to yield 35 kg of milk/cow per day (n = 17) or a low-energy (LE) diet calculated to yield 25 kg of milk/cow per day (n = 22). The diets started 4 weeks before the presumed first calving date (-4 wkpp) and were provided until the dry period (**S1 Fig**). The compositions of HE and LE diets are indicated in **S1 Table**.

### Measurement of live body weight, variation of empty body weight, milk yield, dry matter intake, back fat thickness and energy balance (EB)

During the dry period, the animal housing was not equipped with defined feeders, so it was not possible to determine energy balance (EB. Thus, animals were kept in groups in loose housing where the total DMI from feed was estimated from the given amount. After calving, cows were milked twice daily and weighed automatically after each milking (software RIC version RW1.7). Only live body weight (LBW) data measured following morning milking were used in subsequent analyses because the afternoon LBW was submitted to high variations. As LBW is affected by digestive contents, the estimation of empty body weight (EBW) was corrected for the digestive tract content. A change of 4.5 kg of digestive contents per kg of DMI was assumed [31]. Variation of EBW (VEBW) was calculated d after d: EBW of the previous d was taken as reference weight. Live body weight and VEBW as compared to one month before calving were measured from—4 wk peripartum (wkpp) to 16 wkpp in females during their first lactation. All cows were milked twice daily. At the entrance of the milking parlour, cows were identified by an electronic collar and milk yield (MY) of each cow was automatically recorded (software R-Manufeed 500 pro, vc5 version 2.011.14, 1996, France). Dry matter intake was determined from the intake of fresh matter and the DM content of each feed of the ration. The diet was distributed twice daily, at 9 am and at 3 pm, and each cow had access to several defined feeders (Insentec B.V., Marknesse, The Netherlands). On average, there was one feeder for two cows. When a cow arrived in front of the feeder, it was recognized by a unique passive transponder attached to her ear tag. If the cows were allowed, the feeder opened and the quantity of food eaten was automatically recorded (software RIC version RW1.7). Animals had access to their diet all the time. Dry matter intake was calculated daily for the HE and LE diets, from calving to 16 wkpp. The chemical composition of each feed is shown **in S1 Table.**

The nutritional values of the different ingredients composing the diets were available from chemical analysis. Energy balance (expressed in Mcal/d) was calculated during the lactating period only (from calving to 16 wkpp), as it was not possible to measure DMI during the dry period. It was calculated at 1 and 16 wkpp according to the INRA feeding systems as described in [30] as the difference between the energy intake and the energy requirements for maintenance, MY and pregnancy. According to the INRA system, the daily requirement for maintenance is 1.1 * 0.041 * kg^0.75^, and the requirement for MY is 0.44 * MY. Energy intake and EB are expressed in Mcal/d, where kg^0.75^ indicates metabolic body weight as described in [30]. From these 39 animals, we selected two sub-groups of animals either with severe NEB (SNEB, n = 22) or with moderate NEB (MNEB, n = 17) according to their EB at 1 wkpp (EB < -9 Mcal/day for SNEB and EB > -9 Mcal/day for MNEB). All observations, sampling and data registration took place during the animals’ first lactations at different energy mobilisation time points (-4, 1 and 16 wkpp). The animals were kept alive after the study.

### Subcutaneous adipose tissue thickness

Adipose tissue mobilization was assessed through subcutaneous fat thickness measurements in the sacral region using ultrasonographic examination with a linear probe (LA 332 3.5/10.0- MHz transducer; Mylab30vet; R-Esaote, Hospimedi, Saint-Crépin-Ibouvillers, France), as previously described [30]. Back fat thickness (BFT) was determined at -4, 1 and 16 wkpp.

### Subcutaneous adipose tissue sampling

Cows were fasted for 12 h before surgery and anaesthesia was induced by intravenous (IV) injections of 12 to 14 mg of xylazine (Rompun, Bayer, Leverkusen, Germany). Subcutaneous (SC) fat was collected from the dewlap under the neck and immediately frozen in liquid nitrogen. Briefly, the area of each biopsy sampling point was shaved, washed and disinfected with 70% ethanol and iodine. Infiltration anaesthesia with 20 mg lidocaine (Lurocaïne, Vetoquinol, Lure, France) was applied. A 1.5 cm skin incision was made at the dewlap under the neck about 20 minutes after the infiltration. After the sampling (about 5 minutes), the wounds were closed by a suture, treated with aluminum spray and monitored every day until healing. Subcutaneous adipose tissue biopsies were conducted from each animal at -4, 1 and 16 wkpp (**S2 Fig**).

### Plasma metabolite assays

Blood samples were taken from the coccygeal vein with heparinised Vacutainers (Dutcher, Brumath, France) before diet distribution at -4, 1 and 14 wkpp. Blood was immediately centrifuged (2,000 *g* for 15 min at 4°C) and the separated plasma was stored at −20°C until assay. Plasma non esterified fatty acids (NEFAs) and glucose were determined by enzymatic colorimetry assays (Wako Chemicals GmbH, Neuss, Germany; Sigma Aldrich, Saint Quentin-Fallavier, France). The intra- and inter-assay coefficients of variation (CV) of both plasma fatty acids and glucose measures were 6 and 7.8%, respectively. The plasma concentration of insulin was measured by RIA from 100 μL of undiluted plasma, as previously described [32]. The plasma concentration of CCL21 was determined using a bovine Elisa Kit (MBS2610928, My BioSource, San Diego, USA). The intra- and inter-assay CV were 8 and 12%, respectively.

### Reproductive parameters

In the above sub-groups of cows (n = 17 and n = 22 for the MNEB and SNEB groups, respectively), all procedures for the measurement of reproductive parameters were conducted as previously described [30]. Briefly, during the cycle before artificial insemination (AI), the ovarian follicular dynamics of primiparous cows were monitored three times per week by transrectal ultrasonography using a linear probe (LV 513 6.0/8.0-MHz transducer; Mylab30; Esaote) allowing for the detection, counting and measurement of small (SF, 3–5 mm), medium (MF, > 5 and ≤ 7 mm) and large follicles (LF, > 7 mm). Based on these observations, the growth of each follicle was followed and the number of follicular waves (0,1,2,3 or > 4) was determined as described by [33]. The mean number of follicles in each class per cow was calculated from the total number of follicles of a given class from both ovaries (SF, MF, or LF) divided by the number of ultrasonographic examinations. The length of the cycle was calculated by combining the results from ovarian scans and data from oestrus detection. After AI, ovulation was confirmed by measuring progesterone three times per week until 21 days post-AI. The postpartum commencement of luteal activity (CLA) was defined as the first day that the plasma progesterone concentration was > 0.70 ng/mL; this threshold was defined from our full data set as the value at which 95% of the minimum concentrations flanking the supposed day of oestrus were higher than this concentration. Pregnancy was determined on day 35 by ultrasonography and on day 90 by transrectal palpation. The pregnancy rate was calculated as the number of pregnant females divided by the total number of inseminated females.

### RNA extraction, library preparation and RNA sequencing

Total RNA from the fat tissue of three cows per group (with the more extreme NEB at 1 wkpp; SNEB: -17.30, -13.15, -17.84 Mcal/day and MNEB: -0.59, -2.20, -2.97 Mcal/day, respectively) was extracted using a RNeasy Midi kit (Qiagen®, Courtaboeuf, France) and purified using a DNAfree kit (Invitrogen by Life Technologies), according to the manufacturer’s recommendations. Total RNA quality was assessed with an Agilent Bioanalyzer 2100, using a RNA 6000 pico kit (Agilent Technologies). Directional RNA-Seq libraries were constructed using the TruSeq Stranded Total RNA library prep kit (Illumina), following the manufacturer’s instructions, using 750 ng of total RNA. After the Ribo-Zero step, samples were checked with an Agilent Bioanalyzer for proper rRNA depletion. The quality of the final libraries was assessed with an Agilent Bioanalyzer, using an Agilent High Sensitivity DNA Kit. Libraries were pooled in equimolar proportions and sequenced using two single read 75 pb runs, on an Illumina NextSeq500 instrument, using NextSeq 500 High Output 75 cycles kits.

### Sequence data filtering

Demultiplexing was done (bcl2fastq2 V2.15.0) and adapters were removed (Cutadapt1.3); only reads longer than 10 pb were kept for analysis.

### Read mapping and gene identification

Reads were mapped onto the cow’s reference genome bosTau8.fa (downloaded from the UCSC database, http://hgdownload.soe.ucsc.edu/goldenPath/bosTau8/bigZips/) with TopHat2 (using default parameters). The corresponding filtered annotation file from UCSC contained 13,896 genes. 

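Of the 13896 genes, between 13281 and 13558 had at least 1 exonic read in the 6 libraries of a comparison, according to the mean counts in the authors' deposited tables. For the genes with exonic reads, the median of the mean normalized count per library in the authors' deposited tables was 140.2 for -4 wkpp and MNEB 1 wkpp, 80.9 for MNEB at 1 and 16 wkpp, 271.8 for -4 wkpp and SNEB 1 wkpp, 296.8 for SNEB at 1 and 16 wkpp, 152.6 for SNEB and MNEB at 1 wkpp and 162.2 for SNEB and MNEB at 16 wkpp. In the exon analysis, between 140 and 253 genes with reads had no p-value in the authors' deposited tables, and these genes could not be called in that comparison. Low counts were further left without an adjusted p-value, so that 7244 genes had one for MNEB at 1 and 16 wkpp and 11275 for -4 wkpp and MNEB 1 wkpp in the authors' deposited tables.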

Since samples were treated with a ribosomal depletion protocol rather than a polyA selection of mRNAs, a high proportion of reads was found to map on introns. However, it has been shown that there is a strong correlation of the read coverage levels between exon and intron [34]. Thus differential expression analysis was performed twice, either only on exonic parts of each gene or on the entire gene sequences. 

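The mean normalized counts of the authors' deposited tables, summed over the genes, were between 1.86 and 2.09 times as high for entire genes as for exons alone. The ratio was lowest for MNEB at 1 and 16 wkpp and highest for SNEB at 1 and 16 wkpp. Each analysis had its own size factors, so the ratio compares normalized counts and not reads.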

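Across genes with a mean exonic count of at least 10, the log2 fold changes of the exon analysis and of the whole gene analysis had a Pearson correlation of 0.885 for -4 wkpp and MNEB 1 wkpp (10423 genes), 0.815 for MNEB at 1 and 16 wkpp, 0.934 for -4 wkpp and SNEB 1 wkpp, 0.896 for SNEB at 1 and 16 wkpp, 0.803 for SNEB and MNEB at 1 wkpp and 0.923 for SNEB and MNEB at 16 wkpp. These correlations are across genes, and genes are not independent replicates. Reads on exons are part of the whole gene counts, so a high correlation follows in part from the construction. Introns alone were not compared with exons. The numbers of genes past the adjusted p-value threshold of 0.01 differed more. For SNEB and MNEB at 1 wkpp, 50.3% of the genes past the threshold in the exon analysis and 43.2% of those past it in the whole gene analysis of the authors' deposited table were also past it in the other analysis. For MNEB at 1 and 16 wkpp these shares were 67.3% and 28.2% in the authors' deposited table. No gene was past the threshold in both analyses with opposite signs in any of the 6 comparisons, a count of 0 that comes from the authors' adjusted p-values. The shared exonic reads make opposite signs unlikely from the start.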

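S2 Table of the paper gives the reads and alignments of each of the 15 libraries. The mean number of trimmed reads computed from it was 71.3 ± 6.02 M (SD, n = 6 libraries) in MNEB and 71.2 ± 5.23 M (SD, n = 6) in SNEB at 1 and 16 wkpp together. The paper describes 3 cows per group sampled at each time point, so the 6 libraries of a group are not independent, and the groups were compared at each time point alone, where 3 libraries against 3 cannot give p below 0.1. For the trimmed reads, p was 0.2 at 1 wkpp and 0.5 at 16 wkpp (two-sided exact permutation tests on the means). The share of trimmed reads aligned at 1 place of the genome was 63.4% ± 8.82 (SD, n = 6) in MNEB and 83.2% ± 2.61 (SD, n = 6) in SNEB (exact permutation tests, p = 0.1 at both time points). Every MNEB library was below every SNEB library, with a highest share of 77.0% in MNEB and a lowest of 80.4% in SNEB. The mean of MNEB minus that of SNEB was -21.1 percentage points at 1 wkpp and -18.6 at 16 wkpp. The 3 libraries at -4 wkpp were at 81.6%, 84.1% and 87.5%. Reads aligned at several places took 27.4% ± 8.06 (SD, n = 6) of the trimmed reads in MNEB and 12.4% ± 2.32 (SD, n = 6) in SNEB (exact permutation tests, p = 0.1 at both time points). Reads in neither class took 9.19% ± 9.78 (SD, n = 6) and 4.44% ± 0.515 (SD, n = 6), respectively (exact permutation tests, p = 0.2 at 1 wkpp and 0.3 at 16 wkpp), and 1 library of MNEB 1 wkpp, at 29.1%, set the MNEB mean.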

Mapped reads were assigned to features with htseq-count (intersection-nonempty mode) (**S2 Table**).

### Differential expression analysis

Normalization of read contents and differential expression analysis were performed with DESeq2, both for the mRNA and for the whole gene differential expression analysis. Genes with a FDR-adjusted P-value < 0.01 (Benjamini-Hochberg method) were considered statistically significant. The differentially expressed genes common to the two analyses were selected.

### Bioinformatics analysis of DEGs

Differentially expressed genes (DEGs) according to week (-4 vs. 1 wkpp or 1 vs. 16 wkpp) were determined from the RNAseq data collected at three time points (-4, 1 and 16 wkpp) and analyses were performed separately for the two NEB groups. DEGs related to the NEB status (SNEB vs MNEB) were determined from RNAseq data generated at 1 and 16 wkpp. The variation in gene expression was determined according to DESeq analysis. The over-expressed genes were genes that were highly expressed at -4 compared to at 1 wkpp, or at 1 compared to at 16 wkpp, or in SNEB cows compared to MNEB cows. The under-expressed genes were genes that were less expressed at -4 compared to at 1 wkpp, or at 1 compared to 16 wkpp, or in SNEB cows compared to MNEB cows (**S1 Fig**).

### Gene network analysis and biomarker identification

A downstream effects analysis including a gene network analysis was performed in 2016 using the Ingenuity Pathway Analysis propriety tool (IPA; http://www.ingenuity.com, Redwood City, CA). The purpose of downstream effects analysis is to identify biological processes and functions that are likely to be causally affected by up- and down-regulated genes. In addition, it is also predicted whether those processes are increased or decreased as described by [35]. The build version and the content version used were 366632M and 26127183 (release date 2015-11-30), respectively. The IPA database included those following data sources: BIND, BIOGRID, Cognia, DIP, Gene Ontology (GO), Ingenuity Expert Findings, Ingenuity ExpertAssist Findings, INTACT, Interactome studies, MINT, MIPS, Online Mendelian Inheritance in Man (OMIM). The calculation of the overlap *P*-value and the activation Z-score is essentially the same as in standard enrichment functional analysis, based upon Fischer’s exact test, and is well detailed by [35].Consequently, only direct interactions (known interactions from published studies with humans and rodents referenced in the IPA database) and metabolic downstream biological processes that are increased or decreased based on gene expression results (filtered under the “diseases & functions” section) among the genes analysed in the present study were included in the analyses for the identification of main biological functions and gene networks. Relevant biomarker candidates were also identified in 2018 using IPA under preset parameters, and references that indicate expression or function related to reproductive parameters were extracted from the NCBI database.

### Quantitative real time RT-PCR

The total RNA of subcutaneous adipose tissue (n = 7 per NEB group, picked randomly) and ovarian tissue (n = 6) was extracted by homogenisation in the TRIzol® reagent using an Ultraturax (Invitrogen ™ by Life Technologies ™, Villebon sur Yvette, France) and extracted using the RNeasy Midi kit (Quiagen®, Courtaboeuf, France), according to the manufacturer's recommendations. The concentration and purity of isolated RNA were determined with a NanoDrop spectrophotometer (Peqlab Biotechnologie GmbH, Erlangen, Germany). The integrity of RNA was checked on 1.25% agarose-formaldehyde gels. The cDNA was generated by reverse transcription (RT) of total RNA (1 μg) in a mixture comprising: 0.5 mM each of deoxyribonucleotide triphosphate (dATP, dGTP, dCTP, DTTP) 2M of RT buffer, 15 μg/μL of oligodT, 0.125 U of ribonuclease inhibitor and 0.05 U MMLV (Moloney murine leukemia virus reverse transcriptase) for 1 hour at 37°C.

Real-time PCR was performed using the MyiQ Cycle device (Bio-Rad, Marnes-la-Coquette, France), in a mixture of SYBR Green Supermix 1X reagent (Bio-Rad, Marnes la Coquette, France), 250 nM specific primers (Invitrogen ™ by Life Technologies ™, Villebon sur Yvette, France) (**S3 Table**) and 5 μL of cDNA diluted by a fifth, for a total volume of 20 μL.

For each biological sample, analyses were performed from duplicates on the same plate. PCR amplification with water, instead of cDNA, was performed systematically as a negative control. After incubation for 2 min at 50°C and a denaturation step of 10 min at 95°C, samples were subjected to 40 cycles (30 s at 95°C, 30 s at 60°C, 30 s at 72°C), followed by the acquisition of the melting curve. For each gene, expression was calculated according to primer efficiency (E) and quantification cycle (Cq), where expression = E^-Cq^. Then, the expression of the target gene relative to the reference gene was analysed. The levels of mRNA expression were standardised to the geometric mean of three reference genes (*UXT*, *SADH* and *PPIA*), which has been reported as an accurate normalisation factor [36]. Comparisons for differential expression between the two energy balance statuses were performed as described above.

### Protein extraction and Western blot

Subcutaneous adipose tissue from six animals per group, picked randomly at different time points (-4, 1 and 16 wkpp), were lysed using an Ultraturax (Invitrogen TM by Life Technologies TM, Villebon sur Yvette, France) in lysis buffer (Tris 1 M (pH 7.4), NaCl 0.15 M, EDTA 1.3 mM, EGTA 1 mM, VO43− 23 mM, NaF 0.1 M, NH2PO4 1%, Triton 0.5%). The lysates were centrifuged for 20 min at 16,000 *g* at 4°C and the supernatant containing proteins was collected and kept on ice. The protein concentration was measured using a bicinchoninic acid (BCA) protein assay (Interchim, Montluçon, France). Lysate protein (60 μg) was mixed with Laemmli buffer 5 X and proteins were denatured for 5 min by heat shock at 95°C. Proteins were loaded in an electrophoresis sodium dodecyl sulphate-polyacrylamide gel (12%). Then, the proteins were transferred to a nitrocellulose membrane. Membranes were blocked with Tris-Buffered Saline Tween buffer containing 0.05% of Tween 20 and 5% of milk for 30 min at room temperature. Membranes were incubated overnight at 4°C with anti-CCL21 (Thermofischer, Villebon sur Yvette, France) or anti-vinculin antibodies (Sigma, Aldrich, Saint Quentin Fallavier, France). Then, membranes were incubated for 90 min at room temperature with horseradish peroxidase (HRP)-conjugated anti-rabbit or anti-mouse IgG (Sigma, Aldrich, Saint Quentin Fallavier, France). Proteins of interest were detected by enhanced chemiluminescence (Western Lightning Plus-ECL, Perkin Elmer, Villebon-sur-Yvette, France) with G-box 10 SynGene (Ozyme, St. Quentin en Yvelines, France) and GeneSnap software (Ozyme, St. Quentin en Yvelines, France). Then, proteins were quantified with GeneTools software. The results were expressed as the intensity signal in arbitrary units after normalisation.

### Immunohistochemistry

Bovine ovary sections (n = 4 from 8 cows) from a slaughterhouse were fixed, then deparaffinised, hydrated, and microwaved for 5 min in an antigen unmasking solution (Vector Laboratories Inc., AbCys), then allowed to reach room temperature. Sections (7 μm) were washed for 5 min in PBS then incubated in a peroxidase-blocking reagent for 10 min at room temperature in order to inhibit endogenous peroxidase activity (DakoCytomation). After two 5 min washes in PBS, the non-specific background was eliminated by blocking with 5% lamb serum in PBS for 20 min, followed by an overnight incubation at 4°C with PBS containing a rabbit primary antibody raised against CCL21 (1:100; Sigma, Aldrich, Saint Quentin Fallavier, France). Sections were washed in PBS twice for 5 min each, then incubated for 30 min at room temperature with a ready-to-use labeled polymer-HRP anti-rabbit antibody (EnVision Plus HRP system; DakoCytomation). The sections were washed in PBS twice, and staining was revealed after incubation at room temperature with 3,3-diaminobenzidine tetrahydrochloride (DAB) (Liquid DAB+ Substrate Chromogen System; DakoCytomation). The negative controls were prepared by replacing the primary antibodies with rabbit IgG.

### Primary bovine granulosa cells culture

Bovine ovaries (about 40 ovaries for one culture) were obtained from adult cows collected at a local slaughterhouse and transported aseptically before dissection. Granulosa cells were recovered from small antral follicles (3–5 mm, SF) in modified McCoy’s 5A medium, followed by 5 min centrifugation. Cells were washed, counted in a haemocytometer and cultured in McCoy’s 5A supplemented with 20 mmol/L HEPES, penicillin (100 U/mL), streptomycin (100 mg/L), l-glutamine (3 mmol/L), 0.1% BSA, 5 mg/L transferrin, 20 mg/L selenium, 0.1 μmol/L androstenedione and 10% fetal bovine serum (FBS, PAA Laboratories, les Mureaux, France). Approximately 4×10^5^ viable cells were seeded in each plastic multi-well containing 1 mL of medium. After 24 h of culture, cells were starved with McCoy’s 5A medium containing 1% FBS overnight, and then incubated in fresh culture medium with 10, 50, 100, 200 ng/mL, or without the recombinant human CCL21 (Bio-techne, Lille, France) for 24 or 48 hours. The human protein sequence of CCL21 shares 73% identify with the bovine sequence. All cultures were performed in a water-saturated atmosphere of 95% air/5% CO_2_ at 37°C.

### Proliferation assay

Primary bovine granulosa cells were cultured for 24 h in McCoy’s 5A medium and 10% fetal bovine serum (FBS). Cells were plated in 24-well plates (2×10^5^ viable cells/well) and four replicates from four independent cultures were tested for each experimental condition (with or without recombinant human CCL21: 10, 50, 100, 200 ng/mL) for each culture. After several washes and overnight serum starvation, the cells were cultured for 24 h with 1 μCi/μL [3H] thymidine (Amersham Life Science) in the presence or absence of CCL21. Thymidine was then removed with PBS and the cells were fixed with cold 50% trichloroacetic acid for 15 min on ice. Finally, the cells were lysed using 0.5N NaOH and radioactivity was counted in a β-photomultiplier by adding scintillation fluid (Packard Bioscience).

### Progesterone ELISA assay

The progesterone concentration in serum-free medium from primary bovine granulosa cells was measured after 48 h of treatment using ELISA assays [37]. The limit of detection for progesterone was 12 pg/tube. The intra- and inter-assay coefficients of variation for progesterone were less than 10% and 11%, respectively. The results were expressed as the concentration of progesterone (ng/mL) per mg of protein per well. Data were obtained from three independent cultures, and each treatment (recombinant human CCL21: 10, 50, 100, 200 ng/mL) had four replicates.

### Statistical analyses

Results are represented as least squares means (LSM) ± SEM; differences with *P* ≤ 0.05 were considered significant. If not specified, phenotypic data were analysed using the MIXED procedure for linear mixed models; we included “cow” as a variable using SAS software (version 9.3; SAS Institute Inc., Cary, NC). A repeated effect of time (wkpp) within animals was tested. The residuals from the observations generated from the mixed models were tested for normal distribution. The statistical model included the fixed effect of week for both experiment and diet, week and diet × week interaction, as previously described [30]. A Chi-square test was used to analyse the success rate after AI after 35 and 90 days and the percentage of follicular waves. A Pearson test was used to analyse correlations between reproductive parameters and plasma concentrations of CCL21. The area under the curve (AUC) of plasma CCL21 concentrations was performed as the sum of linear AUC, calculated according to the following formula: AUC = x (t1) + y (t2) × 2/(t2 –t1), with x and y as a value of plasma CCL21 concentration at two time points (t1 or t2). The correlation was noted (‘r’) and the p-value was considered significant if *P* < 0.05.

## Results

### Effect of different levels of negative energy balance on metabolic indicators

All evaluated parameters (DMI, EB, LBW, VEBW, MY, BFT) and the plasma concentration of NEFA and insulin were affected by week (*P* < 0.0001), except for the plasma concentration of glucose (**Table 1**). A NEB group effect on DMI, EB, LBW and the plasma concentration of insulin (*P* < 0.05) was also found. During this study, animals were selected according to their energy balance. As expected, SNEB animals had more severe NEB, compared to MNEB animals at 1 week postpartum (wkpp), and there was an interaction between group and week. Moreover, we observed that SNEB animals had lower DMI and LBW than MNEB animals at 1 and 16 wkpp (**Table 1**). Differences in the plasma concentrations of insulin were more pronounced at -4 wkpp, with a lower level in SNEB animals than in MNEB animals (0.64 ± 0.09 vs. 0.79 ± 0.10 ng/mL, respectively; **Table 1**). There was no significant effect of the levels of NEB on VEBW, BFT, MY, the plasma concentrations of NEFA and glucose over the full period of observation (**Table 1**).

**Table 1:** Zootechnical and nutritional parameters of cows either with severe (SNEB) or moderate (MNEB) NEB at -4, 1 and 16 weeks peripartum and plasma metabolites concentration of cows either with SNEB or moderate MNEB NEB at -4, 1 and 14 weeks peripartum.

Group	SNEB			MNEB			P-value		
Week peripartum	-4	1	16	-4	1	16	Group	Week	Group*Week
Dry matter intake (DMI, kg/day)		9.36 ± 0.64	16.52 ± 0.69		13.08 ± 0.66	18.51 ± 0.62	**<0.0001**	**<0.0001**	0.15
Energy balance (EB, Mcal/d)		-12.10 ± 0.55	-1.51 ± 0.83		-5.23 ± 0.76	-0.95 ± 1.04	**<0.0001**	**<0.0001**	**0.0002**
Live body weight (LBW, kg/day)	629.05 ± 13.67	539.28 ± 13.52	532.57 ± 12.41	647.59 ± 9.52	558.26 ± 13.14	567.14 ± 12.37	**0.02**	**<0.0001**	0.78
Variation of empty body weight (VEBW, kg/day)		-14.23 ± 1.22	-15.04 ± 1.80		-13.85 ± 1.33	-12.46 ± 1.21	0.33	**<0.0001**	0.53
Milk yield (MY, kg/day)		23.39 ± 0.95	24.22 ± 0.74		22.47 ± 1.37	26.79 ± 1.16	0.41	**0.02**	0.11
Back fat thickness (BFT, cm)	0.77 ± 0.09	0.60 ± 0.07	0.15 ± 0.01	0.62 ± 0.05	0.53 ± 0.04	0.18 ± 0.02	0.08	**<0.0001**	0.42
Week peripartum	-4	1	14	-4	1	14	Group	Week	Group*Week
Glucose (mmol/L)	3.97 ± 0.44	3.51 ± 0.23	4.42 ± 0.59	4.40 ± 0.59	4.08 ± 0.36	4.30 ± 0.52	0.43	0.33	0.85
NEFA (mmol/L)	0.47 ± 0.04	1.99 ± 0.21	0.67 ± 0.08	0.36 ± 0.04	1.46 ± 0.19	0.57 ± 0.06	0.57	**<0.0001**	0.89
Insulin (ng/mL)	0.64 ± 0.09	0.43 ± 0.09	0.55 ± 0.08	0.79 ± 0.10	0.40 ± 0.08	0.53 ± 0.08	**0.02**	**0.01**	0.61

### Effect of different levels of negative energy balance on reproductive parameters

We observed that the commencement of luteal activity occurred later in SNEB than in MNEB animals (37 ± 5 vs. 25 ± 2 days; *P* = 0.04; **Table 2**). The length of the oestrus cycle was longer in SNEB than in MNEB cows (39 ± 5 vs. 23 ± 2 days; *P* = 0.007, respectively; **Table 2**). The numbers of follicular waves were not different between SNEB and MNEB cows, as well as the number of SF (63 ± 16 vs. 35 ± 8; *P* = 0.15), MF (11 ± 2 vs. 7 ± 1; *P* = 0.10), and LF (7 ± 1 vs. 5 ± 1; *P* = 0.11; **Table 2**). We also found that calving-first AI (79 ± 5 vs. 65 ± 3 days; *P* = 0.09), calving-calving intervals (409 ± 13 vs. 402 ± 10 days; *P* = 0.72) and conception rates at 35 (38 vs. 41%; *P* = 0.90) and 90 days (38 vs. 35%; *P* = 0.90) were not affected by the level of the NEB (**Table 2**).

**Table 2:** Reproductive parameters of cows either with severe (SNEB) or with moderate (MNEB) negative energy balance.

	SNEB	MNEB	P-value
Commencement of luteal activity (days)	37.38 ± 5.02	24.65 ± 2.44	**0.04**
Cycle length (days)	39.14 ± 4.67	23.41 ± 1.87	**0.007**
Follicular waves (0)^1^	14.28% (3/21)	5.88% (1/17)	0.44
Follicular waves (1)^1^	14.28% (3/21)	17.65% (3/17)	0.80
Follicular waves (2)^1^	4.76% (1/21)	29.41% (5/17)	0.08
Follicular waves (3)^1^	19.05% (4/21)	29.41% (5/17)	0.55
Follicular waves (≥4)^1^	47.62% (10/21)	17.65% (3/17)	0.16
Number of small follicles^2^	62.95 ± 15.85	35.18 ± 7.55	0.15
Number of medium follicles^2^	11.43 ± 2.21	6.77 ± 1.31	0.10
Number of large follicles^2^	7.24 ± 1.11	4.94 ± 0.74	0.11
Calving-first AI interval (days)	78.78 ± 4.97	65.20 ± 3.20	0.09
Calving-calving interval (days)	409.35 ± 13.09	402.03 ± 10.34	0.72
Success rate 35 days after AI	38.10% (8/21)	41.18% (7/17)	0.90
Success rate 90 days after AI	38.10% (8/21)	35.29% (6/17)	0.90

^1^”Follicular waves (0)” means no follicular wave, the number in parenthesis indicates the follicular wave number.

^2^During the cycle before artificial insemination (AI), the ovarian follicular dynamics of primiparous cows were monitored three times per week by transrectal ultrasonography allowing for the detection, counting and measurement of small (3–5 mm), medium (5 and ≤ 7 mm) and large follicles (> 7 mm) as described in materiels and methods. During this period, the mean number of follicles in each class per cow was calculated from the total number of follicles of a given class from both ovaries (SF, MF, or LF) divided by the number of ultrasonographic examinations.

### Differential mRNA expression of genes in the subcutaneous adipose tissue of SNEB and MNEB dairy cows identified by RNA sequencing

The expression of genes in subcutaneous adipose tissue at -4 wkpp relative to their expression at 1 wkpp, and at 1 wkpp relative to their expression at 16 wkpp, was evaluated separately in SNEB (n = 3) and MNEB (n = 3) animals (**Fig 1A**). 

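For the RNA sequencing, stranded libraries were made from total RNA of subcutaneous adipose tissue of the dewlap after depletion of ribosomal RNA, and read from one end. The 15 libraries formed 5 groups of 3, namely -4 wkpp, MNEB at 1 and 16 wkpp and SNEB at 1 and 16 wkpp. In the sample labels the groups carry the names of the diets, low energy (LE) for SNEB and high energy (HE) for MNEB, and the libraries at -4 wkpp carry no diet, as the diets had not begun. The same 3 libraries at -4 wkpp were therefore compared with both NEB groups at 1 wkpp. The authors deposited 6 tables, one per comparison, with the results of their DESeq2 analysis of 3 libraries against 3. For each of 13896 genes, a table holds the mean of the normalized counts over the 6 libraries, the log2 fold change with its standard error, the p-value and the adjusted p-value, once for reads on exons and once for reads on the entire gene. The values of single libraries were not analysed here, so no mean or SD of a group and no test on counts is given, and the fold changes and p-values are those of the authors. As in the paper, a DEG had an adjusted p-value below 0.01 in both analyses, with the same sign. The log2 fold change given is that of the exon analysis and is positive when expression was higher in the group named first. The authors' fold changes were shrunken towards 0 for genes with few reads. For genes with a single read in 1 library, the median absolute log2 fold change in the authors' deposited tables was between 0.04 and 0.70, depending on the comparison and the analysis. Each table also holds 92 entries of synthetic spike-in RNAs, which were left out of all counts of genes.

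The total counts of the libraries were not in the tables, but their depths relative to each other were. A gene with 1 read in 1 library has a mean count of 1 divided by 6 and by the size factor of that library, so the smallest means of a table give the 6 size factors, and the sign of the fold change gives the group. A size factor scales with the number of reads on a typical gene. In the comparison of -4 wkpp with MNEB 1 wkpp, the exonic size factors derived from the authors' deposited table were 2.14, 1.99 and 1.34 at -4 wkpp and 1.17, 0.465 and 0.346 in MNEB. For SNEB and MNEB at 1 wkpp, they were 2.09, 2.01 and 1.71 in SNEB and 1.08, 0.422 and 0.316 in MNEB in the authors' deposited table. At 16 wkpp, the authors' deposited table gave 2.04, 1.73 and 1.64 in SNEB and 1.09, 0.415 and 0.394 in MNEB. The mean size factor was thus 2.76, 3.19 and 2.85 times as high in the first group of these 3 comparisons, and between 0.860 and 1.03 times as high in the comparisons within MNEB, within SNEB and of -4 wkpp with SNEB 1 wkpp. The median standard error of the log2 fold change, over genes with a mean exonic count of at least 100, was 0.29 for -4 wkpp and MNEB 1 wkpp, 0.27 for MNEB at 1 and 16 wkpp, 0.23 for -4 wkpp and SNEB 1 wkpp, 0.20 for SNEB at 1 and 16 wkpp, 0.29 for SNEB and MNEB at 1 wkpp and 0.24 at 16 wkpp in the authors' deposited tables. Depth and variation among cows both enter these errors and were not separated.

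**Figure D1:**
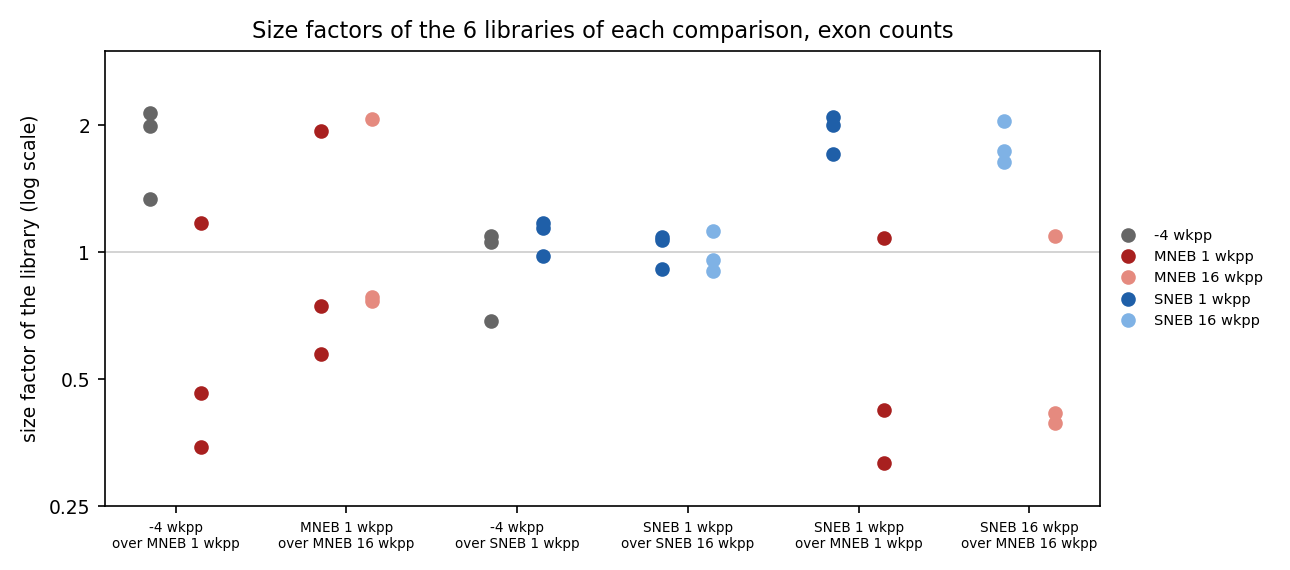
Size factors of the 6 libraries of each comparison, from the exonic counts, on a log scale. Each point is 1 library, coloured by group. In the 3 comparisons of MNEB libraries with other groups, the MNEB libraries lie lower, at most at 1.17, and the others at 1.34 or above.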

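Between -4 and 1 wkpp in MNEB cows, 1143 genes were DEGs by the rule of the paper, 507 of them higher and 636 lower at -4 wkpp, as counted in the authors' deposited table. Their median absolute log2 fold change was 1.61 in the authors' deposited table. Counting exons alone moved this number most, to 2544 genes. Apart from *SCD*, the largest changes among DEGs with a mean exonic count of at least 100 were those of *POSTN* and *DGAT2*, higher at -4 wkpp, and of *HIF3A*, *CCDC183* and *CCDC37*, lower at -4 wkpp. *DGAT2* had a log2 fold change of 5.77 (standard error 0.23, adjusted p = 1.3e-140 in the authors' DESeq2 analysis, from the authors' deposited table). For *HIF3A*, the authors' deposited table gives -4.01 (standard error 0.42, adjusted p = 1.3e-19, DESeq2). *CCDC183* and *CCDC37* were at -3.32 and -3.23 in the authors' deposited table. From 1 to 16 wkpp, 37 genes were DEGs, 6 higher and 31 lower at 1 wkpp, as counted in the authors' deposited table. The largest increases at 1 wkpp were close to each other, at 1.15 for *CTNS*, 1.14 for *ARHGEF28* and 1.11 for *ICAM3* in the authors' deposited table. *ANXA8L1* was lower at 1 wkpp (-1.86, standard error 0.34, adjusted p = 7.3e-05, DESeq2) in the authors' deposited table. The count between 1 and 16 wkpp was 131 when the whole gene analysis alone was used.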

In MNEB cows, 977 DEGs were found between -4 and 1 wkpp (**S4 Table**) and 37 DEGs between 1 wkpp and 16 wkpp (**S5 Table**). In SNEB cows, 79 DEGs were found between -4 and 1 wkpp (**S6 Table**) and 9 DEGs between 1 and 16 wkpp (**S7 Table**). In addition, 107 DEGs were common to MNEB and SNEB between -4 and 1 wkpp. 

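In SNEB cows, the rule of the paper gave 240 DEGs between -4 and 1 wkpp in the authors' deposited table, 167 higher and 73 lower at -4 wkpp, including the genes that were also DEGs in MNEB. Of these, 132 were no DEG in MNEB, 82 higher and 50 lower at -4 wkpp. The largest increase at -4 wkpp was that of *KRT85*, a keratin of hair, with a log2 fold change of 4.90 (standard error 0.38, adjusted p = 4.1e-35, DESeq2) in the authors' deposited table. *KRT31*, also a hair keratin, was at 4.06 and *BDH1* at 4.65 (standard error 0.31, adjusted p = 6.1e-46, DESeq2) in the authors' deposited table. Altogether 9 genes of keratins or keratin-associated proteins were past the threshold in the exon analysis, and all 9 were higher at -4 wkpp, with a median of 3.65 in the authors' deposited table. The largest decreases were those of *PDK4* (-2.58, standard error 0.31, adjusted p = 2.2e-14, DESeq2), *ADM* (-2.17) and *NRIP3* (-2.14) in the authors' deposited table. Between 1 and 16 wkpp, 10 genes were DEGs in the authors' deposited table, 8 higher and 2 lower at 1 wkpp, and 827 genes had an unadjusted p-value below 0.05 in the exon analysis. *SPRY4* had the largest increase at 1 wkpp (1.50, standard error 0.21, adjusted p = 1.9e-08, DESeq2) in the authors' deposited table. It was followed by *ADM* (1.27) and *RGS7* (1.25), while *TDH* (-1.48) and *PERP* (-1.46) were lower at 1 wkpp in the authors' deposited table. The exon analysis alone gave 26 genes between 1 and 16 wkpp.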

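Between the DEGs of MNEB and those of SNEB from -4 to 1 wkpp, 108 genes were shared in the authors' deposited tables. Of these, 107 changed in the same direction, 85 higher and 22 lower at -4 wkpp. *GPR1* changed in opposite directions, with a log2 fold change of 1.55 (standard error 0.34, adjusted p = 4.6e-05, DESeq2) in MNEB and -1.07 (standard error 0.24, adjusted p = 0.00058, DESeq2) in SNEB in the authors' deposited tables. As both comparisons used the same libraries at -4 wkpp, part of any resemblance comes from the error of these libraries. Over 10402 genes with a mean exonic count above 10 in both comparisons, the log2 fold changes had a Pearson correlation across genes of 0.575. When unchanged groups were simulated against shared libraries with the standard errors of the tables, the median correlation of 100 draws was 0.399 (range 0.374 to 0.420). The same sign was seen for 68.8% of genes against 62.9% in the simulation (range 61.5 to 64.1%). Among the highest-ranked genes of both comparisons, taken in numbers equal to those of the DEGs, 132 were shared with one sign against 66 in the simulation (range 51 to 84).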

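At 1 wkpp, 794 genes were DEGs between SNEB and MNEB cows by the rule of the paper, 309 higher and 485 lower in SNEB, as counted in the authors' deposited table. Among them, 330 were no DEG at 16 wkpp, 165 higher and 165 lower in SNEB. The largest changes among DEGs with a mean exonic count of at least 100 were those of *CPA3* (log2 fold change 3.64, standard error 0.47, adjusted p = 5.7e-12, DESeq2), *MMRN1* (3.24) and *A2M* (3.03), higher in SNEB, in the authors' deposited table. *TNNT3* (-2.85), *RN7SL1* (-2.84, standard error 0.42, adjusted p = 1.8e-09, DESeq2) and *COL27A1* (-2.74) were lower in SNEB in the authors' deposited table. *RN7SL1* is a small RNA of the signal recognition particle with many near-identical copies in mammalian genomes, so its reads are uncertain. At 16 wkpp, the authors' deposited table gave 1255 DEGs, 467 higher and 788 lower in SNEB, of which 791 were no DEG at 1 wkpp. *AOC1* (4.08, standard error 0.32, adjusted p = 2.8e-33, DESeq2), *CPA3* (3.85) and *BRB* (3.60) were the highest in SNEB in the authors' deposited table. *BRB* is a member of the ribonuclease A family, whose close paralogs could share its reads. The lowest in SNEB were *TNNT3* (-3.10), *SPEG* (-2.96, standard error 0.22, adjusted p = 8.1e-38, DESeq2) and *SMTN* (-2.76) in the authors' deposited table. With the whole gene analysis alone, 1839 genes at 1 wkpp were past the threshold, of which 22.3% were higher in SNEB, against 38.9% of the 794 DEGs.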

When comparing the expression of genes in the adipose tissue of MNEB and SNEB cows at 1 or 16 wkpp (**Fig 1B**), 214 DEGs at 1 wkpp (**S8 Table**) and 510 DEGs at 16 wkpp (**S9 Table**) were found between the two groups of cows. Moreover, 464 DEGs were common in SNEB and MNEB cows at 1 and 16 wkpp.

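The 464 genes that were DEGs between SNEB and MNEB at both 1 and 16 wkpp all changed in the same direction at the 2 time points in the authors' deposited tables, 144 higher and 320 lower in SNEB. The comparisons at 1 and at 16 wkpp share no library. Across 10181 genes with a mean exonic count above 10 at both time points, their log2 fold changes had a Pearson correlation of 0.773 and a Spearman correlation of 0.753, and 79.2% of genes had the same sign. These are correlations across genes, which are not independent replicates. The paper describes 3 cows per group sampled at each time point, so differences between these cows can add to the correlation. A gene past the threshold at one time point only is not thereby shown to differ between them. The change from 1 to 16 wkpp was therefore compared between SNEB and MNEB with a Wald test of the difference of the authors' log2 fold changes, in each of the 2 analyses, over the genes with a p-value in both tables (12730 genes for exons). *TPPP* alone was past an adjusted p-value of 0.01 in both analyses, with a difference of 1.50 (standard error 0.31, adjusted p = 0.0067 by the Wald test), from the authors' deposited tables. For 629 genes the unadjusted p-value of the exon analysis was below 0.05. The same difference, taken as SNEB over MNEB at 1 wkpp minus that at 16 wkpp, gave 2 genes, *LEP* and *TPPP*. The number of genes past the threshold is therefore uncertain.

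**Figure D2:**
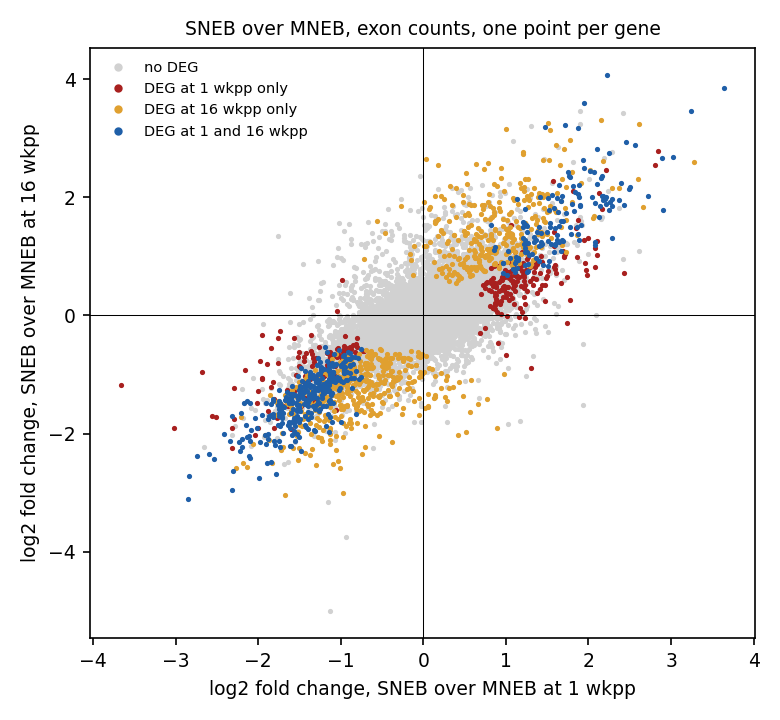
Log2 fold change of SNEB over MNEB at 1 wkpp (x axis) and at 16 wkpp (y axis) in the exon analysis of the authors' deposited tables, for genes with a mean exonic count above 10 at both time points. Each point is 1 gene, coloured by whether it was a DEG at 1 wkpp, at 16 wkpp or at both, and the 464 DEGs of both time points lie in the quadrants of equal sign.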

**Fig 1:**
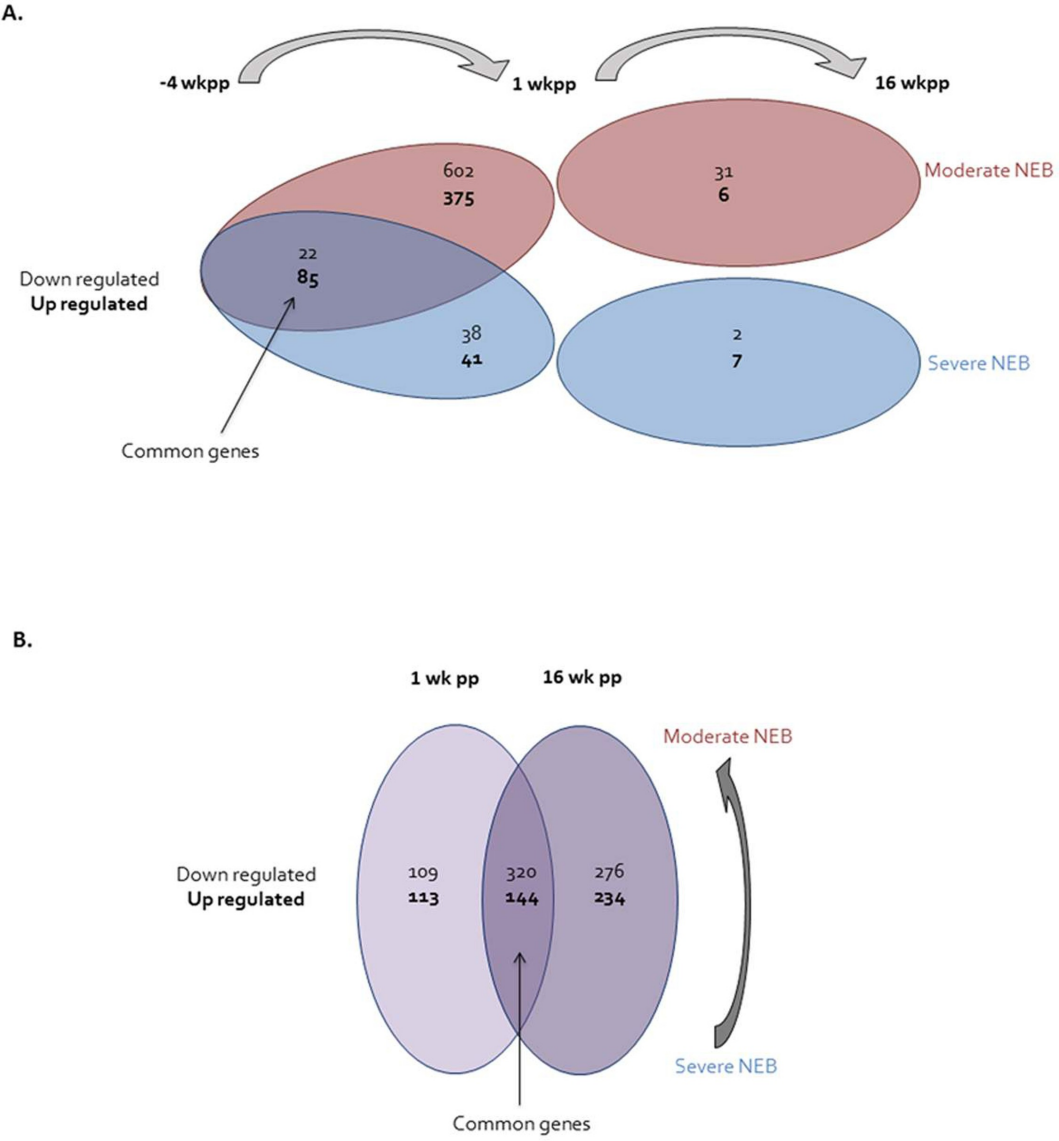
Venn diagram representation of gene differentially expressed according to the time of lactation (-4, 1 and 16 weeks peripartum) (A) or the status of the negative energy balance (moderate and severe negative energy balance) (B). wkpp: weeks peripartum; NEB: negative energy balance.

### Identification of the main molecular and cellular functions by gene ontology and upstream regulation tools

When analysing the results of the different comparisons (by time and group), all DEGs in adipose tissue were submitted to the Ingenuity Knowledge Base. The subcategories under the IPA category “Molecular and Cellular functions”, which reveal potentially the most prevalent biological changes found in adipose tissue, are reported. 

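The genes in the categories of IPA are not listed in the text, so lists of lipid genes fixed before the data were examined were used for metabolism. The lipogenesis list held 19 genes with values, and its median log2 fold change between -4 and 1 wkpp in MNEB was 3.58 in the authors' deposited table, with 18 genes higher at -4 wkpp. This median was above all of 10000 random lists of the same size and mean expression, whose median was 0.06. In the exon analysis, 14 of the genes were past an adjusted p-value of 0.01 over all genes and 14 when adjusted over the list alone, and 13 were DEGs in the authors' deposited table. From 1 to 16 wkpp in MNEB, the median was -0.48, with 16 genes lower at 1 wkpp, below all random lists (percentile 0), while 1 gene was a DEG and 2 were past the threshold when adjusted over the list alone, in the authors' deposited table. The lipolysis list held 14 genes with values, some of which inhibit lipolysis, and its median was -0.47 between -4 and 1 wkpp (percentile 7.58) and 0.31 between 1 and 16 wkpp (percentile 99.3) in MNEB in the authors' deposited tables. For lipolysis, 3 genes were DEGs between -4 and 1 wkpp and 0 between 1 and 16 wkpp, where over all genes 1445 had an unadjusted p-value below 0.05 in the authors' deposited table.

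**Figure D3:**
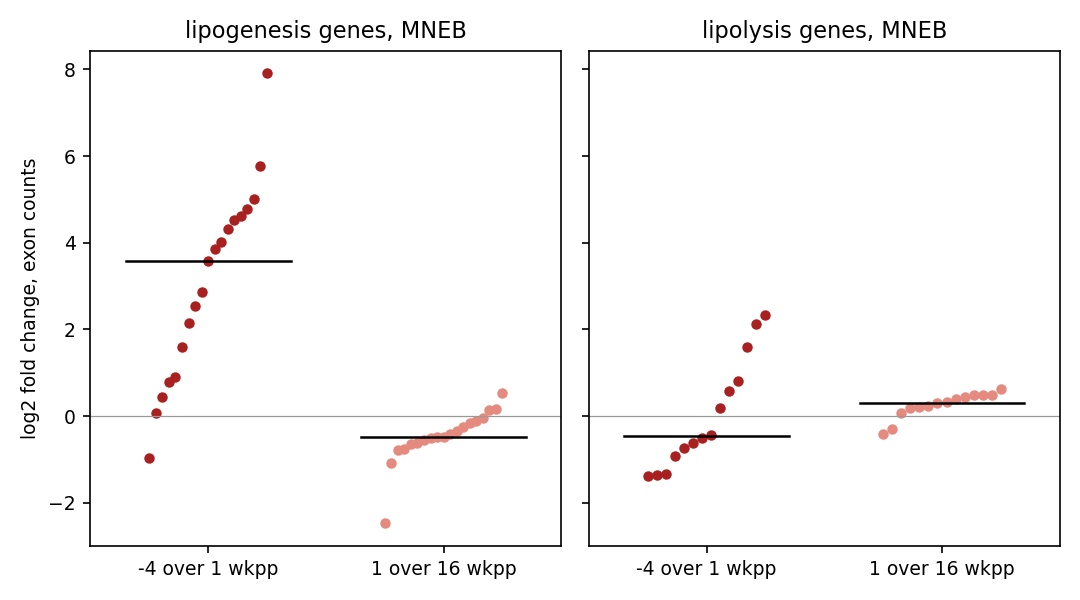
Log2 fold changes of the genes of the lipogenesis list (left) and of the lipolysis list (right) in MNEB, for -4 over 1 wkpp and for 1 over 16 wkpp, from the exon analysis of the authors' deposited tables. Each point is 1 gene, and lines mark the medians, 3.58 and -0.48 for lipogenesis, -0.47 and 0.31 for lipolysis.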

In MNEB cows, 143 DEGs between -4 and 1 wkpp and 13 DEGs between 1 and 16 wkpp were involved in metabolic functions (**Fig 2A and 2B**).

**Fig 2:**
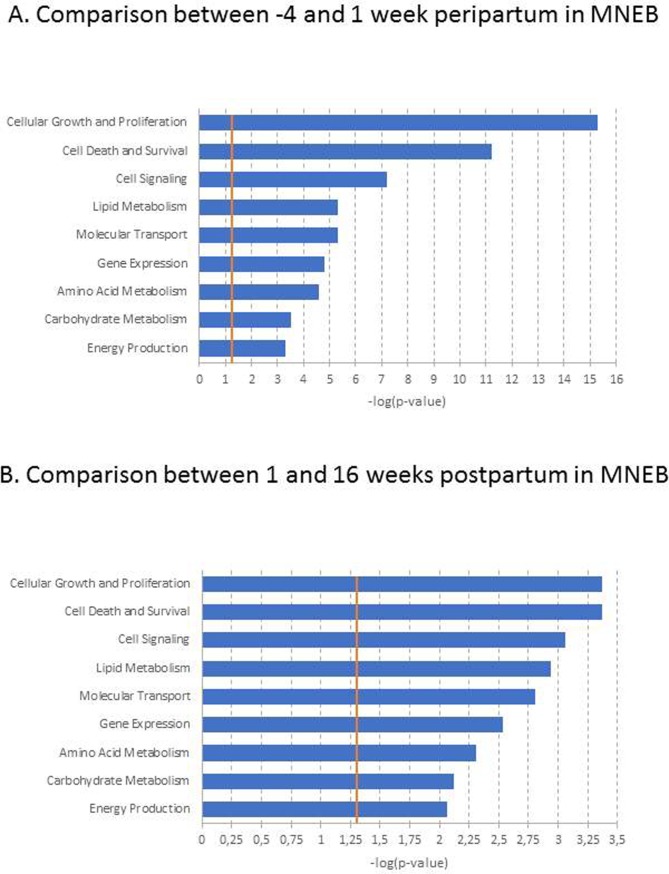
Molecular and cellular functions of differentially expressed genes between -4 and 1week peripartum (A) or 1 and 16 weeks postpartum (B) in adipose tissue of cows with moderate negative energy balance (MNEB). The bars indicate the likelihood [-log (p-value)] that the specific molecular or cellular function was affected by time compared with other functions represented by the list of differentially expressed genes. Threshold–log p-value (orange line) is set to 1.3, which equals a p-value of 0.05.

Among the DEGs involved in metabolic functions, 90 genes were linked in a lipid metabolism network, including *SCD* (stearoyl-CoA desaturase (delta-9-desaturase)) and *BHLHE40* (basic helix-loop-helix family, member E40). 

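Several enzymes of fatty acid and triacylglycerol synthesis were higher at -4 wkpp than at 1 wkpp in MNEB cows. *FASN* had a log2 fold change of 3.86 (standard error 0.31, adjusted p = 1.5e-32, DESeq2) and *ELOVL6* of 4.78 (standard error 0.30, adjusted p = 3.8e-54, DESeq2) in the authors' deposited table. *LPL* was at 4.53 with no p-value in the exon analysis, so it was no DEG, and its whole gene log2 fold change was 4.25 (adjusted p = 1.3e-30, DESeq2) in the authors' deposited table. *SREBF1* (0.44, standard error 0.27, adjusted p = 0.227, DESeq2) and *LPIN1* (-0.97, standard error 0.70, adjusted p = 0.305, DESeq2) did not pass the threshold in the authors' deposited table. Of the lipolysis list, *CIDEC* (2.33), *AQP7* (2.11) and *PRKAR2B* (1.59) were DEGs higher at -4 wkpp, whereas the lipase *LIPE* was lower at -4 wkpp in the exon analysis (-0.92, standard error 0.27, adjusted p = 0.0035, DESeq2) and not past the threshold in the whole gene analysis (adjusted p = 0.0504, DESeq2) of the authors' deposited table. The list of adipocyte markers, which shares *LPL*, *PLIN1* and *CIDEC* with the lists of lipid genes, had a median of 1.82 between -4 and 1 wkpp (above all random lists) and of 0.14 between 1 and 16 wkpp (percentile 83.7) in the authors' deposited tables.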

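*SCD* had a log2 fold change of 7.91 (standard error 0.23, adjusted p = 1.6e-260, DESeq2) between -4 and 1 wkpp in MNEB cows, the largest of all DEGs with a mean exonic count of at least 100, at a mean exonic count of 94739 in the authors' deposited table. Between 1 and 16 wkpp in MNEB, its log2 fold change was -2.47 (standard error 0.36, adjusted p = 4.3e-08, DESeq2) in the authors' deposited table. For *BHLHE40*, the authors' deposited tables give 1.61 (standard error 0.30, adjusted p = 7.8e-07, DESeq2) between -4 and 1 wkpp and -1.41 (standard error 0.31, adjusted p = 0.0012, DESeq2) between 1 and 16 wkpp in MNEB. In SNEB cows, *SCD* was at 1.35 between -4 and 1 wkpp (standard error 0.39, adjusted p = 0.0131, DESeq2) and *BHLHE40* at 1.08 (standard error 0.32, adjusted p = 0.0167, DESeq2), neither past the threshold in the authors' deposited table. In SNEB from 1 to 16 wkpp, *SCD* had no p-value (-0.19, standard error 0.17) and *BHLHE40* was not past the threshold (-0.51, standard error 0.26, adjusted p = 0.595, DESeq2) in the authors' deposited table.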

Interestingly, *SCD* and *BHLHE40* were expressed more at -4 wkpp than at 1 wkpp (**S3 Fig**) and expressed less at 1 wkpp than at 16 wkpp (**S3 Fig**). 

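In SNEB cows, the lipogenesis list had a median log2 fold change of 1.95 between -4 and 1 wkpp in the authors' deposited table, with 18 of 19 genes higher at -4 wkpp and above all random lists of the same size and mean expression. Over all genes, 12 of them were past the threshold in the exon analysis and 13 when adjusted over the list alone, and 10 were DEGs in the authors' deposited table. Between 1 and 16 wkpp, its median was -0.02 (percentile 60.2) and 0 genes were past the threshold over all genes or over the list alone in the authors' deposited table, where 827 genes had an unadjusted p-value below 0.05. The lipolysis list had a median of -0.30 between -4 and 1 wkpp (percentile 0.04), with 11 of 14 genes lower at -4 wkpp, and of 0.37 between 1 and 16 wkpp (above all random lists) in the authors' deposited tables. Without *PLIN1*, its gene of highest mean count, the median between -4 and 1 wkpp was -0.17 (percentile 3.85) in the authors' deposited table. The medians of SNEB and MNEB between -4 and 1 wkpp rest on the same libraries at -4 wkpp. The difference between these changes therefore rests on the libraries of SNEB and MNEB at 1 wkpp. Fold changes of separate tables do not add up, so the size of this difference is uncertain. *SCD* was at 7.91 in MNEB and 1.35 in SNEB, but at 1.60 for SNEB over MNEB at 1 wkpp. In that comparison the lipogenesis list had a median of 0.44 (percentile 98.4) in the authors' deposited table. The lipolysis list had one of 0.42 (percentile 97.8), and of 0.24 (percentile 84.4) without *PLIN1*, in the authors' deposited table.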

In SNEB cows, 22 DEGs between -4 and 1 wkpp and 2 DEGs between 1 and 16 wkpp were involved in metabolic functions (**Fig 3A and 3B**).

**Fig 3:**
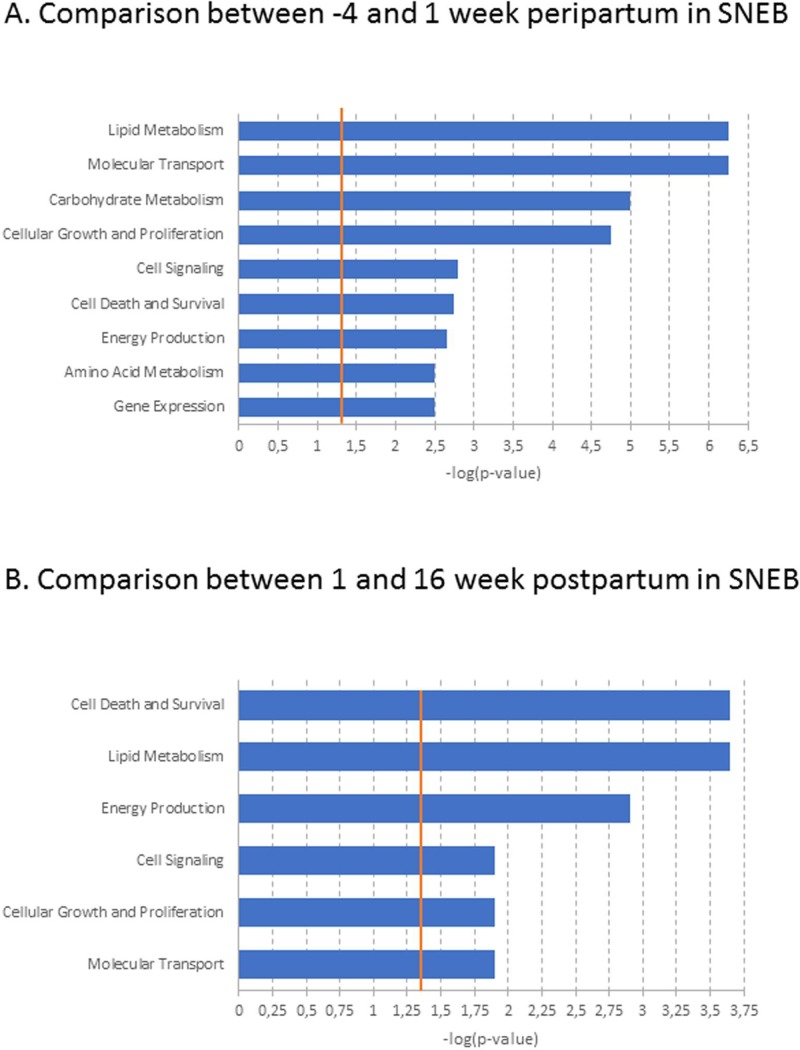
Molecular and cellular functions of differentially expressed genes between -4 and 1week peripartum (A) or 1 and 16 weeks postpartum (B) in adipose tissue of cows with severe negative energy balance (SNEB).The bars indicate the likelihood [-log (p-value)] that the specific molecular or cellular function was affected by time compared with other functions represented by the list of differentially expressed genes. Threshold–log p-value (orange line) is set to 1.3, which equals a p-value of 0.05.

A network related to lipid metabolism function, which linked 8 genes that were expressed less and 3 genes that were expressed more at -4 wkpp than at 1 wkpp, was also observed (**S4 Fig**). However, in SNEB cows, between 1 and 16 wkpp, no network was reported by the IPA analysis of DEGs. 

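Among the lipid genes in SNEB cows between -4 and 1 wkpp, *FASN* (3.84, standard error 0.32, adjusted p = 7.3e-30, DESeq2), *ACACA* (2.77, standard error 0.24, adjusted p = 1.4e-27, DESeq2) and *SREBF1* (1.24, standard error 0.21, adjusted p = 3.0e-07, DESeq2) were higher at -4 wkpp in the authors' deposited table. *DGAT2* was at 1.95 with no p-value in the exon analysis and at 2.90 in the whole gene analysis of the authors' deposited table. Lower at -4 wkpp were *LIPE* (-0.91, standard error 0.21, adjusted p = 0.00064, DESeq2), *HCAR1* (-1.34) and the fatty acid binding protein *FABP4* (-1.06, standard error 0.19, adjusted p = 3.4e-06, DESeq2) in the authors' deposited table. *AQP7* was higher at -4 wkpp, at 1.33, in the authors' deposited table. Between 1 and 16 wkpp, *FABP4* was a DEG higher at 1 wkpp (0.90, standard error 0.16, adjusted p = 5.1e-05, DESeq2) in the authors' deposited table, and *MGLL* passed the threshold in its exon analysis alone (0.77, standard error 0.18, adjusted p = 0.0057, DESeq2). The adipocyte list had a median of 0.33 between -4 and 1 wkpp (percentile 99.4) and of 0.28 between 1 and 16 wkpp (percentile 99.96) in the authors' deposited tables.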

Finally, 37 DEGs between SNEB and MNEB cows at 1 wkpp and 81 DEGs between SNEB and MNEB cows at 16 wkpp were involved in metabolic functions (**Fig 4**).

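Between SNEB and MNEB at 16 wkpp, the lipogenesis list had a median log2 fold change of 0.13 (percentile 73.0 among the random lists), with 12 of 19 genes higher in SNEB and 2 DEGs, in the authors' deposited table. These DEGs were *ELOVL6* (1.08, standard error 0.28, adjusted p = 0.00088, DESeq2) and *THRSP* (1.45, standard error 0.35, adjusted p = 0.00037, DESeq2) in the authors' deposited table. The lipolysis list was at 0.48 (percentile 99.5), with *AQP7* (1.35, standard error 0.32, adjusted p = 0.00021, DESeq2) and *CIDEC* (1.50, standard error 0.32, adjusted p = 3.4e-05, DESeq2) as its DEGs, in the authors' deposited table. The adipocyte list was at 0.93 at 16 wkpp (percentile 99.96) and at 1.49 at 1 wkpp (above all random lists) in the authors' deposited tables.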

**Fig 4:**
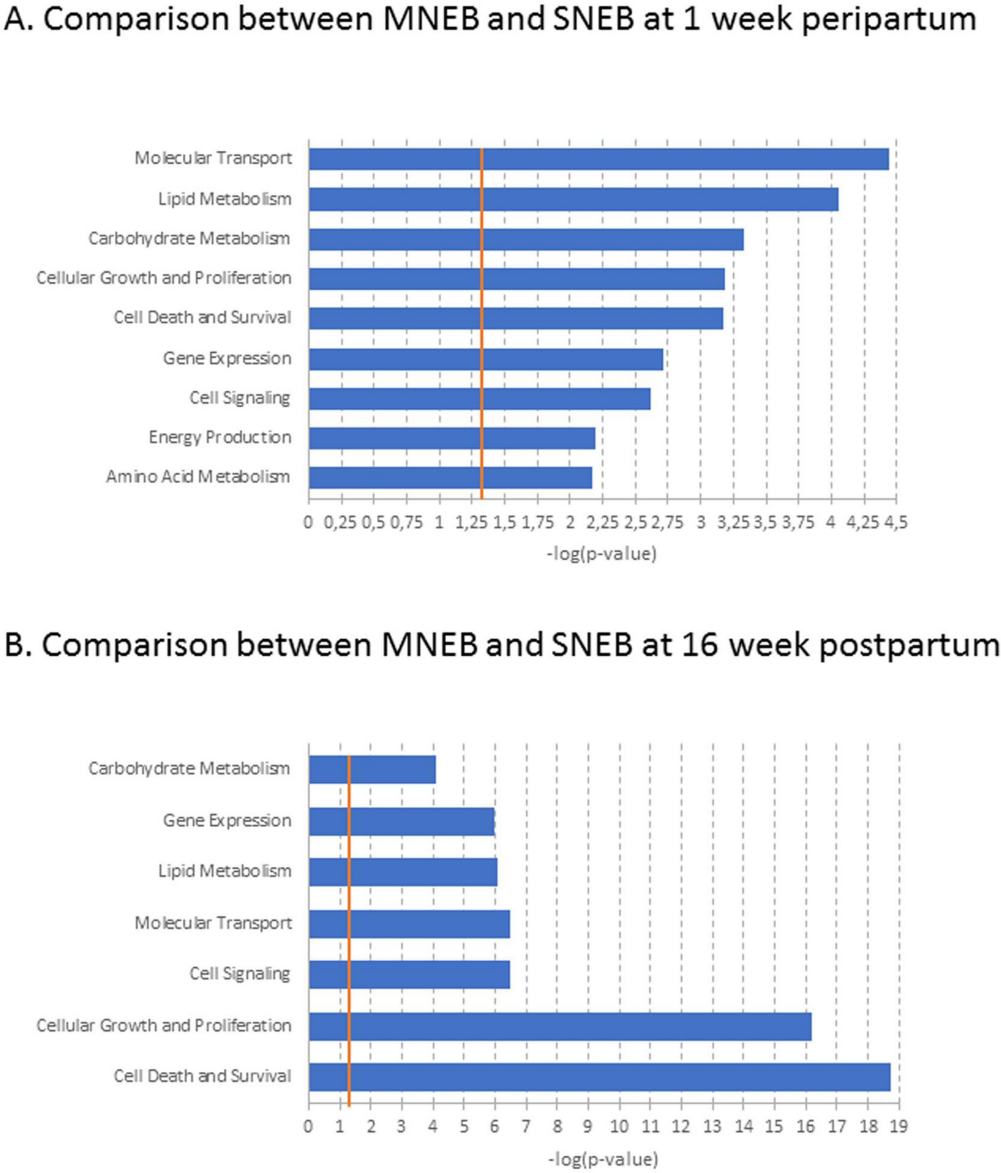
Molecular and cellular functions of differentially expressed genes between SNEB (severe negative energy balance) and MNEB (moderate negative energy balance) cows at 1 (A) and 16 (B) week postpartum.The bars indicate the likelihood [-log (p-value)] that the specific molecular or cellular function was affected by time compared with other functions represented by the list of differentially expressed genes. Threshold–log p-value (orange line) is set to 1.3, which equals a p-value of 0.05.

Some of the DEGs between SNEB and MNEB cows that belong to the regulation of lipid metabolism are represented in S6 Table. 

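At 1 wkpp, the lipogenesis list had a median log2 fold change of 0.44 in SNEB over MNEB (percentile 98.4), with 13 of 19 genes higher in SNEB, in the authors' deposited table. None of its genes was a DEG at 1 wkpp, a count of 0 against 4095 of all genes with an unadjusted p-value below 0.05 in the exon analysis, while 2 genes were past the threshold in the exon analysis, over all genes and when adjusted over the list alone, in the authors' deposited table. These were *ELOVL6* (1.73, standard error 0.32, adjusted p = 3.4e-06, DESeq2; whole gene 0.57, adjusted p = 0.218) and *AGPAT2* (1.24, standard error 0.29, adjusted p = 0.00029, DESeq2; whole gene 0.98, adjusted p = 0.0129) in the authors' deposited table. The lipolysis list was at 0.42 (percentile 97.8) in the authors' deposited table, and at 0.24 (percentile 84.4) without *PLIN1*. *PLIN1* (1.37, standard error 0.25, adjusted p = 3.4e-06, DESeq2) and *CIDEC* (1.77, standard error 0.27, adjusted p = 4.7e-09, DESeq2) were the DEGs of this list in the authors' deposited table. *SCD* was at 1.60 in the exon analysis (standard error 0.65, adjusted p = 0.0530, DESeq2) and at 2.49 in the whole gene analysis (adjusted p = 0.0066, DESeq2) of the authors' deposited table, and so was no DEG at 1 wkpp.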

At 1 wkpp, the network included 13 highly expressed genes and 6 less expressed genes in SNEB cows relative to MNEB cows (**S5 Fig**). At 16 wkpp, the network included 10 over-expressed genes and 9 under-expressed genes in SNEB cows compared to MNEB cows (**S5 Fig).**

### Identification of gene clusters by the RT-qPCR validation of DEGs

To further validate the difference in gene expression in adipose tissue during lactation in SNEB and MNEB cows, we measured the expression of 19 genes from the RNA sequencing analysis that were selected based on their fold change (range between -4 and -1.63 for under-expressed genes and between 1.82 and 5.94 for over-expressed genes), in adipose tissue at -4, 1 and 16 wkpp during the first lactation. 

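Each of the 19 genes was a DEG in at least 1 of the 6 comparisons in the authors' deposited tables, with 8 between -4 and 1 wkpp and 2 between 1 and 16 wkpp in MNEB, 0 from -4 to 1 wkpp and from 1 to 16 wkpp in SNEB, 11 between SNEB and MNEB at 1 wkpp and 2 at 16 wkpp. *POSTN* had the highest log2 fold change, 5.95 between -4 and 1 wkpp in MNEB (standard error 0.33, adjusted p = 5.6e-70, DESeq2), *TF* was at 5.45 and *SERPINF1* at 4.37, while *C1QTNF1* was at 1.82 (standard error 0.25, adjusted p = 3.2e-11, DESeq2) in the authors' deposited table. *VASN* was at -1.63 between 1 and 16 wkpp in MNEB (standard error 0.31, adjusted p = 0.00012, DESeq2) in the authors' deposited table. Between -4 and 1 wkpp in MNEB, *RASGEF1A* was at -2.17 (standard error 0.40) and *ADAMTS4* at -2.20 (standard error 0.72, adjusted p = 0.00999, DESeq2), just below the threshold of 0.01, in the authors' deposited table. *MAPK10*, *FGF14*, *SNAP91*, *CADPS*, *TRPM8*, *STAB2*, *DUSP27*, *ANO4* and *CPS1* were DEGs between SNEB and MNEB at 1 wkpp, with few reads on their exons. The mean exonic counts of the first 7 were between 8.29 and 15.1 in this comparison and between 0.926 and 1.86 in SNEB at 1 and 16 wkpp in the authors' deposited tables. Their log2 fold changes of SNEB over MNEB were between -2.60 and -2.15 on exons and between -6.10 and -4.47 on whole genes in the authors' deposited table. *ANO4* was at -2.89 (standard error 0.65, mean exonic count 12.9) and *CPS1* at -2.49 (standard error 0.65, mean exonic count 12.0) in the authors' deposited table. At these counts the fold changes are shrunken. All of the first 7 were lower at -4 than at 1 wkpp in MNEB (-1.54 to -1.12) in the authors' deposited table, with 0 DEGs. All 7 were higher at -4 wkpp in SNEB (0.16 to 0.67), also with 0 DEGs. The paper describes the reverse directions in its RT-qPCR, where each NEB group had its own samples at -4 wkpp. Of the reference genes of the RT-qPCR, none was a DEG in any comparison. In MNEB between -4 and 1 wkpp, *PPIA* was at 1.25 (standard error 0.31, adjusted p = 0.00033, DESeq2) on exons and 0.89 (adjusted p = 0.137, DESeq2) on the whole gene, *UXT* at 0.92 (standard error 0.41, adjusted p = 0.0750, DESeq2) and *SDHA* at 0.71 (standard error 0.24, adjusted p = 0.0119, DESeq2) in the authors' deposited table.

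**Figure D4:**
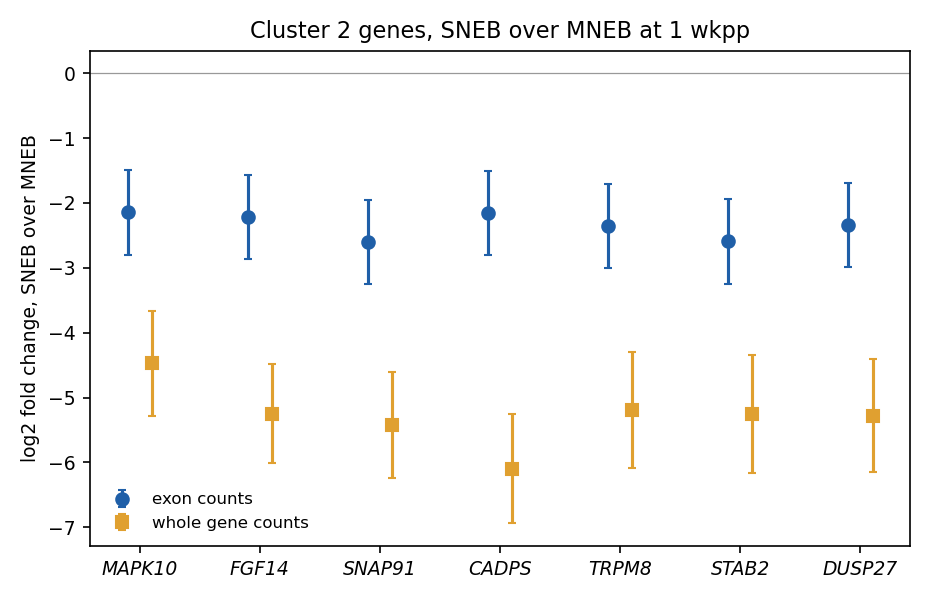
Log2 fold change of SNEB over MNEB at 1 wkpp for the 7 genes, from the exon analysis (circles) and the whole gene analysis (squares) of the authors' deposited table. Error bars are the authors' standard errors. Exonic values lie between -2.60 and -2.15 and whole gene values between -6.10 and -4.47.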

A Euclidian distance/average linkage analysis, performed with Cluster 3.0 software, enabled us to find two different clusters exhibiting a high threshold (≥ 0.7; **Fig 5**). Cluster 1 was composed of five genes: *POSTN* (periostin), *SERPINF1* (serpin family F member 1), *CCL21* (C-C motif chemokine ligand 21), *C1QTNF1* (C1q and TNF related 1) and *TF* (transferrin). Cluster 2 was composed of seven genes: *MAPK10* (mitogen-activated protein kinase 10), *FGF14* (fibroblast growth factor 14), *SNAP91* (synaptosome associated protein 91), *ACADPS* (calcium dependent secretion activator), *TRPM8* (transient receptor potential cation channel subfamily M member 8), *STAB2* (stabilin 2) and *DUSP27* (dual specificity phosphatase 27, atypical). In cluster 1, all genes were over-expressed at 1 and 16 wkpp compared to at -4 wkpp in SNEB cows, whereas the opposite was observed in MNEB cows. In cluster 2, genes were over-expressed at 1 wkpp compared to at -4 and 16 wkpp in SNEB cows, whereas these genes were over-expressed at -4 wkpp compared to at 1 and 16 wkpp in MNEB cows (**Fig 5**).

**Fig 5:**
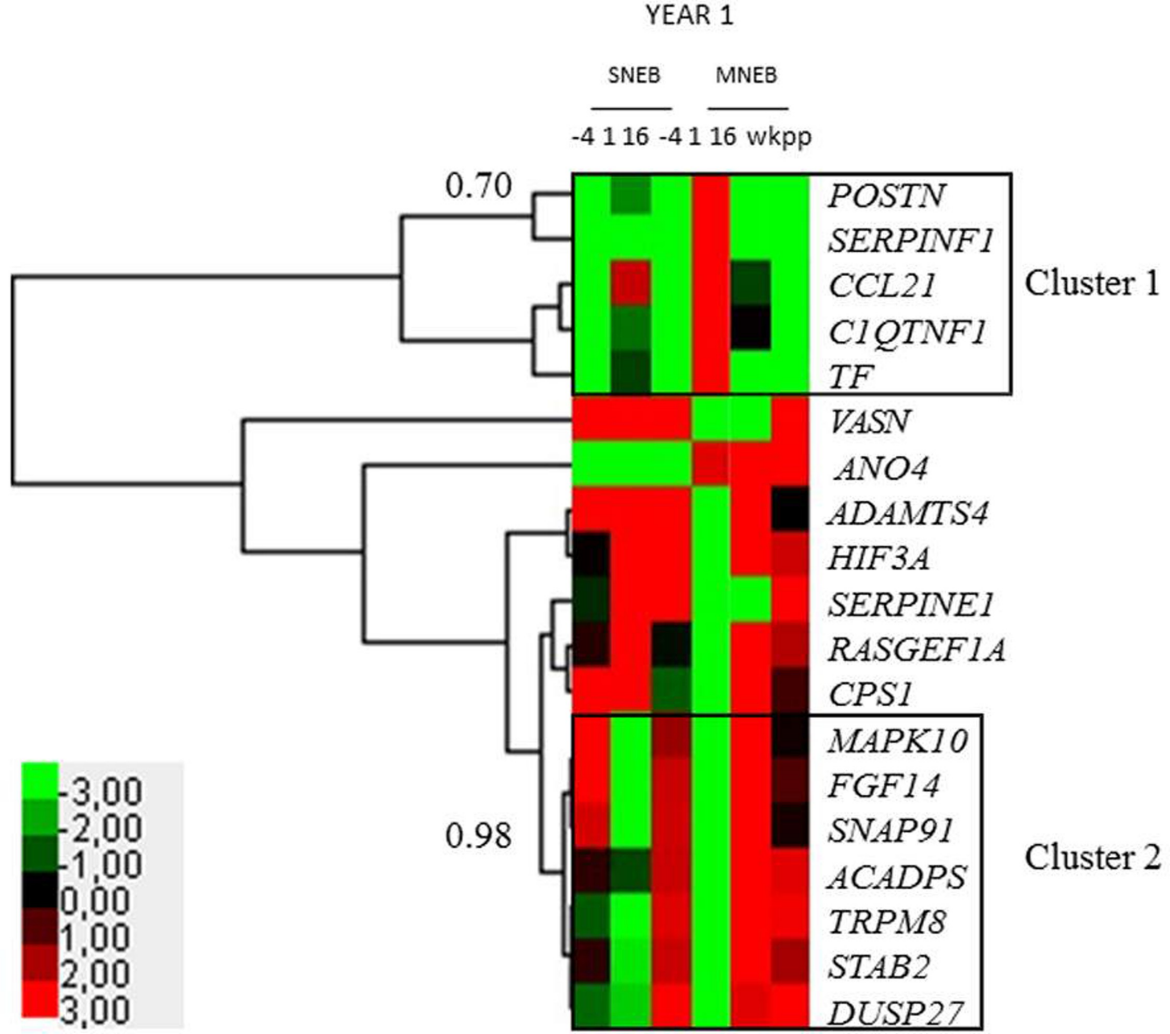
Clustering of candidate genes in adipose tissue of cows either with severe (SNEB) or moderate (MNEB) negative energy balance. Quantitative RT-PCR analysis was performed on subcutaneous adipose tissue samples collected at -4, 1 and 16 wkpp (n = 7 SNEB, n = 7 MNEB). Clustering of genes was performed using Cluster 3.0 software. Two clusters stand out, and node correlation thresholds are indicated for each cluster.

### Identification of relevant biomarker candidates related to reproductive traits by using gene ontology and upstream regulations tools

All DEGs were also analysed using the biomarker filters tool of IPA. 

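The copies of S10 and S11 Tables hold 116 and 10 names of the paper's biomarker candidates, and the copies of S10 to S15 Tables hold 264 names, 235 of them different. In MNEB cows, each of the 116 candidates between -4 and 1 wkpp and of the 10 between 1 and 16 wkpp was a DEG by the rule of the paper in the authors' deposited tables. Between -4 and 1 wkpp, 73 were higher and 43 lower at -4 wkpp, with a median absolute log2 fold change of 1.73 and a median mean exonic count of 1015 in the authors' deposited table. For 1 and 16 wkpp, 1 was higher and 9 were lower at 1 wkpp, with a median absolute log2 fold change of 1.17 in the authors' deposited table.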

From this analysis, 264 biomarker candidates were reported from the different lists of DEGs, including 116 biomarker candidates between -4 and 1 wkpp and 10 additional biomarker candidates between 1 and 16 wkpp in MNEB cows (**S10 and S11 Tables**). In SNEB cows, 22 biomarker candidates were found between -4 and 1 wkpp, with 2 additional candidates between 1 and 16 wkpp (**S12 and S13 Tables**). 

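All 22 and 2 of these names were DEGs in the authors' deposited tables. Of the 22, 6 were higher and 16 lower at -4 wkpp, with a median absolute log2 fold change of 1.29 in the authors' deposited table. Both candidates between 1 and 16 wkpp were higher at 1 wkpp, with a median absolute log2 fold change of 1.06 and a median mean exonic count of 30229 in the authors' deposited table. None of the 22 was a DEG between -4 and 1 wkpp in MNEB, and none of the MNEB candidates was a DEG in SNEB (0 in both cases), so the candidates came from DEGs that were not common to both groups of cows.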

From the list of DEGs issued from the comparison of MNEB and SNEB samples, 34 and 80 biomarker candidates were highlighted at 1 wkpp and 16 wkpp, respectively (**S14 and S15 Tables**).

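All of these candidates were DEGs in the authors' deposited tables. At 1 wkpp, 22 were higher and 12 lower in SNEB, with a median absolute log2 fold change of 1.34 and a median mean exonic count of 572 in the authors' deposited table, and 1 had a mean exonic count below 10. At 16 wkpp, 42 were higher and 38 lower in SNEB, with a median of 1.40 and a largest absolute log2 fold change of 3.01 in the authors' deposited table. No candidate of 1 wkpp was a DEG at 16 wkpp, and no candidate of 16 wkpp was one at 1 wkpp (0 in both cases).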

Of these biomarker candidates, 177 were found to be expressed in the mammalian reproductive tract or related to reproductive functions, including *AMH* (anti-Mullerian hormone), *BMP7* (bone morphogenetic protein 7), *ESR1* (oestrogen receptor 1) and *SOX10* (SRY-box 10) (**S15 Table**). Moreover, some of these biomarker candidates, such as *IHIT5* (inter-alpha-trypsin inhibitor heavy chain family member 5), *SRFP2* (secreted frizzled related protein 2) and *CCL21* (C-C motif chemokine ligand 21), are known to be released in blood and are considered potentially novel adipokines (**S10 Table**).

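All 4 of these genes were DEGs between SNEB and MNEB at 16 wkpp. *AMH* had a log2 fold change of -2.01 (standard error 0.51, adjusted p = 0.00063, DESeq2), so it was lower in SNEB, at a mean exonic count of 19.2 in the authors' deposited table. *SOX10* was also lower in SNEB, at -1.74 (standard error 0.42, adjusted p = 0.00033, DESeq2), with a mean exonic count of 60.8 in the authors' deposited table. *BMP7* was higher in SNEB, at 1.07 (standard error 0.33, adjusted p = 0.0057, DESeq2), and *ESR1* at 1.21 (standard error 0.27, adjusted p = 8.4e-05, DESeq2), with mean exonic counts of 213 and 157 in the authors' deposited table.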

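Between -4 and 1 wkpp in MNEB cows, *ITIH5* had a log2 fold change of 1.63 (standard error 0.24, adjusted p = 1.8e-10, DESeq2) and *SFRP2* of 3.36 (standard error 0.31, adjusted p = 9.7e-25, DESeq2) in the authors' deposited table. *CCL21* was at 4.65 (standard error 0.48, adjusted p = 1.2e-19, DESeq2), at a mean exonic count of 273.3 in the authors' deposited table. In SNEB cows, *CCL21* was not past the threshold between -4 and 1 wkpp (0.47, standard error 0.40, adjusted p = 0.704, DESeq2) in the authors' deposited table. Between SNEB and MNEB at 1 wkpp, *CCL21* was at 1.82 on exons (standard error 0.65, adjusted p = 0.0261, DESeq2) and at 2.86 on the whole gene (adjusted p = 0.0057, DESeq2), and so was no DEG, and at 16 wkpp it had no p-value (2.60, standard error 0.65) in the authors' deposited tables. Of 10 other genes of lymph nodes and lymphatic vessels, 6 were higher and 4 lower at -4 wkpp than at 1 wkpp in MNEB, with a median of 0.49 (percentile 97.8 among random lists) in the authors' deposited table.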

### mRNA and protein expression of *CCL21* in the subcutaneous adipose tissue of SNEB and MNEB dairy cows

The mRNA and protein amount of *CCL21* was determined in the adipose tissue of SNEB and MNEB cows at -4, 1 and 16 wkpp. The MNEB cows had higher *CCL21* mRNA levels than the SNEB cows at -4 wkpp (**Fig 6A**). Immunoblotting protein extracts revealed the presence of CCL21 (12 kDa) in subcutaneous adipose tissues from all samples. As observed for the regulation of the *CCL21* mRNA expression pattern (**Fig 6A**), the CCL21 protein level decreased at 1 and 16 wkpp compared to at -4 wkpp in MNEB cows and a similar profile was seen in SNEB cows (**Fig 6B**). In our experimental conditions, we could not compare the CCL21 protein level between the two groups (MNEB and SNEB) since the samples were loaded on different membranes.

**Fig 6:**
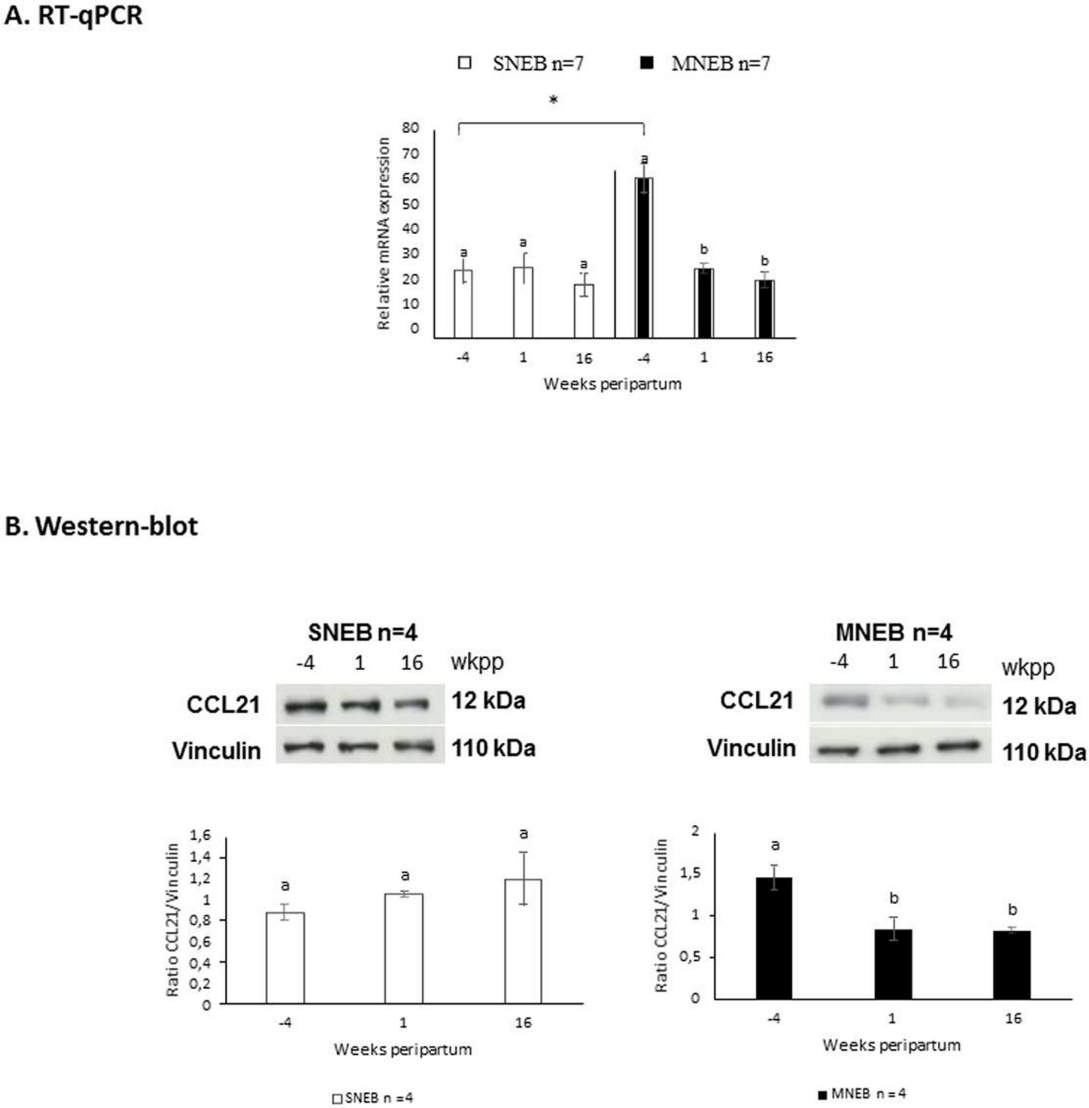
mRNA (A) and protein expression (B) level of *CCL21* in subcutaneous adipose tissue of cows either with severe (SNEB) or moderate (MNEB) negative energy balance. A. Quantitative RT-PCR analysis for *CCL21* was performed on subcutaneous adipose tissue samples collected at -4, 1 and 16 wkpp (n = 7 SNEB, n = 7 MNEB) as described in material and methods. B. Protein expression was determined by western blot using bovine anti-CCL21 antibody (12 kDa). Expression of vinculin (110 kDa) was used to normalize the expression of CCL21. Results are represented as LSM ± SEM. Low case letters represent significant effect of time separately in the group SNEB and MNEB (*P* < 0,05). * *P* < 0,05 (effect of group).

### Plasma CCL21 levels in SNEB and MNEB dairy cows

Plasma CCL21 levels were measured at -4, 1 and 16 wkpp using ELISA assays. Consistent with the above expression and protein levels in fat tissue, we observed a decrease in the plasma concentrations of CCL21 at 1 wkpp in SNEB cows compared with at -4 wkpp (**Fig 7**). There was no variation in plasma CCL21 levels in MNEB cows. Moreover, we found that MNEB cows had higher plasma CCL21 levels than SNEB cows at 1 wkpp (**Fig 7**). Furthermore, we observed a negative correlation between the calving-first AI interval and the AUC (area under the curve) of plasma CCL21 concentrations (r = -0.98, *P* = 0.02, n = 8 for each group).

**Fig 7:**
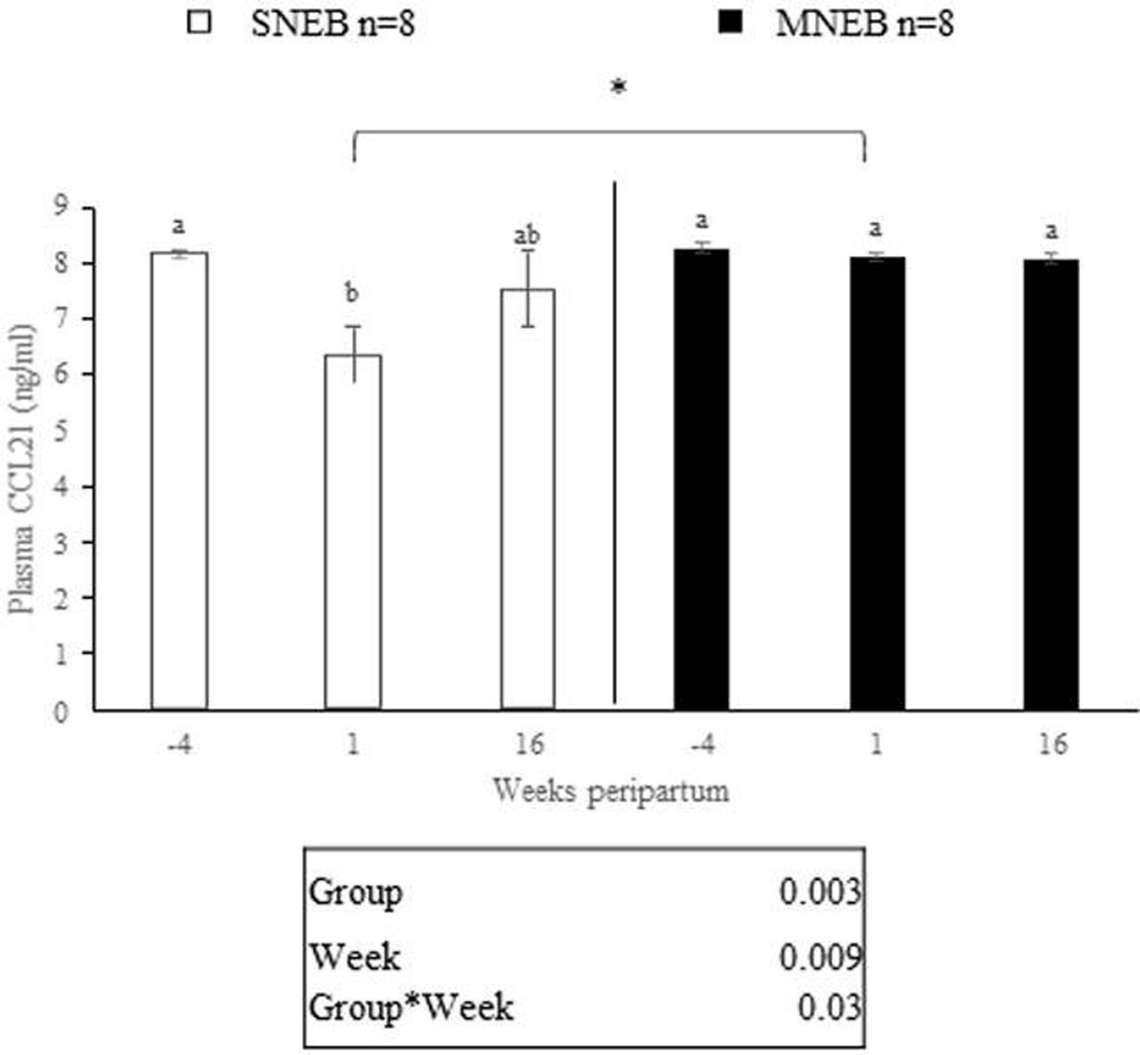
Concentration of CCL21 in plasma of cows either with severe (SNEB) or moderate (MNEB) negative energy balance. Plasma level of CCL21 was determined by ELISA assay after collecting blood at -4, 1, and 16 weeks peripartum (wkpp) of cows with SNEB (n = 8) or low NEB (n = 8). Results are represented as LSM ± SEM. Low case letters represent a significant (*P* < 0.05) time effect separately in the group SNEB and MNEB and * represents a significant (*P* < 0. 05) group effect.

### mRNA expression of *CCL21* and its receptor *CCR7*, and protein localisation of CCL21 in bovine ovarian tissue

The expression of *CCL21* and its receptor *CCR7*, and the localization of CCL21 were determined in different types of samples taken from bovine ovaries obtained from a slaughterhouse. The mRNA expression of *CCL21* was greater in cortex and granulosa cells from small follicles than in the corpus luteum, large follicles and granulosa cells from large follicles (**Fig 8A**). *CCR7* mRNA was more highly expressed in small follicles and granulosa cells from small follicles (**Fig 8B**) compared to other types of samples. Immunohistochemistry performed on bovine ovarian follicle sections showed that CCL21 was present in primary (**Fig 8C**) and secondary pre-ovulatory follicles (**Fig 8A–8E**). More precisely, CCL21 was detected in granulosa cells, theca cells (**Fig 8C–8E**) and oocytes (primary follicle) (**Fig 8D**).

**Fig 8:**
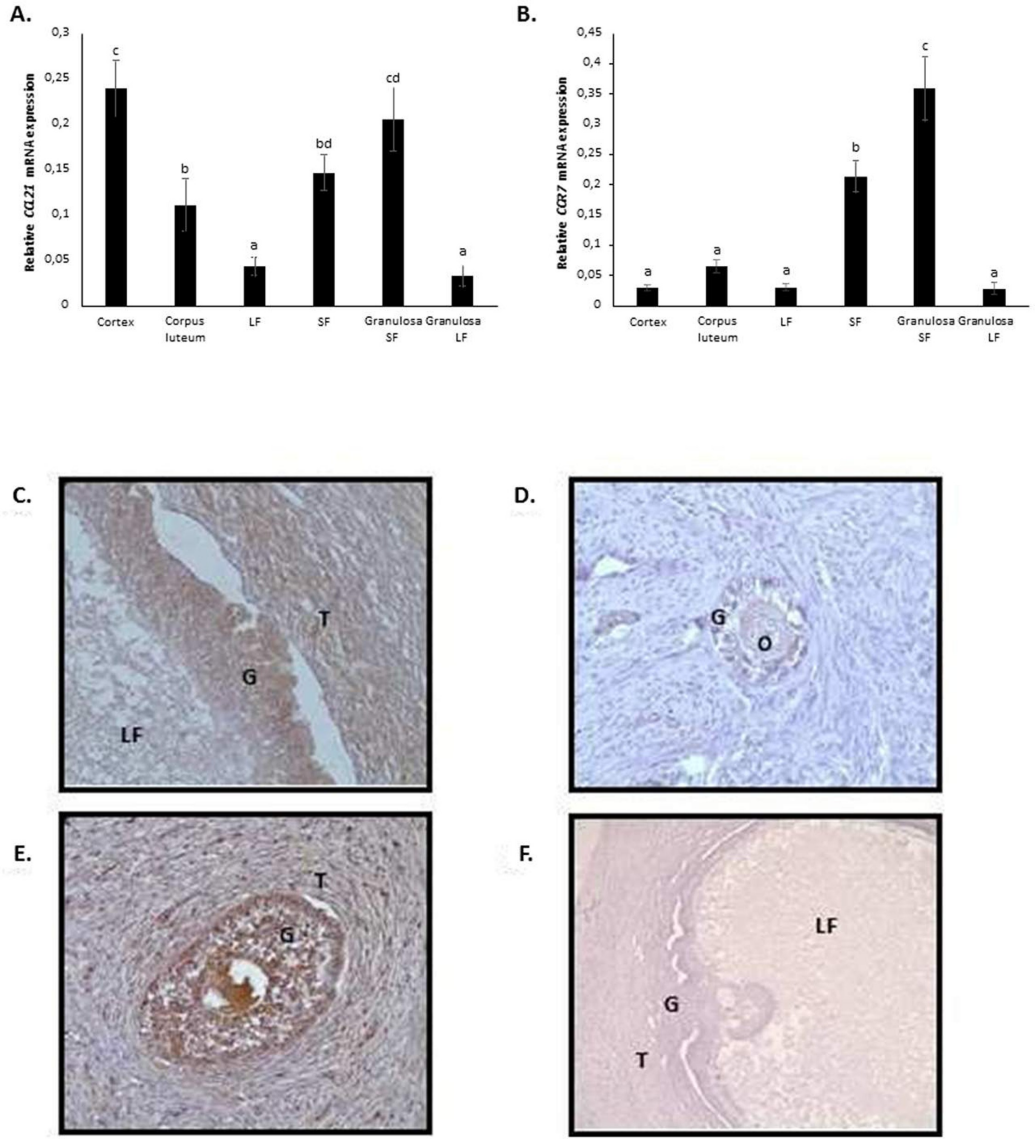
mRNA expression of *CCL21* and its receptor *CCR7* and protein localization of CCL21 in bovine ovary. The mRNA expression in ovarian cortex, corpus luteum, large follicles (LF), small follicles (SF), granulosa of large follicles and granulosa of small follicles was determined by RT-qPCR using specific bovine primers. The mRNA expression of *CCL21* (A) and *CCR7* (B) was normalized to geometric mean of three references genes (*UXT*, *SADH* and *PPIA*). Protein expression was determined by immunohistochemistry using anti-CCL21 antibody (A, B and C) and rabbit IgG (D). Immuno-specific staining is brown. The sections were counterstained with haematoxylin. Granulosa and theca cells from pre-ovulatory follicle (A), primary follicle (B), second follicle (C) and pre-ovulatory follicle (D). T: Theca cells; G; Granulosa cells; LF: Follicular fluid; O: oocyte.

### Effect of CCL21 on progesterone secretion and the proliferation of bovine granulosa cells

Cells were incubated in serum-free media containing various concentrations of recombinant CCL21 for 48 h; we observed that the secretion of progesterone decreased in a dose-dependent manner (*P* < 0.001) (**Fig 9A**). We also examined the effect of CCL21 on bovine granulosa cell proliferation in culture. Thymidine methyl- [3H] incorporation by primary bovine granulosa cells treated with different concentrations of CCL21 was assessed after 24 h of culture. Recombinant human CCL21 increased thymidine methyl-[3H] incorporation, leading to an increase of cell proliferation in a dose-dependent manner (*P* < 0.001) (**Fig 9B**).

**Fig 9:**
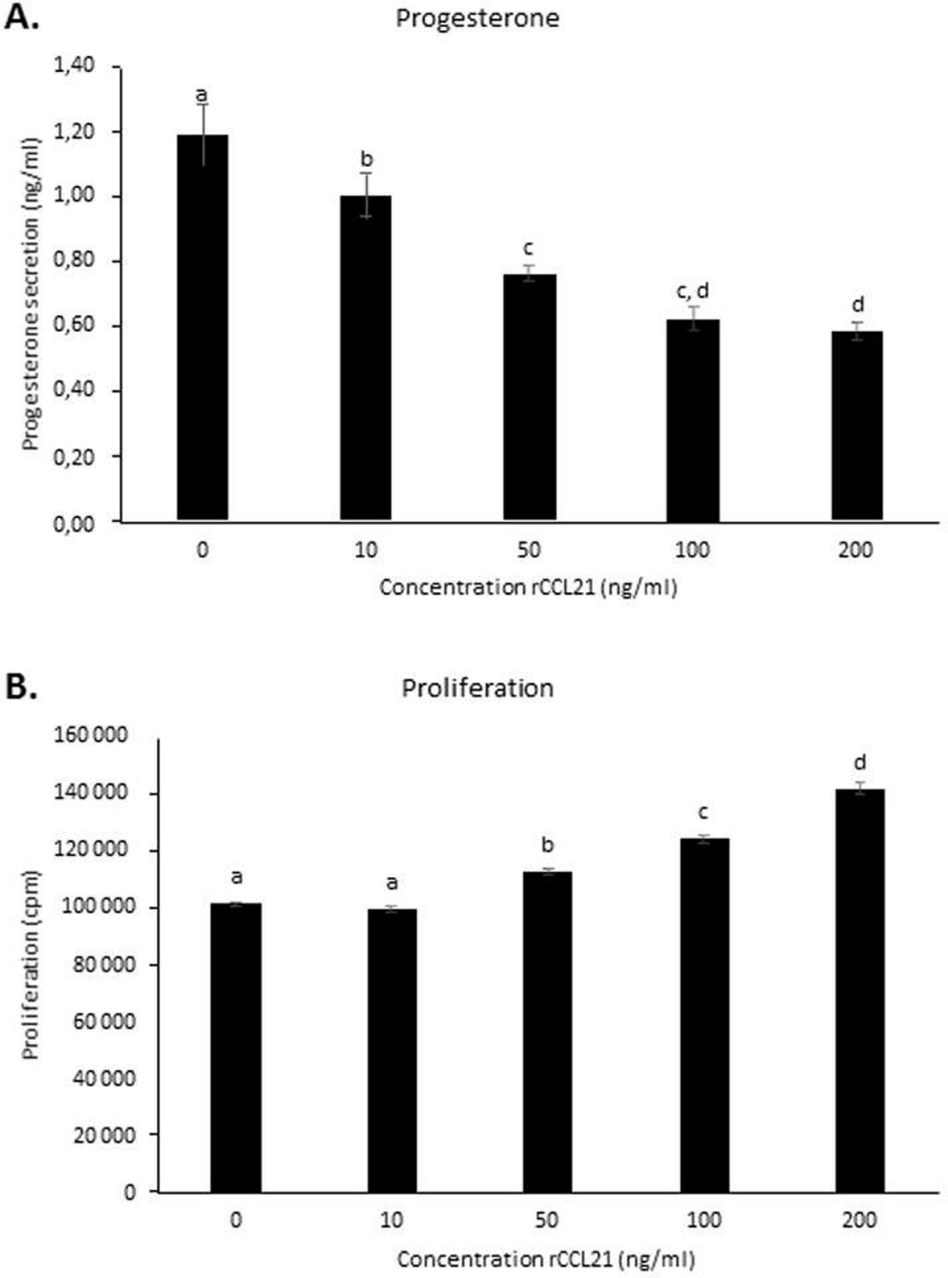
Effect of recombinant CCL21 on basal progesterone secretion (A) and proliferation by bovine primary granulosa cells (bGC) (B). Bovine granulosa cells (bGC) were cultured in medium with serum and then in serum-free medium in the absence or in the presence of recombinant CCL21 (10, 50, 100, 200 ng/ml) for 24 h or 48 h. The concentration of progesterone in culture medium was measured by ELISA assay. The proliferation of bGC cells was performed using ^3^H thymidine incorporation method. Results are represented as LSM ± SEM of three independent experiments. Different letters indicated significant effect with *P* < 0.05.

## Discussion

Our results reveal that the level of NEB regulates metabolic and reproductive parameters associated with modifications of the transcriptome profile in the subcutaneous WAT of primiparous Holstein dairy cows at different time points of lactation (-4, 1 and 16 wkpp). The different techniques used to analyse gene expression showed a very strong correspondence between RNA-seq and RT-qPCR analysis for DEGs. By using *in silico* tools such as IPA, we documented that, in WAT, many of the DEGs between SNEB and MNEB cows are related to lipid metabolism networks; several of them are also known to be secreted and potentially involved in mammalian reproductive functions. A special focus on *CCL21* revealed that plasma CCL21 concentrations decreased significantly one week after calving in SNEB cows, whereas its profile was unaltered in MNEB cows. On the contrary, CCL21 (mRNA and protein) levels were down regulated between -4 and 1 wkpp in the subcutaneous adipose tissue of MNEB cows, whereas levels were unaffected in SNEB cows, suggesting that subcutaneous adipose tissue is not the only source of CCL21 in blood. Moreover, we showed that *CCL21* and its receptor *CCR7* were expressed in ovarian cells and that recombinant human CCL21 decreased *in vitro* progesterone secretion by granulosa cells, whereas it increased the proliferation of these cells, suggesting that CCL21 could regulate *in vivo* folliculogenesis.

### Negative energy levels, metabolic data and adipose tissue transcriptome

In high-producing dairy cows, the energy balance tends to be negative during the transition from late pregnancy to early lactation. NEB status mostly induces changes in body condition, adipose tissue deposits and the profile of circulating hormones. As described in our previous study [30], the severity of NEB after calving leads to a lower DMI, LBW and plasma insulin concentration. Currently, the effect of NEB on plasma insulin level appears after parturition [38, 39]. However, we found that the plasma concentration of insulin decreased from -4 to 16 wkpp and was lower in cows with SNEB at -4 wkpp. The transition period is also associated with the high mobilisation of adipose tissue, resulting in an increase of the circulating NEFA levels [30]. Paradoxically, from this group of cows, we did not find any significant effect of the level of NEB on plasma NEFA concentrations or BFT between SNEB and MNEB dairy cows due to the variability of the animals’ responses. However, we confirmed that energy status is related to adipose tissue adaptation by assessing its transcriptome profile at different times of lactation [14].

Previous studies demonstrated that changes in the activity level of enzymes controlling lipid metabolism occur in adipose tissue during lactation [40]. More recently, many studies indicate metabolic adaptations to lactation in adipose tissue [14, 41]. According to these studies, we showed that the most important affected function is lipid metabolism [13, 42, 43]. Interestingly, the highest number of DEGs was found during the transition period, when energy needs for milk production are critical; this makes sense given the huge physiological changes induced by the initiation of milk production. These results are in agreement with recent transcriptomic analyses of bovine adipose tissue performed during the transition from pregnancy to lactation. 

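The genes with reads were divided into 4 bins of equal size by their mean exonic count in each comparison. In the bin with the highest counts, 21.4% were DEGs between -4 and 1 wkpp in MNEB and 3.63% in SNEB in the authors' deposited tables. From 1 to 16 wkpp, the shares in this bin were 0.804% in MNEB and 0.120% in SNEB in the authors' deposited tables. Between SNEB and MNEB, they were 14.3% at 1 wkpp and 18.3% at 16 wkpp in the authors' deposited tables. In the next bin, the shares were 9.68% between -4 and 1 wkpp in MNEB and 11.8% between SNEB and MNEB at 16 wkpp in the authors' deposited tables. The paper remarks that a highest number of DEGs in the transition period makes sense in view of large physiological changes at the start of milk production, and it states that lipid metabolism was the function most affected.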

Sumner-Thomson et al. [14] demonstrated the importance of several specific genes, but did not provide the corresponding functional analysis. In addition, Janovick et al. [44] found around 3,000 genes that were both affected by stage of lactation and energy status; consistent with more recent studies and the results obtained here, they associated DEGs with several metabolic functions [44–46]. Herein, we found that energy status impacts the bovine white subcutaneous adipose tissue transcriptome regulating lipid metabolism. These results suggest that the modulation of transcriptome by the levels of NEB (either by milk production or by nutrition) in adipose tissue regulates lipid metabolism, but is not sufficient to affect fat accumulation. However, the fact that some lipid metabolism-related genes have different expression profiles depending on the localisation and the type of adipose tissue (e.g. visceral adipose tissue [omental, mesenteric, and retroperitoneal] vs. subcutaneous adipose tissue [tail head, withers, and sternum]) should be taken into account [47, 48].

### Negative energy levels, reproductive data and adipose tissue transcriptome

As already described by numerous groups, the severity of NEB is responsible for reproductive disorders in dairy cows [49–51]. Considering the results obtained in a previous study and the choice of extreme groups of NEB, a greater effect on reproductive performance was expected [30]. Hence, we confirm here from a more pronounced difference between the groups that severe NEB delays the commencement of luteal activity by 12.73 days [30]. These results are in agreement with those obtained by von Leesen et al. [52], who showed that cows with a higher genetic merit for energy balance early in lactation express an earlier commencement of luteal activity. In addition, we found that the cycle length was longer in cows with SNEB compared to cows with MNEB. However, other reproductive traits already described to be affected by NEB, such as follicular waves and fertility rate, were not affected by the level of NEB [53]. This could be due to the small sample size. Former studies reporting the effect of NEB on the transcriptomic analysis of reproductive tissues did not provide a functional relationship with energy metabolism [54, 55]. For the first time, here, we link the effects of the level of NEB on adipose tissue metabolism to its effects on reproductive parameters related to ovarian activity. In order to achieve our aim, we highlighted several potential biomarkers by combining bioinformatics analysis and published bibliography references. Of the DEGs, 264 were found to be expressed or have an effect on reproduction. From this list, we selected *CCL21* to validate its potential expression and effects on the bovine ovary.

### CCL21 as a novel bioactive adipokine

Cytokines are a family of secreted proteins originally known to be mainly involved in immunoregulatory and inflammatory processes [56]. In female reproduction, ovulation, menstruation, embryo implantation and delivery are considered inflammatory events [57] Hence, there is growing evidence showing the role of cytokines on reproductive function. Cytokines may affect the neuroendocrine events of reproduction, ovarian/testis function, the endometrium, the developing embryo, the placenta and parturition [58]. Moreover, chemokines participate in limiting bacterial infection and are involved in inflammatory processes in the reproductive tract [59]. Tríbulo et al. [60] recently showed that *CCL21* is highly expressed in the bovine oviduct and endometrium during the first day of oestrus, proposing that it was an embryokine. Due to the recent notion that adipose tissue plays a more important role than simply energy storage, and that cytokines may function in an endocrine manner, we hypothesised that *CCL21* may also be considered an adipokine. Indeed, *CCL21* and its receptor (*CCR7*) are expressed in adipose tissue at -4, 1 and 16 wkpp in SNEB and MNEB cows. The transcript expression of *CCL21* is up-regulated in the adipose tissue of MNEB cows during a period of high-energy mobilisation (1 wkpp). However, there was no significant difference in *CCR7* levels. Despite the fact that the accumulation of mRNA is not always indicative of protein synthesis, we observed a good concordance between the regulation of mRNA and the protein expression of *CCL21* in adipose tissue.

This study also shows that CCL21 is an adipokine, based on the measurements from blood with a specific bovine ELISA kit. For the first time, we characterised the circulating profile of CCL21 from late pregnancy to mid lactation under different levels of NEB. Conversely, for CCL21 expression in adipose tissue, we found that the plasma CCL21 concentrations were significantly lower in cows with SNEB compared to cows with MNEB at 1 wkpp. As the origin of circulating CCL21 was not determined in our study, we can not affirm that the released CCL21 was derived from adipose tissue. However, there was a significant negative correlation between the AUC of plasma CCL21 concentration and the calving-first AI interval; this result suggests that CCL21 may be involved in the regulation of ovarian function.

Previous studies indicated that cytokines mediate steroid synthesis in bovine granulosa cells [61]. Interestingly, we showed that *CCL21* and its receptor *CCR7* were highly expressed in the granulosa cells of SF; our lab obtained similar results for adiponectin and chemerin [22, 24]. Consistent with the effect of these adipokines, CCL21 decreased progesterone production by cultured granulosa cells at a lower dose (10 ng/mL); it also increased granulosa cell proliferation. It could be speculated that the regulation of steroidogenesis in the granulosa cells of small follicles by CCL21 may slow down follicle development and consequently prolong the calving-AI interval. However, in the context of our study, it was not possible to test the effect of the level of NEB on *CCL21* ovarian expression.

## Conclusion

In conclusion, changes in the subcutaneous adipose transcriptome caused by severe NEB in dairy cows induce changes in the expression profile of genes involved in lipid metabolism. This suggests that these genes are likely to take part in the control mechanism for adipose tissue adaptation during early lactation. Moreover, this study revealed potential links between the genes involved in adipose tissue metabolism and reproductive function. These first results may be important to identify potential biomarkers of sub or infertility associated with metabolic disorders. With this perspective, the identification of a potential novel secreted adipokine, CCL21, which could be involved in the regulation of ovarian function, appears to be of critical interest. This work paves the way for further studies, which are required to unravel the physiology, pathophysiology and endocrine mechanisms underlying the potential effects of newly-identified bioactive molecules for reproduction-related problems in dairy cows.

## Supporting information

S1 Fig Description of the timing for blood samples, ovarian and fat ultrasound, adipose tissue biopsy and fertility measurements for the peripartum period during first lactation of primiparous Hostein dairy cows fed with either a high-energy (HE) or a low energy (LE) diet. W = week peripartum, Gd = gestational day, A: first AI, US: ultrasound.
(TIF) Click here for additional data file.

S2 Fig Experimental design of adipose tissue sampling and time of comparison by RNA sequencing and RT-PCR. For RT-PCR: n = 7 (SNEB) and n = 7 (MNEB). For RNA sequencing: n = 3 (SNEB) and n = 3 (MNEB). wkpp: weeks peripartum
(TIF) Click here for additional data file.

S3 Fig Genes differentially expressed involved in lipid metabolism between -4 and 1 weeks peripartum (A) or 1 and 16 weeks postpartum (B) of cows with moderate negative energy balance (MNEB). Functional gene interaction networks were identified by Ingenuity Pathway Analysis (IPA). (A) Genes are colored based on fold-change values determined by RNA-Seq analysis, where the red-color symbols signify higher expression at -4 wkpp and green-color gene symbols indicate higher expression at 1 wkpp. (B) Genes are colored based on fold-change values determined by RNA-Seq analysis, where the red-color symbols signify higher expression at 1 wkpp and green-color gene symbols indicate higher expression at 16 wkpp. Each gene was assigned a shape and function by IPA as shown in the “Network Shapes” legend inset.
(TIF) Click here for additional data file.

S4 Fig Genes differentially expressed involved in lipid metabolism between -4 and 1 weeks peripartum of cows with severe negative energy balance (SNEB). Functional gene interaction networks were identified by Ingenuity Pathway Analysis (IPA). Genes are colored based on fold-change values determined by RNA-Seq analysis, where the red-color symbols signify higher expression at -4 wkpp and green-color gene symbols indicate higher expression at 1 wkpp. Each gene was assigned a shape and function by IPA as shown in the “Network Shapes” legend inset.
(TIF) Click here for additional data file.

S5 Fig Genes differentially expressed involved in lipid metabolism between severe (SNEB) and moderate (MNEB) negative energy balance at 1 (A) and 16 (B) week postpartum. Functional gene interaction networks were identified by Ingenuity Pathway Analysis (IPA). Genes are colored based on fold-change values determined by RNA-Seq analysis, where the red-color symbols signify higher expression in SNEB cows and green-color gene symbols indicate higher expression in MNEB cows. Each gene was assigned a shape and function by IPA as shown in the “Network Shapes” legend insert.
(TIF) Click here for additional data file.

S1 Table A. Composition of the high energy (HE) and low-energy (LE) diets (% of DM) and B. Chemical composition and nutritional value of feeds (g/kg of DM unless otherwise noted).
(DOC) Click here for additional data file.

S2 Table Summary of the average statistics of the sequence quality and alignment information for the high and low NEB cows. (DOCX) Click here for additional data file.

S3 Table List of primers (Bos Taurus) used for RT-qPCR. (DOCX) Click here for additional data file.

S4 Table Genes differentially expressed at 1 WKPP as compared to -4 WKPP in MNEB animals. (DOCX) Click here for additional data file.

S5 Table Genes differentially expressed in MNEB animals at 16 WKPP as compared to 1WKPP. (DOCX) Click here for additional data file.

S6 Table Genes differentially expressed in SNEB animals at 1 WKPP as compared to -4WKPP. (DOCX) Click here for additional data file.

S7 Table Genes differentially expressed at 16 WKPP as compared to 1 WKPP in SNEB animals. (DOCX) Click here for additional data file.

S8 Table Genes differentially expressed in SNEB and MNEB animals at 1 WKPP. (DOCX) Click here for additional data file.

S9 Table Genes differentially expressed between MNEB and SNEB animals at 16 WKPP. (DOCX) Click here for additional data file.

S10 Table List of differential expressed genes between -4 and 1week peripartum in adipose tissue of cows with MNEB (moderate negative energy balance) highlighted as biomarkers with IPA and their links with reproductive parameters. (DOCX) Click here for additional data file.

S11 Table List of differential expressed genes between 1 and 16 weeks peripartum in adipose tissue of cows with MNEB (moderate negative energy balance) highlighted as biomarkers with IPA and their links with reproductive parameters. (DOCX) Click here for additional data file.

S12 Table List of differential expressed genes between -4 and 1 week peripartum in adipose tissue of cows with SNEB (severe negative energy balance) highlighted as biomarkers with IPA and their links with reproductive parameters. (DOCX) Click here for additional data file.

S13 Table List of differential expressed genes between 1 and 16 weeks peripartum in adipose tissue of cows with SNEB (severe negative energy balance) highlighted as biomarkers with IPA and their links with reproductive parameters. (DOCX) Click here for additional data file.

S14 Table List of differential expressed genes in adipose tissue between cows with SNEB (severe negative energy balance) and cows with MNEB (moderate negative energy balance) at 1 week peripartum, highlighted as biomarkers with IPA and their links with reproductive parameters. (DOCX) Click here for additional data file.

S15 Table List of differential expressed genes in adipose tissue between cows with SNEB (severe negative energy balance) and cows with MNEB (moderate negative energy balance) at 16 weeks peripartum, highlighted as biomarkers with IPA and their links with reproductive parameters. (DOCX) Click here for additional data file.

# Supplementary material for: Impact of the severity of negative energy balance on gene expression in the subcutaneous adipose tissue of periparturient primiparous Holstein dairy cows: Identification of potential novel metabolic signals for the reproductive system
**Source:** PLoS One. 2019 Sep 26;14(9):e0222954. doi: 10.1371/journal.pone.0222954
**Supplement:** S1 Table — A. Composition of the high energy (HE) and low-energy (LE) diets (% of DM) and B. Chemical composition and nutritional value of feeds (g/kg of DM unless otherwise noted).

**A.**

| **Feed (% DM)** | **HE diet** | **LE diet** |
| --- | --- | --- |
| **Corn silage** | 61.2 | 50.4 |
| **Lucerne Hay** | 10.1 | 10.2 |
| **Grass silage** | 0 | 24 |
| **Energy Concentrate** | 17.2 | 8.5 |
| **Protein Concentrate** | 10.7 | 6.0 |
| **Ca Carbonate** | 0.5 | 0.4 |
| **Minerals CMV5/23** | 0.3 | 0.5 |

**B.**

|  | **Corn silage** | **Grass silage** | **Lucerne hay** | **Energy Concentrate** | **Protein Concentrate** | **Ca Carbonate** | **Minerals** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **DM, %** | 31.6 | 45.2 | 86.8 | 88 | 90 |  |  |
| **CP, g/kg DM** | 71.6 | 137.3 | 131.3 | 19 | 53 |  |  |
| **Cellulose, g/kg DM** | 201.9 | 299.5 | 380.8 | 5 | 7 |  |  |
| **Starch, g/kg DM** | 292.3 |  |  | 327 | 55 |  |  |
| **Energy, Mcal/kg DM** | 1.56 | 1.38 | 1.03 | 1.83 | 1.80 |  |  |
| **PDIN1, g/kg DM** | 44.0 | 84.5 | 85.7 | 136 | 366 |  |  |
| **PDIE2, g/kg DM** | 66.7 | 70.7 | 79.8 | 136 | 244 |  |  |
| **P, g/kg DM** | 1.9 |  |  | 3.7 | 6.1 |  | 70 |
| **Ca, g/kg DM** | 2.0 |  |  | 2.5 | 2.3 | 350 | 220 |

1PDIN = protein digested in the small intestine supplied by rumen-undegraded dietary protein and by microbial protein from rumen-degraded dietary nitrogen (“Protéines Digestibles dans l’Intestin permises par l’azote” in French) (INRA, 2007).

2PDIE = protein digested in the small intestine supplied by rumen-undegraded dietary protein and by microbial protein from rumen-fermented organic matter (“Protéines Digestibles dans l’Intestin permises par l’Energie” in French) (INRA, 2007)

# Supplementary material for: Impact of the severity of negative energy balance on gene expression in the subcutaneous adipose tissue of periparturient primiparous Holstein dairy cows: Identification of potential novel metabolic signals for the reproductive system
**Source:** PLoS One. 2019 Sep 26;14(9):e0222954. doi: 10.1371/journal.pone.0222954
**Supplement:** S2 Table

**S2 Table**: Summary of the average statistics of the sequence quality and alignment information for the high and low NEB cows

| Samples | Time | Energy state | Total reads (PF) | Post-Trim reads | Unique maps | Multiple maps | %Align (PT) |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  | (x10^6^) | (x10^6^) | (x10^6^) | (x10^6^) |  |
| No.1 | -4 | Nd | 74.41 | 74.40 | 65.08 | 6.74 | 87.5 |
|  |  |  |  |  |  |  |  |
| No.2 | -4 | Nd | 67.21 | 67.21 | 54.81 | 9.62 | 81.6 |
|  |  |  |  |  |  |  |  |
| No.3 | -4 | Nd | 70.96 | 70.96 | 59.66 | 8.19 | 84.1 |
|  |  |  |  |  |  |  |  |
| No.4 | 1 | SNEB | 69.00 | 69.00 | 56.20 | 9.83 | 81.5 |
|  |  |  |  |  |  |  |  |
| No.5 | 1 | SNEB | 65.97 | 65.97 | 54.59 | 8.63 | 82.7 |
|  |  |  |  |  |  |  |  |
| No.6 | 1 | SNEB | 75.57 | 75.57 | 60.74 | 10.91 | 80.4 |
|  |  |  |  |  |  |  |  |
| No.7 | 16 | SNEB | 79.49 | 79.49 | 69.93 | 6.42 | 88 |
|  |  |  |  |  |  |  |  |
| No.8 | 16 | SNEB | 70.0 | 70.05 | 58.20 | 8.37 | 83.1 |
|  |  |  |  |  |  |  |  |
| No.9 | 16 | SNEB | 67.28 | 67.27 | 56.13 | 8.42 | 83.4 |
|  |  |  |  |  |  |  |  |
| No.10 | 1 | MNEB | 69.75 | 69.74 | 44.72 | 20.41 | 64.1 |
|  |  |  |  |  |  |  |  |
| No.11 | 1 | MNEB | 75.97 | 75.96 | 39.74 | 14.12 | 52.3 |
|  |  |  |  |  |  |  |  |
| No.12 | 1 | MNEB | 78.90 | 78.89 | 51.27 | 23.72 | 65 |
|  |  |  |  |  |  |  |  |
| No.13 | 16 | MNEB | 74.15 | 74.15 | 57.11 | 13.77 | 77 |
|  |  |  |  |  |  |  |  |
| No.14 | 16 | MNEB | 63.93 | 63.93 | 35.30 | 25.56 | 55.2 |
|  |  |  |  |  |  |  |  |
| No.15 | 16 | MNEB | 65.25 | 65.24 | 43.45 | 18.33 | 66.6 |
|  |  |  |  |  |  |  |  |

# Supplementary material for: Impact of the severity of negative energy balance on gene expression in the subcutaneous adipose tissue of periparturient primiparous Holstein dairy cows: Identification of potential novel metabolic signals for the reproductive system
**Source:** PLoS One. 2019 Sep 26;14(9):e0222954. doi: 10.1371/journal.pone.0222954
**Supplement:** S3 Table

**S3 Table**: List of primers (Bos Taurus) using for RT-qPCR.

| Gene | size | Forward | Reverse |
| --- | --- | --- | --- |
| *PPIA* | 216 | 5'-GCATACAGGTCCTGGCATCT-3' | 5'-TGTCCACAGTCAGCAATGGT-3' |
| *UXT* | 111 | 5'-CATTGAGCGACTCCAGGAAG-3' | 5'-GGCCACATAGATCCGTGAAG-3' |
| *SDHA* | 168 | 5'-TATATGGCGCTGGCTGTCTC-3' | 5'-CCTCTTCCCTCGCGGATTTC-3' |
| *ADAMTS4* | 111 | 5'-CCGCTTCATCACTGACTTC-3' | 5'-TCAGCGTCGTAGTCCTTG-3' |
| *TF* | 409 | 5'-AAGATGGCACCAGGAAACCTGT-3' | 5'-ATCACTCAGACCAGCGAAACCA-3' |
| *SERPINF1* | 235 | 5'-GTTTTACGGTACGGCTTGGA-3' | 5'-GACTTCGTGAGTTCGCCTTC-3' |
| *CCL21* | 193 | 5'-AGTTGCGCTATGCCAGCTAT-3' | 5'-TTGGAACCCTTTCCCTTCTT-3' |
| *CCR7* | 175 | 5'-GTACGAGTCCGTGTGCTTCA-3' | 5'-GGCTAGGTTGAGCAGGTACG-3' |
| *C1QTNF1* | 185 | 5'-GGACCTAAAGGGCAGAAAGG-3' | 5'-GCAGTAGAATTTCCCCGTGA-3' |
| *POSTN* | 220 | 5'-GTTAGGCTTGGCATCTGCTC-3' | 5'-TGCGGTACACGAAGACTCTG-3' |
| *HIF3A* | 248 | 5'-AGAGACCGAAGTGGTGCTGT-3' | 5'-GCTACTGAAGTCCCGTCCAG-3' |
| *RASGEF1A* | 247 | 5'-CCTTTGACTTCCAGGACGAG-3' | 5'-CACACCCAGGATGTCCTTCT-3' |
| *VASN* | 246 | 5'-AGCTGGACCTGAGCAACCTA-3' | 5'-GGGCAGCCAAAGTCTGAGTA-3' |
| *SERPINE1* | 241 | 5'-GACGGCCGTTACTACGACAT-3' | 5'-TCGGTCATTCCCAAGTTCTC-3' |
| *ANO4* | 224 | 5'-TACCGTGACCCTCCTCATTC-3' | 5'-ACGCTCCAGTTCTGCTTCAT-3' |
| *CPS1* | 200 | 5'-CCAGGCCTAGTAGCATCTCG-3' | 5'-TGCTTGCTTTAAGCCCACTT-3' |
| *SNAP91* | 169 | 5'-GCTGCACTTTCCTCTGTTCC-3' | 5'-GCAAAGGCATCTCCAAAGAG-3' |
| *STAB2* | 240 | 5'-GCTGAAGAATGACCTGCACA-3' | 5'-CTGGGGACACTTTCCACACT-3' |
| *ACADPS* | 153 | 5'-CAGCAGAACGAAGAACACCA-3' | 5'-GGAAACTGTCCCACGTGTCT-3' |
| *MAPK10* | 186 | 5'-CCAGGTTTTTGAAGCTGCTC-3' | 5'-GCAGAGACCCAAGAGCAATC-3' |
| *FGF14* | 248 | 5'-CGGTAACCTGGTGGACATCT-3' | 5'-TACAACCCCGTCTTCACTCC-3' |
| *TRPM8* | 152 | 5'-ACCACACCCACCTACTGCTC-3' | 5'-CTTGGGCAAAACACACAATG-3' |
| *DUSP27* | 190 | 5'-GTGAAACTCTCGCCCAGAAG-3' | 5'-GGTCTCAGAGCTGGGTCTTG-3' |

# Supplementary material for: Impact of the severity of negative energy balance on gene expression in the subcutaneous adipose tissue of periparturient primiparous Holstein dairy cows: Identification of potential novel metabolic signals for the reproductive system
**Source:** PLoS One. 2019 Sep 26;14(9):e0222954. doi: 10.1371/journal.pone.0222954
**Supplement:** S5 Table

| **S5 Table: Genes differentially expressed in MNEB animals at 16 WKPP as compared to 1WKPP** | | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
| name | log2FoldChange_exons | pvalue_exons | |  |  |  |
| *SCD* | -2,4721789 | 5,91E-12 |  |  |  |  |
| *FMOD* | -1,3403484 | 3,81E-08 |  |  |  |  |
| *ANXA8L1* | -1,8616001 | 5,03E-08 |  |  |  |  |
| *RERG* | -1,5363715 | 1,19E-07 |  |  |  |  |
| *VASN* | -1,6323792 | 1,50E-07 |  |  |  |  |
| *TXN* | -1,310072 | 2,10E-07 |  |  |  |  |
| *THY1* | -1,3267345 | 2,14E-07 |  |  |  |  |
| *GAPDH* | -1,6843031 | 3,92E-07 |  |  |  |  |
| *ANXA7* | -1,0848692 | 4,28E-07 |  |  |  |  |
| *HIST2H2BE* | -1,1749777 | 6,36E-07 |  |  |  |  |
| *PCOLCE2* | -1,2102953 | 9,96E-07 |  |  |  |  |
| *PGAM1* | -1,3081375 | 1,44E-06 |  |  |  |  |
| *HSP90AA1* | -1,0289778 | 1,85E-06 |  |  |  |  |
| *SERPINE1* | -1,7024191 | 3,79E-06 |  |  |  |  |
| *PLN* | -1,652991 | 3,76E-06 |  |  |  |  |
| *BHLHE40* | -1,4071921 | 3,99E-06 |  |  |  |  |
| *SMIM19* | -1,0243787 | 4,44E-06 |  |  |  |  |
| *DSTN* | -1,2003161 | 5,98E-06 |  |  |  |  |
| *TMX4* | -1,1722074 | 8,39E-06 |  |  |  |  |
| *MGST1* | -1,109546 | 1,38E-05 |  |  |  |  |
| *HIST1H1C* | -1,1532057 | 1,88E-05 |  |  |  |  |
| *DSE* | -1,0417605 | 2,02E-05 |  |  |  |  |
| *SSR4* | -1,0592946 | 2,56E-05 |  |  |  |  |
| *IGFBP6* | -1,4082185 | 2,73E-05 |  |  |  |  |
| *LGALS1* | -1,0076322 | 3,18E-05 |  |  |  |  |
| *PDK1* | -1,0456489 | 3,78E-05 |  |  |  |  |
| *C9H6orf120* | -0,9626186 | 4,40E-05 |  |  |  |  |
| *LBH* | -1,0215806 | 4,94E-05 |  |  |  |  |
| *ANXA5* | -0,7762092 | 5,10E-05 |  |  |  |  |
| *EID1* | -0,9183749 | 5,41E-05 |  |  |  |  |
| *H3F3B* | -1,0219586 | 5,80E-05 |  |  |  |  |
| *ABCA9* | 1,08509726 | 1,36E-08 |  |  |  |  |
| *ICAM3* | 1,10539281 | 1,73E-06 |  |  |  |  |
| *CTNS* | 1,15336007 | 4,84E-06 |  |  |  |  |
| *ARHGEF28* | 1,13514965 | 1,03E-05 |  |  |  |  |
| *ZSWIM8* | 0,83661018 | 3,19E-05 |  |  |  |  |
| *NOTCH4* | 0,89240481 | 5,07E-05 |  |  |  |  |

# Supplementary material for: Impact of the severity of negative energy balance on gene expression in the subcutaneous adipose tissue of periparturient primiparous Holstein dairy cows: Identification of potential novel metabolic signals for the reproductive system
**Source:** PLoS One. 2019 Sep 26;14(9):e0222954. doi: 10.1371/journal.pone.0222954
**Supplement:** S7 Table

| **S7 Table: Genes differentially expressed at 16 WKPP as compared to 1 WKPP in SNEB animals** | | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
| name | log2FoldChange_exons | pvalue_exons |  |  |  |  |
| *PERP* | -1,46107968 | 2,39E-08 |  |  |  |  |
| *TDH* | -1,48218699 | 6,55E-08 |  |  |  |  |
| *SPRY4* | 1,500729052 | 1,88E-12 |  |  |  |  |
| *PHYH* | 1,20626917 | 4,31E-11 |  |  |  |  |
| *RGS7* | 1,246164737 | 2,49E-09 |  |  |  |  |
| *FABP4* | 0,904882276 | 3,09E-08 |  |  |  |  |
| *ADIPOR2* | 0,920543781 | 3,79E-08 |  |  |  |  |
| *FAM198B* | 1,066631752 | 2,42E-07 |  |  |  |  |
| *HCRTR1* | 1,069275811 | 3,93E-06 |  |  |  |  |

# Supplementary material for: Impact of the severity of negative energy balance on gene expression in the subcutaneous adipose tissue of periparturient primiparous Holstein dairy cows: Identification of potential novel metabolic signals for the reproductive system
**Source:** PLoS One. 2019 Sep 26;14(9):e0222954. doi: 10.1371/journal.pone.0222954
**Supplement:** S10 Table

**S10 Table:** List of differential expressed genes between -4 and 1week peripartum in adipose tissue of cows with MNEB (moderate negative energy balance) highlighted as biomarkers with IPA and their links with reproductive parameters.

References :

62. Bowdridge EC, Goravanahally MP, Inskeep EK, Flores JA. Activation of Adenosine Monophosphate-Activated Protein Kinase Is an Additional Mechanism That Participates in Mediating Inhibitory Actions of Prostaglandin F2Alpha in Mature, but Not Developing, Bovine Corpora Lutea. Biol Reprod 2015; 93(1):7.

63. Willis EL, Bridges PJ, Fortune JE. Progesterone receptor and prostaglandins mediate luteinizing hormone-induced changes in messenger RNAs for ADAMTS proteases in theca cells of bovine periovulatory follicles. Mol Reprod Dev 2017; 84(1):55-66.

64. Girard A, Dufort I, Douville G, Sirard MA. Global gene expression in granulosa cells of growing, plateau and atretic dominant follicles in cattle. Reprod Biol Endocrinol 2015; 13:17.

65. Puglisi R, Cambuli C, Capoferri R, Giannino L, Lukaj A, Duchi R, et al. Differential gene expression in cumulus oocyte complexes collected by ovum pick up from repeat breeder and normally fertile Holstein Friesian heifers. Anim Reprod Sci 2013; 141(1-2):26-33.

66. Forde N, Mihm M, Canty MJ, Zielak AE, Baker PJ, Park S, et al. Differential expression of signal transduction factors in ovarian follicle development: a functional role for betaglycan and FIBP in granulosa cells in cattle. Physiol Genomics 2008; 33(2):193-204.

67. Glister C, Satchell L, Knight PG. Changes in expression of bone morphogenetic proteins (BMPs), their receptors and inhibin co-receptor betaglycan during bovine antral follicle development: inhibin can antagonize the suppressive effect of BMPs on thecal androgen production. Reproduction 2010; 140(5):699-712.

68. Kiba A, Banno K, Yanokura M, Asada M, Nakayama Y, Aoki D, et al. Differential mRNA expression profiling in ovarian endometriotic tissue with versus without leuprolide acetate treatment. J Obstet Gynaecol Res 2015; 41(10):1598-1606.

69. Marei WF, Ghafari F, Fouladi-Nashta AA. Role of hyaluronic acid in maturation and further early embryo development of bovine oocytes. Theriogenology 2012; 78(3):670-677.

70. Koyama K, Hasegawa A, Komori S. Functional aspects of CD52 in reproduction. J Reprod Immunol 2009; 83(1-2):56-59.

71. Aziz M, Wissing ML, Naver KV, Faber J, Skouby SO. Polycystic ovary syndrome and low-grade inflammation with special reference to YKL-40. Gynecol Endocrinol 2014; 30(4):311-315.

72. Huddleston HG, Wong KK, Welch WR, Berkowitz RS, Mok SC. Clinical applications of microarray technology: creatine kinase B is an up-regulated gene in epithelial ovarian cancer and shows promise as a serum marker. Gynecol Oncol 2005; 96(1):77-83.

73. Salhab M, Tosca L, Cabau C, Papillier P, Perreau C, Dupont J, et al. Kinetics of gene expression and signaling in bovine cumulus cells throughout IVM in different mediums in relation to oocyte developmental competence, cumulus apoptosis and progesterone secretion. Theriogenology 2011; 75(1):90-104.

74. Melo EO, Cordeiro DM, Pellegrino R, Wei Z, Daye ZJ, Nishimura RC, et al. Identification of molecular markers for oocyte competence in bovine cumulus cells. Anim Genet 2017; 48(1):19-29.

75. Assou S, Haouzi D, Dechaud H, Gala A, Ferrieres A, Hamamah S. Comparative gene expression profiling in human cumulus cells according to ovarian gonadotropin treatments. Biomed Res Int 2013; 2013:354582.

76. Ashry M, Lee K, Mondal M, Datta TK, Folger JK, Rajput SK, et al. Expression of TGFbeta superfamily components and other markers of oocyte quality in oocytes selected by brilliant cresyl blue staining: relevance to early embryonic development. Mol Reprod Dev 2015; 82(3):251-264.

77. Klipper E, Levit A, Mastich Y, Berisha B, Schams D, Meidan R. Induction of endothelin-2 expression by luteinizing hormone and hypoxia: possible role in bovine corpus luteum formation. Endocrinology 2010; 151(4):1914-1922.

78. Shirasuna K, Shimizu T, Hayashi KG, Nagai K, Matsui M, Miyamoto A. Positive association, in local release, of luteal oxytocin with endothelin 1 and prostaglandin F2alpha during spontaneous luteolysis in the cow: a possible intermediatory role for luteolytic cascade within the corpus luteum. Biol Reprod 2007; 76(6):965-970.

79. Campagnolo L, Moscatelli I, Pellegrini M, Siracusa G, Stuhlmann H. Expression of EGFL7 in primordial germ cells and in adult ovaries and testes. Gene Expr Patterns 2008; 8(6):389-396.

80. Taylor V, Suter U. Epithelial membrane protein-2 and epithelial membrane protein-3: two novel members of the peripheral myelin protein 22 gene family. Gene 1996; 175(1-2):115-120.

81. Tal R, Seifer DB, Shohat-Tal A, Grazi RV, Malter HE. Transforming growth factor-beta1 and its receptor soluble endoglin are altered in polycystic ovary syndrome during controlled ovarian stimulation. Fertil Steril 2013; 100(2):538-543.

82. Henriksen R, Gobl A, Wilander E, Oberg K, Miyazono K, Funa K. Expression and prognostic significance of TGF-beta isotypes, latent TGF-beta 1 binding protein, TGF-beta type I and type II receptors, and endoglin in normal ovary and ovarian neoplasms. Lab Invest 1995; 73(2):213-220.

83. Ledgard AM, Smolenski GA, Henderson H, Lee RS. Influence of pathogenic bacteria species present in the postpartum bovine uterus on proteome profiles. Reprod Fertil Dev 2015; 27(2):395-406.

84. Xu Y, Zagoura D, Keck C, Pietrowski D. Expression of Eph receptor tyrosine kinases and their ligands in human Granulosa lutein cells and human umbilical vein endothelial cells. Exp Clin Endocrinol Diabetes 2006; 114(10):590-595.

85. Tandon M, Vemula SV, Mittal SK. Emerging strategies for EphA2 receptor targeting for cancer therapeutics. Expert Opin Ther Targets 2011; 15(1):31-51.

86. Hattori N, Fujiwara H, Maeda M, Fujii S, Ueda M. Epoxide hydrolase affects estrogen production in the human ovary. Endocrinology 2000; 141(9):3353-3365.

87. Singh U, Sun T, Larsson T, Elliott RW, Kostka G, Fundele RH. Expression and functional analysis of fibulin-1 (Fbln1) during normal and abnormal placental development of the mouse. Placenta 2006; 27(9-10):1014-1021.

88. Olijnyk D, Ibrahim AM, Ferrier RK, Tsuda T, Chu ML, Gusterson BA, et al. Fibulin-2 is involved in early extracellular matrix development of the outgrowing mouse mammary epithelium. Cell Mol Life Sci 2014; 71(19):3811-3828.

89. Hatzirodos N, Hummitzsch K, Irving-Rodgers HF, Rodgers RJ. Transcriptome comparisons identify new cell markers for theca interna and granulosa cells from small and large antral ovarian follicles. PLoS One 2015; 10(3):e0119800.

90. Dias FC, Khan MI, Sirard MA, Adams GP, Singh J. Differential gene expression of granulosa cells after ovarian superstimulation in beef cattle. Reproduction 2013; 146(2):181-191.

91. Grossman H, Chuderland D, Ninio-Many L, Hasky N, Kaplan-Kraicer R, Shalgi R. A novel regulatory pathway in granulosa cells, the LH/human chorionic gonadotropin-microRNA-125a-3p-Fyn pathway, is required for ovulation. FASEB J 2015; 29(8):3206-3216.

92. Schoen K, Plendl J, Gabler C, Kaessmeyer S. Identification of stably expressed reference genes for RT-qPCR data normalization in defined localizations of cyclic bovine ovaries. Anat Histol Embryol 2015; 44(3):200-211.

93. Spanaki C, Kotzamani D, Petraki Z, Drakos E, Plaitakis A. Expression of human GLUD1 and GLUD2 glutamate dehydrogenases in steroid producing tissues. Mol Cell Endocrinol 2015; 415:1-11.

94. Dravecka I, Lazurova I, Habalova V. The prevalence of Gly972Arg and C825T polymorphisms in Slovak women with polycystic ovary syndrome and their relation to the metabolic syndrome. Gynecol Endocrinol 2010; 26(5):356-360.

95. Lequarre AS, Grisart B, Moreau B, Schuurbiers N, Massip A, Dessy F. Glucose metabolism during bovine preimplantation development: analysis of gene expression in single oocytes and embryos. Mol Reprod Dev 1997; 48(2):216-226.

96. Forde N, McGettigan PA, Mehta JP, O'Hara L, Mamo S, Bazer FW, et al. Proteomic analysis of uterine fluid during the pre-implantation period of pregnancy in cattle. Reproduction 2014; 147(5):575-587.

97. Rabahi F, Brule S, Sirois J, Beckers JF, Silversides DW, Lussier JG. High expression of bovine alpha glutathione S-transferase (GSTA1, GSTA2) subunits is mainly associated with steroidogenically active cells and regulated by gonadotropins in bovine ovarian follicles. Endocrinology 1999; 140(8):3507-3517.

98. Lavery K, Way A, Killian G. Identification and immunohistochemical localization of a haptoglobin-like protein in the tissues and fluids of the bovine (Bos taurus) ovary and oviduct. Reproduction 2003; 125(6):837-846.

99. Lavery K, Gabler C, Day J, Killian G. Expression of haptoglobin mRNA in the liver and oviduct during the oestrous cycle of cows (Bos taurus). Anim Reprod Sci 2004; 84(1-2):13-26.

100. Bergamo P, Balestrieri M, Carratore V, Abrescia P. Purification of a 240 kDa protein from serum and follicular fluid of water buffalo and its identification as haptoglobin. J Exp Zool 1995; 271(6):452-461.

101. Mani AM, Fenwick MA, Cheng Z, Sharma MK, Singh D, Wathes DC. IGF1 induces up-regulation of steroidogenic and apoptotic regulatory genes via activation of phosphatidylinositol-dependent kinase/AKT in bovine granulosa cells. Reproduction 2010; 139(1):139-151.

102. Spicer LJ, Aad PY. Insulin-like growth factor (IGF) 2 stimulates steroidogenesis and mitosis of bovine granulosa cells through the IGF1 receptor: role of follicle-stimulating hormone and IGF2 receptor. Biol Reprod 2007; 77(1):18-27.

103. Hatzirodos N, Irving-Rodgers HF, Hummitzsch K, Rodgers RJ. Transcriptome profiling of the theca interna from bovine ovarian follicles during atresia. PLoS One 2014; 9(6):e99706.

104. Goossens K, Van Soom A, Van Zeveren A, Favoreel H, Peelman LJ. Quantification of fibronectin 1 (FN1) splice variants, including two novel ones, and analysis of integrins as candidate FN1 receptors in bovine preimplantation embryos. BMC Dev Biol 2009; 9:1.

105. Mitko K, Ulbrich SE, Wenigerkind H, Sinowatz F, Blum H, Wolf E, et al. Dynamic changes in messenger RNA profiles of bovine endometrium during the oestrous cycle. Reproduction 2008; 135(2):225-240.

106. Hatzirodos N, Irving-Rodgers HF, Hummitzsch K, Harland ML, Morris SE, Rodgers RJ. Transcriptome profiling of granulosa cells of bovine ovarian follicles during growth from small to large antral sizes. BMC Genomics 2014; 15:24.

107. Parrott JA, Skinner MK. Direct actions of kit-ligand on theca cell growth and differentiation during follicle development. Endocrinology 1997; 138(9):3819-3827.

108. Parrott JA, Skinner MK. Kit ligand actions on ovarian stromal cells: effects on theca cell recruitment and steroid production. Mol Reprod Dev 2000; 55(1):55-64.

109. Shan SJ, Scorilas A, Katsaros D, Rigault de la Longrais I, Massobrio M, Diamandis EP. Unfavorable prognostic value of human kallikrein 7 quantified by ELISA in ovarian cancer cytosols. Clin Chem 2006; 52(10):1879-1886.

110. Armstrong DL, McGowen MR, Weckle A, Pantham P, Caravas J, Agnew D, et al. The core transcriptome of mammalian placentas and the divergence of expression with placental shape. Placenta 2017; 57:71-78.

111. Baba NA, Panigrahi M, Verma AD, Sadam A, Sulabh S, Chhotaray S, et al. Endometrial transcript profile of progesterone-regulated genes during early pregnancy of Water Buffalo (Bubalus bubalis). Reprod Domest Anim 2019;54(1):100-107.

112. Okumu LA, Fair T, Szekeres-Bartho J, O'Doherty AM, Crowe MA, Roche JF, et al. Endometrial expression of progesterone-induced blocking factor and galectins-1, -3, -9, and -3 binding protein in the luteal phase and early pregnancy in cattle. Physiol Genomics 2011; 43(14):903-910.

113. Nitta A, Shirasuna K, Haneda S, Matsui M, Shimizu T, Matsuyama S, et al. Possible involvement of IFNT in lymphangiogenesis in the corpus luteum during the maternal recognition period in the cow. Reproduction 2011; 142(6):879-892.

114. Nitta A, Shirasuna K, Nibuno S, Bollwein H, Shimizu T, Miyamoto A. Downregulation of lymphatic vessel formation factors in PGF2alpha-induced luteolysis in the cow. J Reprod Dev 2013; 59(3):296-301.

115. Bove SE, Petroff MG, Nishibori M, Pate JL. Macrophage migration inhibitory factor in the bovine corpus luteum: characterization of steady-state messenger ribonucleic acid and immunohistochemical localization. Biol Reprod 2000; 62(4):879-885.

116. Hossain MM, Ghanem N, Hoelker M, Rings F, Phatsara C, Tholen E, et al. Identification and characterization of miRNAs expressed in the bovine ovary. BMC Genomics 2009; 10:443.

117. Huang D, Chen J, Yang C, Wang M. TPX2 silencing mediated by joint action of microvesicles and ultrasonic radiation inhibits the migration and invasion of SKOV3 cells. Mol Med Rep 2018; 17(6):7627-7635.

118. Kobayashi Y, Yamamoto Y, Kageyama S, Hirayama H, Kimura K, Okuda K. Regulation of bovine oviductal NO synthesis by follicular steroids and prostaglandins. Reproduction 2016; 151(6):577-587.

119. Kfir S, Basavaraja R, Wigoda N, Ben-Dor S, Orr I, Meidan R. Genomic profiling of bovine corpus luteum maturation. PLoS One 2018; 13(3):e0194456.

120. Atiomo W, Shafiee MN, Chapman C, Metzler VM, Abouzeid J, Latif A, et al. Expression of NAD(P)H quinone dehydrogenase 1 (NQO1) is increased in the endometrium of women with endometrial cancer and women with polycystic ovary syndrome. Clin Endocrinol (Oxf) 2017; 87(5):557-565.

121. Dorfman MD, Garcia-Rudaz C, Alderman Z, Kerr B, Lomniczi A, Dissen GA, et al. Loss of Ntrk2/Kiss1r signaling in oocytes causes premature ovarian failure. Endocrinology 2014; 155(8):3098-3111.

122. Lussier JG, Diouf MN, Levesque V, Sirois J, Ndiaye K. Gene expression profiling of upregulated mRNAs in granulosa cells of bovine ovulatory follicles following stimulation with hCG. Reprod Biol Endocrinol 2017; 15(1):88.

123. Leyens G, Verhaeghe B, Landtmeters M, Marchandise J, Knoops B, Donnay I. Peroxiredoxin 6 is upregulated in bovine oocytes and cumulus cells during in vitro maturation: role of intercellular communication. Biol Reprod 2004; 71(5):1646-1651.

124. Katska-Ksiazkiewicz L, Lechniak-Cieslak D, Korwin-Kossakowska A, Alm H, Rynska B, Warzych E, et al. Genetical and biotechnological methods of utilization of female reproductive potential in mammals. Reprod Biol 2006; 6 Suppl 1:21-36.

125. Kuge O, Yamakawa Y, Nishijima M. Enhancement of transport-dependent decarboxylation of phosphatidylserine by S100B protein in permeabilized Chinese hamster ovary cells. J Biol Chem 2001; 276(26):23700-23706.

126. Hayashi KG, Ushizawa K, Hosoe M, Takahashi T. Differential genome-wide gene expression profiling of bovine largest and second-largest follicles: identification of genes associated with growth of dominant follicles. Reprod Biol Endocrinol 2010; 8:11.

127. Ndiaye K, Fayad T, Silversides DW, Sirois J, Lussier JG. Identification of downregulated messenger RNAs in bovine granulosa cells of dominant follicles following stimulation with human chorionic gonadotropin. Biol Reprod 2005; 73(2):324-333.

128. Velazquez MA, Hadeler KG, Herrmann D, Kues WA, Ulbrich SE, Meyer HH, et al. In vivo oocyte developmental competence is reduced in lean but not in obese superovulated dairy cows after intraovarian administration of IGF1. Reproduction 2011; 142(1):41-52.

129. Joseph C, Hunter MG, Sinclair KD, Robinson RS. The expression, regulation and function of secreted protein, acidic, cysteine-rich in the follicle-luteal transition. Reproduction 2012; 144(3):361-372.

130. Dunn RT, 2nd, Klaassen CD. Tissue-specific expression of rat sulfotransferase messenger RNAs. Drug Metab Dispos 1998; 26(6):598-604.

131. Guimaraes AL, Pereira SA, Kussano NR, Dode MA. The effect of pre-maturation culture using phosphodiesterase type 3 inhibitor and insulin, transferrin and selenium on nuclear and cytoplasmic maturation of bovine oocytes. Zygote 2016; 24(2):219-229.

132. Hu Y, Yu H, Shaw G, Renfree MB, Pask AJ. Differential roles of TGIF family genes in mammalian reproduction. BMC Dev Biol 2011; 11:58.

133. Cheng Y, Kawamura K, Deguchi M, Takae S, Mulders SM, Hsueh AJ. Intraovarian thrombin and activated protein C signaling system regulates steroidogenesis during the periovulatory period. Mol Endocrinol 2012; 26(2):331-340.

134. Itami S, Tamotsu S, Sakai A, Yasuda K. The roles of THY1 and integrin beta3 in cell adhesion during theca cell layer formation and the effect of follicle-stimulating hormone on THY1 and integrin beta3 localization in mouse ovarian follicles. Biol Reprod 2011; 84(5):986-995.

135. Satoh T, Kobayashi K, Yamashita S, Kikuchi M, Sendai Y, Hoshi H. Tissue inhibitor of metalloproteinases (TIMP-1) produced by granulosa and oviduct cells enhances in vitro development of bovine embryo. Biol Reprod 1994; 50(4):835-844.

136. Goldberg MJ, Moses MA, Tsang PC. Identification of matrix metalloproteinases and metalloproteinase inhibitors in bovine corpora lutea and their variation during the estrous cycle. J Anim Sci 1996; 74(4):849-857.

137. Luttgenau J, Herzog K, Struve K, Latter S, Boos A, Bruckmaier RM, et al. LPS-mediated effects and spatio-temporal expression of TLR2 and TLR4 in the bovine corpus luteum. Reproduction 2016; 151(4):391-399.

138. Price JC, Bromfield JJ, Sheldon IM. Pathogen-associated molecular patterns initiate inflammation and perturb the endocrine function of bovine granulosa cells from ovarian dominant follicles via TLR2 and TLR4 pathways. Endocrinology 2013; 154(9):3377-3386.

139. Cagnone GL, Sirard MA. Transcriptomic signature to oxidative stress exposure at the time of embryonic genome activation in bovine blastocysts. Mol Reprod Dev 2013; 80(4):297-314.

# Supplementary material for: Impact of the severity of negative energy balance on gene expression in the subcutaneous adipose tissue of periparturient primiparous Holstein dairy cows: Identification of potential novel metabolic signals for the reproductive system
**Source:** PLoS One. 2019 Sep 26;14(9):e0222954. doi: 10.1371/journal.pone.0222954
**Supplement:** S11 Table

**S11 Table:** List of differential expressed genes between 1 and 16 weeks peripartum in adipose tissue of cows with MNEB (moderate negative energy balance) highlighted as biomarkers with IPA and their links with reproductive parameters.

| Symbol | Description | Fold change | P-value | Location | Types | Biomarker Applications | References linking  to reproduction | Specie |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| *ANXA5* | annexin A5 | -0.78 | 5.10E-05 | Plasma Membrane | transporter | diagnosis,efficacy | [110] | Bovine |
| *GAPDH* | glyceraldehyde-3-phosphate dehydrogenase | -1.68 | 3.92E-07 | Cytoplasm | enzyme | diagnosis,unspecified application | [92] | Houskeeping gene |
| *H3F3B* | H3 histone family member 3A | -1.02 | 5.80E-05 | Nucleus | other | diagnosis | [92] | Houskeeping gene |
| *HSP90AA1* | heat shock protein 90 alpha family class A member 1 | -1.03 | 1.85E-06 | Cytoplasm | enzyme | safety,unspecified application | [140] | Bovine |
| *LGALS1* | galectin 1 | -1.01 | 3.18E-05 | Extracellular Space | other | diagnosis,prognosis | [110, 111] | Bovine |
| *NOTCH4* | notch 4 | 0.89 | 5.07E-05 | Plasma Membrane | transcription regulator | diagnosis | [119] | Bovine |
| *SCD* | stearoyl-CoA desaturase | -2.47 | 5.91E-12 | Cytoplasm | enzyme | diagnosis | [126, 127] | Bovine |
| *SERPINE1* | serpin family E member 1 | -1.70 | 3.79E-06 | Extracellular Space | other | diagnosis,disease progression,efficacy,prognosis,safety | [141] | Bovine |
| *THY1* | Thy-1 cell surface antigen | -1.33 | 2.14E-07 | Plasma Membrane | other | diagnosis,disease progression | [134] | Other |
| *TXN* | thioredoxin | -1.31 | 2.10E-07 | Cytoplasm | enzyme | efficacy,unspecified application | [142] | Bovine |

References :

92. Schoen K, Plendl J, Gabler C, Kaessmeyer S. Identification of stably expressed reference genes for RT-qPCR data normalization in defined localizations of cyclic bovine ovaries. Anat Histol Embryol 2015; 44(3):200-211.

110. Armstrong DL, McGowen MR, Weckle A, Pantham P, Caravas J, Agnew D, et al. The core transcriptome of mammalian placentas and the divergence of expression with placental shape. Placenta 2017; 57:71-78.

111. Baba NA, Panigrahi M, Verma AD, Sadam A, Sulabh S, Chhotaray S, et al. Endometrial transcript profile of progesterone-regulated genes during early pregnancy of Water Buffalo (Bubalus bubalis). Reprod Domest Anim 2019;5

119. Kfir S, Basavaraja R, Wigoda N, Ben-Dor S, Orr I, Meidan R. Genomic profiling of bovine corpus luteum maturation. PLoS One 2018; 13(3)

126. Hayashi KG, Ushizawa K, Hosoe M, Takahashi T. Differential genome-wide gene expression profiling of bovine largest and second-largest follicles: identification of genes associated with growth of dominant follicles. Reprod Biol Endocrinol 2010; 8:11.

127. Ndiaye K, Fayad T, Silversides DW, Sirois J, Lussier JG. Identification of downregulated messenger RNAs in bovine granulosa cells of dominant follicles following stimulation with human chorionic gonadotropin. Biol Reprod 2005; 73(2):324-333.

134. Itami S, Tamotsu S, Sakai A, Yasuda K. The roles of THY1 and integrin beta3 in cell adhesion during theca cell layer formation and the effect of follicle-stimulating hormone on THY1 and integrin beta3 localization in mouse ovarian follicles. Biol Reprod 2011; 84(5):986-995.

140. Sakatani M, Bonilla L, Dobbs KB, Block J, Ozawa M, Shanker S, et al. Changes in the transcriptome of morula-stage bovine embryos caused by heat shock: relationship to developmental acquisition of thermotolerance. Reprod Biol Endocrinol 2013; 11:3.

141. Hayashi KG, Ushizawa K, Hosoe M, Takahashi T. Differential gene expression of serine protease inhibitors in bovine ovarian follicle: possible involvement in follicular growth and atresia. Reprod Biol Endocrinol 2011; 9:72.

142. Deb GK, Jin JI, Kwon TH, Choi BH, Bang JI, Dey SR, et al. Improved blastocyst development of single cow OPU-derived presumptive zygotes by group culture with agarose-embedded helper embryos. Reprod Biol Endocrinol 2011; 9:121.

# Supplementary material for: Impact of the severity of negative energy balance on gene expression in the subcutaneous adipose tissue of periparturient primiparous Holstein dairy cows: Identification of potential novel metabolic signals for the reproductive system
**Source:** PLoS One. 2019 Sep 26;14(9):e0222954. doi: 10.1371/journal.pone.0222954
**Supplement:** S12 Table

**S12 Table:** List of differential expressed genes between -4 and 1 week peripartum in adipose tissue of cows with SNEB (severe negative energy balance) highlighted as biomarkers with IPA and their links with reproductive parameters.

| Symbol | Description | Fold change | p-value | Location | Types | Biomarker Applications | References linking  to reproduction | Specie |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| *ADRB2* | adrenoceptor beta 2 | -1.28 | 3.27E-06 | Plasma Membrane | G-protein coupled receptor | diagnosis,efficacy,unspecified application | [143] | Bovine |
| *ANPEP* | alanyl aminopeptidase, membrane | -1.18 | 2.15E-06 | Plasma Membrane | peptidase | safety,unspecified application | [142] | Bovine |
| *APOA1* | apolipoprotein A1 | -1.31 | 4.51E-07 | Extracellular Space | transporter | diagnosis,efficacy,unspecified application | [145, 146] | Bovine |
| *BCL6* | B cell CLL/lymphoma 6 | 1.06 | 1.87E-05 | Nucleus | transcription regulator | diagnosis,efficacy,prognosis,unspecified application | nd |  |
| *CACNA1G* | calcium voltage-gated channel subunit alpha1 G | 1.70 | 4.16E-06 | Plasma Membrane | ion channel | diagnosis | nd |  |
| *CDKN1A* | cyclin dependent kinase inhibitor 1A | -1.56 | 1.04E-05 | Nucleus | kinase | diagnosis,efficacy,prognosis,response to therapy | [147] | Bovine |
| *CSF1* | colony stimulating factor 1 | -1.00 | 4.35E-08 | Extracellular Space | cytokine | diagnosis,disease progression,efficacy,prognosis,unspecified application | [148] | Bovine |
| *EIF4EBP1* | eukaryotic translation initiation factor 4E binding protein 1 | -1.09 | 1.69E-04 | Cytoplasm | translation regulator | efficacy | [149] | Other |
| *FABP4* | fatty acid binding protein 4 | -1.06 | 3.33E-08 | Cytoplasm | transporter | disease progression | [150] | Other |
| *GPX3* | glutathione peroxidase 3 | -1.48 | 1.12E-06 | Extracellular Space | enzyme | unspecified application | [89] | Bovine |
| *IGFBP3* | insulin like growth factor binding protein 3 | -1.22 | 1.44E-05 | Extracellular Space | other | diagnosis,disease progression,efficacy,prognosis,safety | [151-153] | Bovine |
| *IL6R* | interleukin 6 receptor | -1.03 | 2.87E-05 | Plasma Membrane | transmembrane receptor | efficacy | [154] | Bovine |
| *INHBB* | inhibin subunit beta B | -1.54 | 1.17E-05 | Extracellular Space | growth factor | efficacy | [155] | Bovine |
| *LDLR* | low density lipoprotein receptor | 1.30 | 1.99E-06 | Plasma Membrane | transporter | disease progression,unspecified application | [119] | Bovine |
| *PDPN* | podoplanin | -1.40 | 1.32E-08 | Plasma Membrane | other | diagnosis,disease progression,prognosis,unspecified application | nd |  |
| *PFKFB1* | 6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 1 | 1.73 | 1.16E-06 | Cytoplasm | kinase | unspecified application | nd |  |
| *PHYH* | phytanoyl-CoA 2-hydroxylase | -1.69 | 1.45E-20 | Cytoplasm | enzyme | unspecified application | nd |  |
| *RARRES1* | retinoic acid receptor responder 1 | -1.08 | 3.31E-05 | Plasma Membrane | other | diagnosis | [89] | Bovine |
| *SLIT2* | slit guidance ligand 2 | 1.30 | 1.13E-06 | Extracellular Space | other | diagnosis | [156] | Bovine |
| *SOD2* | superoxide dismutase 2 | -0.85 | 6.60E-05 | Cytoplasm | enzyme | diagnosis,unspecified application | [157] | Bovine |
| *SREBF1* | sterol regulatory element binding transcription factor 1 | 1.24 | 2.38E-09 | Nucleus | transcription regulator | diagnosis | [158] | Other |
| *THBS1* | thrombospondin 1 | -1.92 | 4.62E-12 | Extracellular Space | other | diagnosis,efficacy | [159, 160] | Bovine |

References:

89. Hatzirodos N, Hummitzsch K, Irving-Rodgers HF, Rodgers RJ. Transcriptome comparisons identify new cell markers for theca interna and granulosa cells from small and large antral ovarian follicles. PLoS One 2015; 10(3):e0119800.

119. Kfir S, Basavaraja R, Wigoda N, Ben-Dor S, Orr I, Meidan R. Genomic profiling of bovine corpus luteum maturation. PLoS One 2018; 13(3):e0194456.

142. Deb GK, Jin JI, Kwon TH, Choi BH, Bang JI, Dey SR, et al. Improved blastocyst development of single cow OPU-derived presumptive zygotes by group culture with agarose-embedded helper embryos. Reprod Biol Endocrinol 2011; 9:121.

143. Luck MR, Munker M. Beta adrenoceptors mediate the catecholamine-induced stimulation of oxytocin secretion from cultured bovine granulosa cells. Reprod Fertil Dev 1991; 3(6):715-723.

145. Regassa A, Rings F, Hoelker M, Cinar U, Tholen E, Looft C, et al. Transcriptome dynamics and molecular cross-talk between bovine oocyte and its companion cumulus cells. BMC Genomics 2011; 12:57.

146. Huang S, Qiao J, Li R, Wang L, Li M. Can serum apolipoprotein C-I demonstrate metabolic abnormality early in women with polycystic ovary syndrome? Fertil Steril 2010; 94(1):205-210.

147. Shimizu T, Hirai Y, Miyamoto A. Expression of cyclins and cyclin-dependent kinase inhibitors in granulosa cells from bovine ovary. Reprod Domest Anim 2013; 48(5):e65-69.

148. Ibrahim S, Salilew-Wondim D, Rings F, Hoelker M, Neuhoff C, Tholen E, et al. Expression pattern of inflammatory response genes and their regulatory micrornas in bovine oviductal cells in response to lipopolysaccharide: implication for early embryonic development. PLoS One 2015; 10(3):e0119388.

149. Palaniappan M, Menon B, Menon KM. Stimulatory effect of insulin on theca-interstitial cell proliferation and cell cycle regulatory proteins through MTORC1 dependent pathway. Mol Cell Endocrinol 2013;366(1):81-89.

150. Abali R, Temel Yuksel I, Yuksel MA, Bulut B, Imamoglu M, Emirdar V, et al. Implications of circulating irisin and Fabp4 levels in patients with polycystic ovary syndrome. J Obstet Gynaecol 2016; 36(7):897-901.

151. Armstrong DG, Baxter G, Hogg CO, Woad KJ. Insulin-like growth factor (IGF) system in the oocyte and somatic cells of bovine preantral follicles. Reproduction 2002; 123(6):789-797.

152. Sirotkin AV, Makarevich AV, Corkins MR, Kotwica J, Kwon HB, Bulla J, et al. Secretory activity of bovine ovarian granulosa cells transfected with sense and antisense insulin-like growth factor (IGF) binding protein-3 and the response to IGF-I, GH, LH, oxytocin and oestradiol. J Mol Endocrinol 2001; 27(3):329-338.

153. Brown TA, Braden TD. Expression of insulin-like growth factor binding protein (IGFBP)-3, and the effects of IGFBP-2 and -3 in the bovine corpus luteum. Domest Anim Endocrinol 2001; 20(3):203-216.

154. Samir M, Glister C, Mattar D, Laird M, Knight PG. Follicular expression of pro-inflammatory cytokines tumour necrosis factor-alpha (TNFalpha), interleukin 6 (IL6) and their receptors in cattle: TNFalpha, IL6 and macrophages suppress thecal androgen production in vitro. Reproduction 2017; 154(1):35-49.

155. Wang S, Liu W, Pang X, Dai S, Liu G. The Mechanism of Melatonin and Its Receptor MT2 Involved in the Development of Bovine Granulosa Cells. Int J Mol Sci 2018; 19(7).

156. Negron-Perez VM, Zhang Y, Hansen PJ. Single-cell gene expression of the bovine blastocyst. Reproduction 2017; 154(5):627-644.

157. Combelles CM, Holick EA, Paolella LJ, Walker DC, Wu Q. Profiling of superoxide dismutase isoenzymes in compartments of the developing bovine antral follicles. Reproduction 2010; 139(5):871-881.

158. Christenson LK, Osborne TF, McAllister JM, Strauss JF, 3rd. Conditional response of the human steroidogenic acute regulatory protein gene promoter to sterol regulatory element binding protein-1a. Endocrinology 2001; 142(1):28-36.

159. Berisha B, Schams D, Rodler D, Sinowatz F, Pfaffl MW. Expression and localization of members of the thrombospondin family during final follicle maturation and corpus luteum formation and function in the bovine ovary. J Reprod Dev 2016; 62(5):501-510.

160. Farberov S, Meidan R. Thrombospondin-1 Affects Bovine Luteal Function via Transforming Growth Factor-Beta1-Dependent and Independent Actions. Biol Reprod 2016; 94(1):25.

# Supplementary material for: Impact of the severity of negative energy balance on gene expression in the subcutaneous adipose tissue of periparturient primiparous Holstein dairy cows: Identification of potential novel metabolic signals for the reproductive system
**Source:** PLoS One. 2019 Sep 26;14(9):e0222954. doi: 10.1371/journal.pone.0222954
**Supplement:** S13 Table

**S13 Table:** List of differential expressed genes between 1 and 16 weeks peripartum in adipose tissue of cows with SNEB (severe negative energy balance) highlighted as biomarkers with IPA and their links with reproductive parameters.

| ID | Entrez Gene Name | Fold change | P-value | Location | Types | Biomarker Applications | References linking  to reproduction | Specie |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| *FABP4* | fatty acid binding protein 4 | 0.90 | 3.09E-08 | Cytoplasm | transporter | disease progression | [149] | Other |
| *PHYH* | phytanoyl-CoA 2-hydroxylase | 1.21 | 4.31E-11 | Cytoplasm | enzyme | unspecified application | nd |  |

Reference :

149. Palaniappan M, Menon B, Menon KM. Stimulatory effect of insulin on theca-interstitial cell proliferation and cell cycle regulatory proteins through MTORC1 dependent pathway. Mol Cell Endocrinol 2013;366(1):81-89.

# Supplementary material for: Impact of the severity of negative energy balance on gene expression in the subcutaneous adipose tissue of periparturient primiparous Holstein dairy cows: Identification of potential novel metabolic signals for the reproductive system
**Source:** PLoS One. 2019 Sep 26;14(9):e0222954. doi: 10.1371/journal.pone.0222954
**Supplement:** S14 Table

**S14 Table:** List of differential expressed genes in adipose tissue between cows with SNEB (severe negative energy balance) and cows with MNEB (moderate negative energy balance) at 1 week peripartum, highlighted as biomarkers with IPA and their links with reproductive parameters.

| Symbol | Description | Fold change | P-value | Location | Types | Biomarker Applications | References linking  to reproduction | Specie |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| *ACAT1* | acetyl-CoA acetyltransferase 1 | 1.09 | 2.16E-06 | Cytoplasm | enzyme | unspecified application | [62] | Bovine |
| *ANXA1* | annexin A1 | 1.16 | 5.61E-05 | Plasma Membrane | enzyme | diagnosis,prognosis,unspecified application | [65] | Bovine |
| *ANXA2* | annexin A2 | 1.04 | 7.95E-04 | Plasma Membrane | other | diagnosis,unspecified application | [65] | Bovine |
| *APOD* | apolipoprotein D | 2.07 | 8.64E-06 | Extracellular Space | transporter | safety | [89, 119] | Bovine |
| *BMPR1B* | bone morphogenetic protein receptor type 1B | -1.73 | 1.20E-03 | Plasma Membrane | kinase | unspecified application | [67, 161] | Bovine |
| *CANX* | calnexin | 1.19 | 1.44E-06 | Cytoplasm | other | efficacy | nd |  |
| *CFTR* | cystic fibrosis transmembrane conductance regulator | -2.32 | 2.95E-04 | Plasma Membrane | ion channel | diagnosis,disease progression | nd |  |
| *CPS1* | carbamoyl-phosphate synthase 1 | -2.49 | 1.27E-04 | Cytoplasm | enzyme | unspecified application | [162] | Other |
| *CYP1B1* | cytochrome P450 family 1 subfamily B member 1 | 1.97 | 1.98E-09 | Cytoplasm | enzyme | diagnosis,efficacy,prognosis,unspecified application | [163] | Other |
| *DUSP1* | dual specificity phosphatase 1 | 0.88 | 4.55E-04 | Nucleus | phosphatase | diagnosis,efficacy | [162, 165] | Bovine |
| *EIF1AX* | eukaryotic translation initiation factor 1A X-linked | 0.89 | 8.16E-05 | Cytoplasm | translation regulator | diagnosis | nd |  |
| *ENO2* | enolase 2 | -1.98 | 4.06E-04 | Cytoplasm | enzyme | diagnosis,efficacy,prognosis,unspecified application | [166] | Other |
| *FITM2* | fat storage inducing transmembrane protein 2 | 1.21 | 1.97E-04 | Cytoplasm | other | unspecified application | nd |  |
| *FOS* | Fos proto-oncogene, AP-1 transcription factor subunit | 1.00 | 1.13E-03 | Nucleus | transcription regulator | diagnosis,efficacy | [90] | Bovine |
| *GC* | GC, vitamin D binding protein | -2.19 | 7.34E-04 | Extracellular Space | transporter | unspecified application | nd |  |
| *GHITM* | growth hormone inducible transmembrane protein | 1.08 | 2.79E-05 | Cytoplasm | other | unspecified application | nd |  |
| *GPX3* | glutathione peroxidase 3 | 1.71 | 2.05E-07 | Extracellular Space | enzyme | unspecified application | [89] | Bovine |
| *HP* | haptoglobin | 2.08 | 1.15E-03 | Extracellular Space | peptidase | diagnosis,efficacy,unspecified application | [98, 99] | Bovine |
| *HSP90AA1* | heat shock protein 90 alpha family class A member 1 | 0.68 | 2.26E-04 | Cytoplasm | enzyme | safety,unspecified application | [140, 167] | Bovine |
| *IGF2BP3* | insulin like growth factor 2 mRNA binding protein 3 | -2.33 | 2.49E-04 | Cytoplasm | translation regulator | diagnosis | [154-153] | Bovine |
| *KRT5* | keratin 5 | -2.16 | 8.91E-04 | Cytoplasm | other | diagnosis,efficacy,unspecified application | [168] | Bovine |
| *LBP* | lipopolysaccharide binding protein | 1.99 | 3.39E-08 | Plasma Membrane | transporter | diagnosis,efficacy | [169] | Bovine |
| *LDHB* | lactate dehydrogenase B | 0.89 | 5.05E-04 | Cytoplasm | enzyme | unspecified application | [170] | Other |
| *PRODH* | proline dehydrogenase 1 | -1.17 | 1.06E-04 | Cytoplasm | enzyme | diagnosis | nd |  |
| *MAP1LC3A* | microtubule associated protein 1 light chain 3 alpha | -0.71 | 6.62E-04 | Cytoplasm | other | efficacy | nd |  |
| *MIF* | macrophage migration inhibitory factor | 1.31 | 1.47E-04 | Extracellular Space | cytokine | diagnosis,prognosis,response to therapy | [115] | Bovine |
| *NOS2* | nitric oxide synthase 2 | -1.37 | 7.01E-04 | Cytoplasm | enzyme | diagnosis | [171] | Bovine |
| *PDHA1* | pyruvate dehydrogenase E1 alpha 1 subunit | 1.01 | 4.26E-06 | Cytoplasm | enzyme | unspecified application | [172] | Other |
| *PRDX6* | peroxiredoxin 6 | 0.87 | 4.48E-04 | Cytoplasm | enzyme | unspecified application | [123] | Bovine |
| *RBP4* | retinol binding protein 4 | 1.72 | 9.92E-06 | Extracellular Space | other | unspecified application | [124] | Bovine |
| *SOD2* | superoxide dismutase 2 | 1.37 | 3.97E-06 | Cytoplasm | enzyme | diagnosis,unspecified application | [157] | Bovine |
| *STAB2* | stabilin 2 | -2.59 | 6.44E-05 | Plasma Membrane | transmembrane receptor | diagnosis | nd |  |
| *TG* | thyroglobulin | -2.16 | 1.19E-04 | Extracellular Space | other | diagnosis,unspecified application | [173] | Bovine |
| *VIM* | vimentin | 0.86 | 1.57E-04 | Cytoplasm | other | diagnosis,efficacy,prognosis,unspecified application | [174] | Bovine |

References :

62. Bowdridge EC, Goravanahally MP, Inskeep EK, Flores JA. Activation of Adenosine Monophosphate-Activated Protein Kinase Is an Additional Mechanism That Participates in Mediating Inhibitory Actions of Prostaglandin F2Alpha in Mature, but Not Developing, Bovine Corpora Lutea. Biol Reprod 2015; 93(1):7.

65. Puglisi R, Cambuli C, Capoferri R, Giannino L, Lukaj A, Duchi R, et al. Differential gene expression in cumulus oocyte complexes collected by ovum pick up from repeat breeder and normally fertile Holstein Friesian heifers. Anim Reprod Sci 2013; 141(1-2):26-33.

67. Glister C, Satchell L, Knight PG. Changes in expression of bone morphogenetic proteins (BMPs), their receptors and inhibin co-receptor betaglycan during bovine antral follicle development: inhibin can antagonize the suppressive effect of BMPs on thecal androgen production. Reproduction 2010; 140(5):699-712.

89. Hatzirodos N, Hummitzsch K, Irving-Rodgers HF, Rodgers RJ. Transcriptome comparisons identify new cell markers for theca interna and granulosa cells from small and large antral ovarian follicles. PLoS One 2015; 10(3):e0119800.

90. Dias FC, Khan MI, Sirard MA, Adams GP, Singh J. Differential gene expression of granulosa cells after ovarian superstimulation in beef cattle. Reproduction 2013; 146(2):181-191.

98. Lavery K, Way A, Killian G. Identification and immunohistochemical localization of a haptoglobin-like protein in the tissues and fluids of the bovine (Bos taurus) ovary and oviduct. Reproduction 2003; 125(6):837-846.

99. Lavery K, Gabler C, Day J, Killian G. Expression of haptoglobin mRNA in the liver and oviduct during the oestrous cycle of cows (Bos taurus). Anim Reprod Sci 2004; 84(1-2):13-26.

115. Bove SE, Petroff MG, Nishibori M, Pate JL. Macrophage migration inhibitory factor in the bovine corpus luteum: characterization of steady-state messenger ribonucleic acid and immunohistochemical localization. Biol Reprod 2000; 62(4):879-885.

119. Kfir S, Basavaraja R, Wigoda N, Ben-Dor S, Orr I, Meidan R. Genomic profiling of bovine corpus luteum maturation. PLoS One 2018; 13(3):e0194456.

123. Leyens G, Verhaeghe B, Landtmeters M, Marchandise J, Knoops B, Donnay I. Peroxiredoxin 6 is upregulated in bovine oocytes and cumulus cells during in vitro maturation: role of intercellular communication. Biol Reprod 2004; 71(5):1646-1651.

124. Katska-Ksiazkiewicz L, Lechniak-Cieslak D, Korwin-Kossakowska A, Alm H, Rynska B, Warzych E, et al. Genetical and biotechnological methods of utilization of female reproductive potential in mammals. Reprod Biol 2006; 6 Suppl 1:21-36.

140. Sakatani M, Bonilla L, Dobbs KB, Block J, Ozawa M, Shanker S, et al. Changes in the transcriptome of morula-stage bovine embryos caused by heat shock: relationship to developmental acquisition of thermotolerance. Reprod Biol Endocrinol 2013; 11:3.

153. Brown TA, Braden TD. Expression of insulin-like growth factor binding protein (IGFBP)-3, and the effects of IGFBP-2 and -3 in the bovine corpus luteum. Domest Anim Endocrinol 2001; 20(3):203-216.

154. Samir M, Glister C, Mattar D, Laird M, Knight PG. Follicular expression of pro-inflammatory cytokines tumour necrosis factor-alpha (TNFalpha), interleukin 6 (IL6) and their receptors in cattle: TNFalpha, IL6 and macrophages suppress thecal androgen production in vitro. Reproduction 2017; 154(1):35-49.

157. Combelles CM, Holick EA, Paolella LJ, Walker DC, Wu Q. Profiling of superoxide dismutase isoenzymes in compartments of the developing bovine antral follicles. Reproduction 2010; 139(5):871-881.

161. Diaz PU, Hein GJ, Belotti EM, Rodriguez FM, Rey F, Amweg AN, et al. BMP2, 4 and 6 and BMPR1B are altered from early stages of bovine cystic ovarian disease development. Reproduction 2016; 152(4):333-350.

162. Pacella-Ince L, Zander-Fox DL, Lane M. Mitochondrial SIRT5 is present in follicular cells and is altered by reduced ovarian reserve and advanced maternal age. Reprod Fertil Dev 2014; 26(8):1072-1083.

163. Gregoraszczuk E, Ptak A. Involvement of caspase-9 but not caspase-8 in the anti-apoptotic effects of estradiol and 4-OH-Estradiol in MCF-7 human breast cancer cells. Endocr Regul 2011; 45(1):3-8.

165. Khan DR, Guillemette C, Sirard MA, Richard FJ. Characterization of FSH signalling networks in bovine cumulus cells: a perspective on oocyte competence acquisition. Mol Hum Reprod 2015; 21(9):688-701.

166. Yoshioka N, Takahashi N, Tarumi W, Itoh MT, Ishizuka B. Gonadotropins up-regulate the expression of enolase 2, but not enolase 1, in the rat ovary. Endocr J 2011; 58(11):941-948.

167. Peng Q, Yang H, Xue S, Shi L, Yu Q, Kuang Y. Secretome profile of mouse oocytes after activation using mass spectrum. J Assist Reprod Genet 2012; 29(8):765-771.

168. Crish J, Conti MA, Sakai T, Adelstein RS, Egelhoff TT. Keratin 5-Cre-driven excision of nonmuscle myosin IIA in early embryo trophectoderm leads to placenta defects and embryonic lethality. Dev Biol 2013; 382(1):136-148.

169. Sina M, Dirandeh E, Deldar H, Shohreh B. Inflammatory status and its relationships with different patterns of postpartum luteal activity and reproductive performance in early lactating Holstein cows. Theriogenology 2018; 108:262-268.

# Supplementary material for: Impact of the severity of negative energy balance on gene expression in the subcutaneous adipose tissue of periparturient primiparous Holstein dairy cows: Identification of potential novel metabolic signals for the reproductive system
**Source:** PLoS One. 2019 Sep 26;14(9):e0222954. doi: 10.1371/journal.pone.0222954
**Supplement:** S15 Table

**S15 Table:** List of differential expressed genes in adipose tissue between cows with SNEB (severe negative energy balance) and cows with MNEB (moderate negative energy balance) at 16 weeks peripartum, highlighted as biomarkers with IPA and their links with reproductive parameters.

References:

67. Glister C, Satchell L, Knight PG. Changes in expression of bone morphogenetic proteins (BMPs), their receptors and inhibin co-receptor betaglycan during bovine antral follicle development: inhibin can antagonize the suppressive effect of BMPs on thecal androgen production. Reproduction 2010; 140(5):699-712.

71. Aziz M, Wissing ML, Naver KV, Faber J, Skouby SO. Polycystic ovary syndrome and low-grade inflammation with special reference to YKL-40. Gynecol Endocrinol 2014; 30(4):311-315.

81. Tal R, Seifer DB, Shohat-Tal A, Grazi RV, Malter HE. Transforming growth factor-beta1 and its receptor soluble endoglin are altered in polycystic ovary syndrome during controlled ovarian stimulation. Fertil Steril 2013; 100(2):538-543.

82. Henriksen R, Gobl A, Wilander E, Oberg K, Miyazono K, Funa K. Expression and prognostic significance of TGF-beta isotypes, latent TGF-beta 1 binding protein, TGF-beta type I and type II receptors, and endoglin in normal ovary and ovarian neoplasms. Lab Invest 1995; 73(2):213-220.

84. Xu Y, Zagoura D, Keck C, Pietrowski D. Expression of Eph receptor tyrosine kinases and their ligands in human Granulosa lutein cells and human umbilical vein endothelial cells. Exp Clin Endocrinol Diabetes 2006; 114(10):590-595.

85. Tandon M, Vemula SV, Mittal SK. Emerging strategies for EphA2 receptor targeting for cancer therapeutics. Expert Opin Ther Targets 2011; 15(1):31-51.

101. Mani AM, Fenwick MA, Cheng Z, Sharma MK, Singh D, Wathes DC. IGF1 induces up-regulation of steroidogenic and apoptotic regulatory genes via activation of phosphatidylinositol-dependent kinase/AKT in bovine granulosa cells. Reproduction 2010; 139(1):139-151.

104. Goossens K, Van Soom A, Van Zeveren A, Favoreel H, Peelman LJ. Quantification of fibronectin 1 (FN1) splice variants, including two novel ones, and analysis of integrins as candidate FN1 receptors in bovine preimplantation embryos. BMC Dev Biol 2009; 9:1.

118. Kobayashi Y, Yamamoto Y, Kageyama S, Hirayama H, Kimura K, Okuda K. Regulation of bovine oviductal NO synthesis by follicular steroids and prostaglandins. Reproduction 2016; 151(6):577-587.

119. Kfir S, Basavaraja R, Wigoda N, Ben-Dor S, Orr I, Meidan R. Genomic profiling of bovine corpus luteum maturation. PLoS One 2018; 13(3):e0194456.

122. Lussier JG, Diouf MN, Levesque V, Sirois J, Ndiaye K. Gene expression profiling of upregulated mRNAs in granulosa cells of bovine ovulatory follicles following stimulation with hCG. Reprod Biol Endocrinol 2017; 15(1):88.

137. Luttgenau J, Herzog K, Struve K, Latter S, Boos A, Bruckmaier RM, et al. LPS-mediated effects and spatio-temporal expression of TLR2 and TLR4 in the bovine corpus luteum. Reproduction 2016; 151(4):391-399.

144. Forde N, Spencer TE, Bazer FW, Song G, Roche JF, Lonergan P. Effect of pregnancy and progesterone concentration on expression of genes encoding for transporters or secreted proteins in the bovine endometrium. Physiol Genomics 2010; 41(1):53-62.

147. Shimizu T, Hirai Y, Miyamoto A. Expression of cyclins and cyclin-dependent kinase inhibitors in granulosa cells from bovine ovary. Reprod Domest Anim 2013; 48(5):e65-69.

171. Sousa LM, Mendes GP, Campos DB, Baruselli PS, Papa PC. Equine Chorionic Gonadotropin Modulates the Expression of Genes Related to the Structure and Function of the Bovine Corpus Luteum. PLoS One 2016; 11(10):e0164089.

172. Johnson MT, Freeman EA, Gardner DK, Hunt PA. Oxidative metabolism of pyruvate is required for meiotic maturation of murine oocytes in vivo. Biol Reprod 2007; 77(1):2-8.

173. Mutinati M, Desantis S, Rizzo A, Zizza S, Ventriglia G, Pantaleo M, et al. Localization of thyrotropin receptor and thyroglobulin in the bovine corpus luteum. Anim Reprod Sci 2010; 118(1):1-6.

174. Teh A, Izzati UZ, Mori K, Fuke N, Hirai T, Kitahara G, et al. Histological and immunohistochemical evaluation of granulosa cells during different stages of folliculogenesis in bovine ovaries. Reprod Domest Anim 2018; 53(3):569-581.

175. Dunning KR, Anastasi MR, Zhang VJ, Russell DL, Robker RL. Regulation of fatty acid oxidation in mouse cumulus-oocyte complexes during maturation and modulation by PPAR agonists. PLoS One 2014; 9(2):e87327.

176. Maculan R, Pinto TLC, Moreira GM, Vasconcelos GL, Sanches JA, Rosa RG, et al. Anti-Mullerian Hormone (AMH), antral follicle count (AFC), external morphometrics and fertility in Tabapua cows. Anim Reprod Sci 2018; 189:84-92.

177. Yang MY, Cushman RA, Fortune JE. Anti-Mullerian hormone inhibits activation and growth of bovine ovarian follicles in vitro and is localized to growing follicles. Mol Hum Reprod 2017; 23(5):282-291.

178. Baddela VS, Baufeld A, Yenuganti VR, Vanselow J, Singh D. Suitable housekeeping genes for normalization of transcript abundance analysis by real-time RT-PCR in cultured bovine granulosa cells during hypoxia and differential cell plating density. Reprod Biol Endocrinol 2014; 12:118.

179. Rekawiecki R, Rutkowska J, Kotwica J. Identification of optimal housekeeping genes for examination of gene expression in bovine corpus luteum. Reprod Biol 2012; 12(4):362-367.

180. Glister C, Regan SL, Samir M, Knight P. Gremlin, Noggin, Chordin and follistatin differentially modulate BMP induced suppression of androgen secretion by bovine ovarian theca cells. J Mol Endocrinol 2018; 62 (1): 15-25

181. Sinderewicz E, Grycmacher K, Boruszewska D, Kowalczyk-Zieba I, Staszkiewicz J, Slezak T, et al. Expression of factors involved in apoptosis and cell survival is correlated with enzymes synthesizing lysophosphatidic acid and its receptors in granulosa cells originating from different types of bovine ovarian follicles. Reprod Biol Endocrinol 2017; 15(1):72.

182. Totty ML, Morrell BC, Spicer LJ. Fibroblast growth factor 9 (FGF9) regulation of cyclin D1 and cyclin-dependent kinase-4 in ovarian granulosa and theca cells of cattle. Mol Cell Endocrinol 2017; 440:25-33.

183. Irving-Rodgers HF, van Wezel IL, Mussard ML, Kinder JE, Rodgers RJ. Atresia revisited: two basic patterns of atresia of bovine antral follicles. Reproduction 2001; 122(5):761-775.

184. Celik C, Abali R, Guzel S, Bastu E, Kucukyalcin V, Yilmaz M. Elevated circulating levels of YKL-40 are a marker of abnormal glucose tolerance in women with polycystic ovary syndrome. Clin Endocrinol (Oxf) 2012; 77(6):893-897.

185. Pennisi DJ, Wilkinson L, Kolle G, Sohaskey ML, Gillinder K, Piper MJ, et al. Crim1KST264/KST264 mice display a disruption of the Crim1 gene resulting in perinatal lethality with defects in multiple organ systems. Dev Dyn 2007; 236(2):502-511.

186. Cui XS, Xu YN, Shen XH, Zhang LQ, Zhang JB, Kim NH. Trichostatin A modulates apoptotic-related gene expression and improves embryo viability in cloned bovine embryos. Cell Reprogram 2011; 13(2):179-189.

187. Aboelenain M, Kawahara M, Balboula AZ, Montasser Ael M, Zaabel SM, Okuda K, et al. Status of autophagy, lysosome activity and apoptosis during corpus luteum regression in cattle. J Reprod Dev 2015; 61(3):229-236.

188. Moore SG, Scully S, Browne JA, Fair T, Butler ST. Genetic merit for fertility traits in Holstein cows: V. Factors affecting circulating progesterone concentrations. J Dairy Sci 2014; 97(9):5543-5557.

189. Algarra B, Maillo V, Aviles M, Gutierrez-Adan A, Rizos D, Jimenez-Movilla M. Effects of recombinant OVGP1 protein on in vitro bovine embryo development. J Reprod Dev 2018; 64(5):433-443.

190. Hall VJ, Ruddock NT, French AJ. Expression profiling of genes crucial for placental and preimplantation development in bovine in vivo, in vitro, and nuclear transfer blastocysts. Mol Reprod Dev 2005; 72(1):16-24.

191. Rovani MT, Gasperin BG, Ilha GF, Ferreira R, Bohrer RC, Duggavathi R, et al. Expression and molecular consequences of inhibition of estrogen receptors in granulosa cells of bovine follicles. J Ovarian Res 2014; 7:96.

192. Nakamura K, Kusama K, Bai R, Sakurai T, Isuzugawa K, Godkin JD, et al. Induction of IFNT-Stimulated Genes by Conceptus-Derived Exosomes during the Attachment Period. PLoS One 2016; 11(6):e0158278.

193. Annamalai AE, Stewart GJ, Hansel B, Memoli M, Chiu HC, Manuel DW, et al. Expression of factor V on human umbilical vein endothelial cells is modulated by cell injury. Arteriosclerosis 1986; 6(2):196-202.

194. Rorvig S, Honore C, Larsson LI, Ohlsson S, Pedersen CC, Jacobsen LC, et al. Ficolin-1 is present in a highly mobilizable subset of human neutrophil granules and associates with the cell surface after stimulation with fMLP. J Leukoc Biol 2009; 86(6):1439-1449.

195. Han P, Guerrero-Netro H, Estienne A, Cao B, Price CA. Regulation and action of early growth response 1 in bovine granulosa cells. Reproduction 2017; 154(4):547-557.

196. Mahata P: Biomarkers for epithelial ovarian cancers. Genome Inform 2006; 17(2):184-193.

197. Xu X, Qin L, Tian Y, Wang M, Li G, Du Y, et al. Family-based analysis of GGT1 and HNF1A gene polymorphisms in patients with polycystic ovary syndrome. Reprod Biomed Online 2018; 36(1):115-119.

198. Pennarossa G, Maffei S, Rahman MM, Berruti G, Brevini TA, Gandolfi F. Characterization of the constitutive pig ovary heat shock chaperone machinery and its response to acute thermal stress or to seasonal variations. Biol Reprod 2012; 87(5):119.

199. Diamanti-Kandarakis E, Alexandraki K, Piperi C, Protogerou A, Katsikis I, Paterakis T, et al. Inflammatory and endothelial markers in women with polycystic ovary syndrome. Eur J Clin Invest 2006; 36(10):691-697.

200. Koh SC, Razvi K, Chan YH, Narasimhan K, Ilancheran A, Low JJ, et al. Ovarian Cancer Research Consortium of SEA: The association with age, human tissue kallikreins 6 and 10 and hemostatic markers for survival outcome from epithelial ovarian cancer. Arch Gynecol Obstet 2011; 284(1):183-190.

201. Moulla A, Miliaras D, Sioga A, Kaidoglou A, Economou L. The immunohistochemical expression of CD24 and CD171 adhesion molecules in borderline ovarian tumors. Pol J Pathol 2013; 64(3):180-184.

202. Penagaricano F, Souza AH, Carvalho PD, Driver AM, Gambra R, Kropp J, et al. Effect of maternal methionine supplementation on the transcriptome of bovine preimplantation embryos. PLoS One 2013; 8(8):e72302.

203. Hashiba K, Sano M, Nio-Kobayashi J, Hojo T, Skarzynski DJ, Okuda K. Galectin-3 contributes to luteolysis by binding to Beta 1 integrin in the bovine corpus luteum. Biol Reprod 2014; 91(1):2.

204. Kim M, Kim S, Kim H, Kim H, Joo HG, Shin T. Immunohistochemical localization of galectin-3 in the reproductive organs of the cow. Acta Histochem 2008; 110(6):473-480.

205. Hoelker M, Salilew-Wondim D, Drillich M, Christine GB, Ghanem N, Goetze L, et al. Transcriptional response of the bovine endometrium and embryo to endometrial polymorphonuclear neutrophil infiltration as an indicator of subclinical inflammation of the uterine environment. Reprod Fertil Dev 2012; 24(6):778-793.

206. Nteeba J, Ortinau LC, Perfield JW, 2nd, Keating AF. Diet-induced obesity alters immune cell infiltration and expression of inflammatory cytokine genes in mouse ovarian and peri-ovarian adipose depot tissues. Mol Reprod Dev 2013; 80(11):948-958.

How the deposited data were processed for this re-analysis (not part of the article)

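RNA of subcutaneous adipose tissue of the dewlap was sequenced by the authors in 15 libraries of Holstein cows, 3 in each of 5 groups: -4 wkpp, MNEB at 1 and 16 wkpp, and SNEB at 1 and 16 wkpp. The labels name the diets, low energy (LE) for SNEB and high energy (HE) for MNEB. The reads were trimmed by the authors with Cutadapt 1.3, aligned with TopHat2 to the bosTau8 genome and counted per gene with htseq-count, and the counts were compared by the authors with DESeq2. The files analysed were 6 tables of the authors, one per comparison of 3 libraries with 3 others, and no column belonged to other samples (0 columns). The analysis planned before the files were seen assumed counts of each library, with a test run on them. The tables hold other units, so no test on counts was run and the authors' own values were used.

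In the deposited tables, the authors give for each gene the mean count over the 6 libraries, after division by DESeq2 size factors. The log2 fold change and its standard error were made by the authors with DESeq2, first group over second, and shrunken towards 0. The p-value and the p-value adjusted by Benjamini-Hochberg were made by the authors with the DESeq2 Wald test, and genes without one were set aside by the filters of DESeq2 before the tables were deposited. The score of the Wald test, as deposited by the authors, is the log2 fold change over its standard error, and no result uses it. All values come once from reads on exons and once from reads on the entire gene. Each table has 13988 entries, of which 13896 are genes and 92 are synthetic spike-in RNAs. The spike-ins were left out of all results on genes.

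A gene was counted as DEG when the authors' adjusted p-value was below 0.01 in both analyses with the same sign of the log2 fold change. Correlations across genes of different comparisons used genes with a mean exonic count above 10. The genes named for their change were chosen by rule: genes the paper names; for each comparison, the 3 DEGs with the largest log2 fold change in each direction among those with a mean exonic count of at least 100; and the reference genes of the RT-qPCR and genes of the lists where these are discussed. Some results under this rule are not reported here. The rule also asked that the libraries of the groups not overlap, which could not be assessed in these tables. Overlap of the comparisons that share the libraries at -4 wkpp was set against 100 simulated draws of unchanged groups, in which the error of the shared libraries was derived from the standard errors.

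Depth was measured by the size factors of the libraries, recovered from genes with a single read in 1 library. The change from 1 to 16 wkpp was compared between SNEB and MNEB with a Wald test of the difference of the authors' log2 fold changes, since these comparisons share no library, adjusted by Benjamini-Hochberg. The change from -4 to 1 wkpp was not tested in this way, because its libraries at -4 wkpp are the same in both NEB groups. For 12 lists of genes (lipogenesis, lipolysis, adipocyte, lymph node and lymphatic vessel, erythrocyte, skeletal muscle, extracellular matrix, macrophage, endothelium, keratinocyte, mammary epithelium and ribosomal protein), written before the data were examined, the median log2 fold change was ranked among 10000 random lists of the same size, drawn in 20 bins of mean expression. Genes of a list are correlated, so the percentile is descriptive. Alignment values of S2 Table were compared between MNEB and SNEB with exact permutation tests of 3 libraries against 3 at each time point, for 4 measures.

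The methods were tested on simulated data. The difference test found 100% of 200 changed genes with 2 false calls among 6142 genes, the size factors were recovered in 6 of 6 comparisons, and 3% of 200 unchanged lists lay outside percentiles 2.5 to 97.5. The changed genes differed by a log2 fold change of 3, at mean exonic counts of at least 100. Their values were drawn without shrinkage, so neither smaller differences nor shrunken values were tested. Genes of the simulated lists were independent, which those of real lists are not. The alternatives were exon or whole gene counts alone, an adjusted p-value below 0.05, lists without their gene of highest mean count, and settings added after the data were seen. Gene length was not tested, as the annotation at hand belongs to another assembly. Values of RT-qPCR, Western blots, plasma and ovaries were not used here. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.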

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

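Of the tests given here, those of equal spike-in reads, of spike-in mixes and of genes with almost no reads were chosen only after the result was seen, as was the search for a library far from the others.

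The spike-in RNAs, which the paper does not report on, gave a signal in data outside its analysis. Over spike-ins with a mean exonic count of at least 100, the median log2 fold change in the authors' deposited tables was -3.10 for -4 wkpp over MNEB 1 wkpp (51 spike-ins), -2.88 for SNEB over MNEB at 1 wkpp (53 spike-ins) and -3.78 for SNEB over MNEB at 16 wkpp (44 spike-ins), and every one of them was higher in the MNEB libraries. They took 31.0%, 32.2% and 18.5% of the summed mean counts of these comparisons in the authors' deposited tables, against 4.96% for -4 wkpp over SNEB 1 wkpp and 3.83% for SNEB 1 over 16 wkpp. If the libraries had held as many spike-in reads and only fewer reads on genes, the medians would follow the size factors. On exons, they lay beyond this by -1.32, -0.83 and -1.97, which is -2.01, -1.66 and -4.75 times the median standard error of a spike-in in the authors' deposited tables (0.65, 0.50 and 0.42). In the whole gene analysis, they lay beyond it by -1.53, -1.40 and -1.69, which is -2.77, -2.29 and -3.89 times that error (0.55, 0.61 and 0.43 in the authors' deposited tables). This error holds the variation between libraries, and the number of spike-ins does not narrow it, since those of a library shift together. A 95% interval of this width leaves out equal spike-in reads in both analyses at 16 wkpp and, narrowly on exons, for -4 wkpp over MNEB 1 wkpp, so fewer reads on genes are excluded there as the whole cause. At 1 wkpp the analyses differ, and fewer reads on genes stay open. The width was chosen after the values were seen. Another amount of spike-in or of RNA per library would leave the rank correlation of the shift with mean count near 0. It was 0.230, 0.114 and 0.0554 on exons and -0.513, -0.0395 and 0.0286 on whole genes, and the -0.513 for -4 wkpp over MNEB 1 wkpp is not near 0, so this explanation stays open, and the amounts of spike-in and of RNA cannot be separated in such tables. The paper states a fixed input of total RNA for each library. A lower amount of RNA in MNEB tissue is thus a biological possibility only if the spike-ins were added before that step. The step at which they were added is not known, so this stays open too.

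The spike-ins also moved apart from each other within a comparison. Across spike-ins, MNEB 1 over 16 wkpp and SNEB 1 over 16 wkpp had a Pearson correlation of -0.906, and -4 wkpp over SNEB 1 wkpp and SNEB over MNEB at 16 wkpp one of 0.941, although neither pair shares a library. Mixes of different composition in different libraries would give such values; this is a hypothesis, and spike-ins are not independent replicates. The sample labels carry a mark of unstated meaning, the same for -4 wkpp, MNEB 1 wkpp and SNEB 16 wkpp and another for SNEB 1 wkpp and MNEB 16 wkpp. The SD across spike-ins on exons was 0.204 in the comparison of groups with the same mark and between 0.628 and 1.05 in the comparisons of groups with different marks. No biological explanation was tested.

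Genes with almost no reads in SNEB gave a signal as well. Among 1826 genes with a mean exonic count below 1 in SNEB at 1 and 16 wkpp, 77.9% of the 1492 with a fold change were higher in MNEB 1 wkpp than at -4 wkpp, and 87.7% of 1379 were higher in MNEB 1 than 16 wkpp, in the authors' deposited tables. Skeletal muscle genes (12 of 13 lower at -4 wkpp, median -0.52, percentile 32.0), milk protein genes of the mammary epithelium list (6 of 6, median -0.39, percentile 36.0) and keratinocyte genes (6 of 9) shifted the same way between -4 wkpp and MNEB 1 wkpp, while 2 of 6 erythrocyte genes did on exons (median 0.33, percentile 98.2), in the authors' deposited table. The erythrocyte genes were not apart throughout. In the authors' deposited tables, their median on whole genes in this comparison was -0.27, 4 of 5 were higher in MNEB 1 than 16 wkpp (median 0.46), and 4 of 5 were lower in SNEB than MNEB at 1 wkpp (median -1.21, percentile 2.15, and -3.44 on whole genes). In the authors' deposited tables, 88.7% of 1364 such genes were higher at -4 wkpp than in SNEB 1 wkpp, with 8 DEGs. In the same tables, 75.6% of 1211 were higher in SNEB at 16 than at 1 wkpp. Lower in SNEB than MNEB were 91.2% of 1382 at 1 wkpp and 61.4% of 1291 at 16 wkpp, in the authors' deposited tables. All of these comparisons include SNEB libraries, in which the genes were chosen for few reads, so they are no test of the explanation. Reads that do not come from transcripts of these genes, such as DNA in the libraries, would shift such genes together whatever their tissue. The erythrocyte genes differ between exons and whole genes on this, so this explanation stays open, as does a broad rise of silent genes in MNEB cows at 1 wkpp. Few DEGs were involved, 1 for -4 wkpp over MNEB 1 wkpp, 0 for MNEB 1 over 16 wkpp and 13 for SNEB over MNEB at 1 wkpp. The 7 genes of the paper's second RT-qPCR cluster lay near the cut, at mean exonic counts of 0.926 to 1.86 in SNEB at 1 and 16 wkpp. All 7 were higher in MNEB 1 wkpp than at -4 wkpp and than in MNEB 16 wkpp. They were DEGs of SNEB over MNEB at 1 wkpp, so the open explanations bear on them too.

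*TPPP* was the gene past the threshold of the Wald test for a change from 1 to 16 wkpp that differs between the groups of cows. From the authors' deposited tables, its log2 fold change of 1 over 16 wkpp was 0.74 in SNEB and -0.76 in MNEB, a difference of 1.50 (standard error 0.31, adjusted p = 0.0067, Wald test) on exons and of 1.82 (adjusted p = 0.00033, Wald test) on the whole gene. The ratio of the mean size factors of 1 over 16 wkpp was 1.03 in SNEB and 0.901 in MNEB, and its mean exonic counts were 574 and 200.0 in the authors' deposited tables. An effect of the diet over time is open, with 3 libraries per group, and no technical cause was tested beyond these ratios.

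A library of MNEB 1 wkpp lay far from the others in S2 Table, with 29.1% of its trimmed reads aligned neither at 1 place nor at several. The gap to the next library was 0.911 of the range of the 6 MNEB libraries, above the critical value of Dixon's test at 95%, with 8 groups looked at and 1 in 20 passing by chance. The test takes the libraries as independent, which those of the same cow at 1 and 16 wkpp are not. Reads of another organism or of degraded RNA were not tested, and no biological explanation was tested.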

How the results depend on the processing

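The alternatives that leave out genes past the threshold in 1 of the 2 analyses, that take the differences in the other order and that keep genes without a p-value were chosen only after the result was seen. The alternatives that need counts of each library were not run: other tests (edgeR, DESeq2 with and without shrinkage), other normalizations, other filters on low counts, 15 libraries in one fit, leaving out each replicate, rotation and camera tests of the lists, and limma on values. Another split of the 3 libraries against 3 could not be run either. No paired analysis was possible because the tables carry no cow numbers and the results come from the authors' test.

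With exon counts alone, the number of genes past the threshold rose to 2544 between -4 and 1 wkpp in MNEB, 377 between -4 and 1 wkpp in SNEB, 26 between 1 and 16 wkpp in SNEB, 1578 between SNEB and MNEB at 1 wkpp and 2082 at 16 wkpp in the authors' deposited tables. The common genes rose to 229 for -4 and 1 wkpp and to 1041 for 1 and 16 wkpp. The whole gene analysis alone gave 131 genes between 1 and 16 wkpp in MNEB and 1839 between SNEB and MNEB at 1 wkpp. A rise follows from the construction, since a gene then needs 1 call and not 2. The shares of direction also moved with whole genes alone, from 16.2% to 35.9% higher at 1 wkpp in MNEB and from 38.9% to 22.3% higher in SNEB at 1 wkpp, and the cause was not tested. An adjusted p-value below 0.05 gave 1764, 112, 402, 19, 1595 and 1895 genes, in the order MNEB -4 and 1 wkpp, MNEB 1 and 16 wkpp, SNEB -4 and 1 wkpp, SNEB 1 and 16 wkpp, SNEB and MNEB at 1 wkpp and at 16 wkpp, with 192 and 838 common genes, as the looser threshold must.

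The difference between SNEB and MNEB in the change from 1 to 16 wkpp was past the threshold for 1 gene in both analyses, for 2 with exons alone, 10 with whole genes alone, 2 with the differences taken in the other order (*LEP* and *TPPP*), where 4 passed with exons alone and 360 with whole genes alone, and 4 with the genes without a p-value kept (*ADGRL3*, *IGJ*, *SCD* and *TPPP*). The number with whole genes alone thus depended on the order by far. Both orders take the same difference between the same groups, so the gap comes from fold changes and standard errors of separate tables. The Wald test on such values, and the number of genes past it, are therefore uncertain. *TPPP* passed in each order, and the part of shrinkage in the gap was not tested.

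The lipogenesis list kept its side of the random lists between -4 and 1 wkpp and between 1 and 16 wkpp in MNEB under both alternatives. With whole genes its median for SNEB over MNEB at 1 wkpp was 0.38, within the random lists (percentile 95.3). The lipolysis list was more dependent. With whole genes, its median was -0.60 between -4 and 1 wkpp in MNEB, now outside the random lists, and 0.31 between 1 and 16 wkpp in MNEB, 0.38 for SNEB over MNEB at 1 wkpp and 0.22 at 16 wkpp, all now within them. Without *PLIN1*, it was -0.17 between -4 and 1 wkpp in SNEB (percentile 3.85), now within the random lists, and 0.24 for SNEB over MNEB at 1 wkpp, and the cause was not tested. Of 103 values of named genes with an adjusted p-value in both analyses, 94 kept their direction and side of the threshold with whole genes, 6 were no longer past it, 2 were now past it and 1 reversed, *CCR7* between -4 and 1 wkpp in MNEB (-0.17 in the authors' deposited table), as did the erythrocyte list in the same comparison (-0.27). The other 8 values had no adjusted p-value in one analysis (4 values) or in both (4 values), so they have no side of the threshold to compare, and all kept their direction. The cause was not tested. Of the other lists, 54 of 60 values were the same with whole genes and 53 of 59 without the gene of highest mean count.

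Depth limits the comparisons of MNEB libraries, whose size factors were as low as 0.316, so genes of few reads can be missed there, and a number of DEGs is not a measure of the size of an effect.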

Differences from the paper's values

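The setting that leaves out genes past the threshold in 1 of the 2 analyses of the paired comparison was chosen after seeing the values. In SNEB between -4 and 1 wkpp, 133 DEGs were not common to MNEB in the authors' deposited tables, against the paper's 79. Of these, 132 were no DEG in MNEB and 1 (*GPR1*) was a DEG in both with opposite signs, which is not counted as common here. Between SNEB and MNEB, 330 DEGs at 1 wkpp and 791 at 16 wkpp were not common to the other time point, against the paper's 214 and 510. None of the alternatives set before the data were examined (exon counts alone, whole gene counts alone, an adjusted p-value below 0.05) closed these gaps. The setting chosen after seeing the values gave 77, 221 and 510.

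The paper ranks the transition from -4 to 1 wkpp as having the most DEGs. In the authors' deposited tables, the comparison of SNEB and MNEB at 16 wkpp had more, with 1255 DEGs against 1143 between -4 and 1 wkpp in MNEB. The order was also this with whole gene counts alone (1559 against 1315) and with an adjusted p-value below 0.05 (1895 against 1764). It was the paper's with exon counts alone (2082 against 2544) and with the setting chosen after seeing the values (974 against 1083).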

Other observations

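The tests of lymph node genes and of keratinocyte genes were chosen only after the result was seen; those of depth, library quality and adipocyte share were written before.

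DEGs were many where MNEB libraries were compared with other groups. If depth alone had made them, the share of DEGs among the most expressed genes would be no larger there. In the bin of highest mean count, the lowest share in these 3 comparisons was 14.3%, against a highest share of 3.63% in the other comparisons, so depth is excluded as the whole cause. Library quality and diet cannot be told apart, as the MNEB libraries carry both. The log2 fold changes of -4 wkpp over MNEB 1 wkpp and of SNEB over MNEB at 16 wkpp, which share no library but share the MNEB cows if the same cows were sampled at each time point, had a Pearson correlation across genes of 0.678, which both would give, while those of -4 wkpp over SNEB 1 wkpp and SNEB over MNEB at 16 wkpp had 0.0960. Genes are not independent replicates.

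*CCL21* could come from lymph node or lymphatic tissue in the biopsies. Without it, the list of lymph node and lymphatic vessel genes lay at percentile 97.8 of the random lists for -4 wkpp over MNEB 1 wkpp, which this explanation needs, although 4 of its 10 genes were lower at -4 wkpp, at 55.7 for -4 wkpp over SNEB 1 wkpp, and at 99.3 and 99.99 for SNEB over MNEB at 1 and 16 wkpp. A change of expression within adipose tissue is open. *CCR7* was not past the threshold between -4 and 1 wkpp in MNEB (0.31, adjusted p = 0.791, DESeq2) in the authors' deposited table.

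Hair keratins higher at -4 wkpp could come from skin or hair in these biopsies. The 9 keratin genes higher at -4 wkpp than in SNEB 1 wkpp were all higher at -4 wkpp than in MNEB 1 wkpp too. Their median was 3.72, with 7 past the threshold of the exon analysis in the authors' deposited table. On whole genes these 7 were at 1.12 to 3.13, and only *KRTAP11-1* was past the threshold, and so a DEG. *KRT31*, *KRT71*, *KRT83* and *KRT85* were not past it (adjusted p between 0.025 and 0.28, DESeq2), and *KRT35* and *KRT81* had no adjusted p-value there. The keratinocyte list, of other genes of skin, lay at percentile 100 for -4 wkpp over SNEB 1 wkpp (median 0.65 in the authors' deposited table) and at 2.54 for -4 wkpp over MNEB 1 wkpp (median -0.96), although the libraries at -4 wkpp are the same, so the explanation stays open. No biological explanation was tested.

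A lower share of adipocytes at 1 wkpp would raise the markers of all other cell types alike. The median of the extracellular matrix list minus that of the endothelium list was 3.82 for -4 wkpp over MNEB 1 wkpp and 1.49 for -4 wkpp over SNEB 1 wkpp, so these moved apart. A lower share of adipocytes was thus not the only change in the tissue. This difference does not measure adipocytes, so it cannot decide whether a lower share lowered the lipogenic genes. The adipocyte list had medians of 1.82 and 0.33 in these comparisons, beside 3.58 and 1.95 for the lipogenesis list. In the authors' deposited tables, the matrix list had medians of 2.77 and 0.92 (both above all random lists) and the endothelium list of -1.04 (percentile 0.35) and -0.56 (below all random lists).

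The macrophage list was higher in SNEB than in MNEB at 16 wkpp, with a median of 2.56 above all random lists, 10 of 10 genes past the threshold in the exon analysis over all genes and 10 when adjusted over the list alone, and 6 DEGs, in the authors' deposited table. *CD163* was at 3.19 (standard error 0.24, adjusted p = 5.0e-36, DESeq2) at 16 wkpp and at 1.47 (standard error 0.42, adjusted p = 0.0041, DESeq2) at 1 wkpp in the authors' deposited tables. *C1QB* was at 3.46 at 16 wkpp with no whole gene value, and so was no DEG, in the authors' deposited table. The ribosomal protein list was lower at 1 than at 16 wkpp in MNEB, in 20 of 20 genes (median -0.47, below all random lists), with 0 genes past the threshold, in the authors' deposited table.

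The genes of the paper's first RT-qPCR cluster were *POSTN*, *TF*, *SERPINF1*, *C1QTNF1* and *CCL21*. All were higher at -4 than at 1 wkpp in both NEB groups in the authors' deposited tables. There were 5 DEGs in MNEB and 0 in SNEB, where 1648 genes had an unadjusted p-value below 0.05. For SNEB, the paper describes the reverse direction in its RT-qPCR, where each NEB group had its own samples at -4 wkpp. As the sequenced libraries at -4 wkpp are the same, the difference between the groups rests on the libraries at 1 wkpp. Fold changes of separate tables do not add up, so its size is uncertain. *CCL21* was at 4.65 in MNEB and 0.47 in SNEB, but at 1.82 for SNEB over MNEB at 1 wkpp. In that comparison all 5 were higher in SNEB, at 0.90 to 2.45, in the authors' deposited table. *SERPINF1* alone was a DEG (2.45, standard error 0.47, adjusted p = 7.2e-06, DESeq2), and *POSTN* and *TF* had no p-value. *LEP* had no p-value between 1 and 16 wkpp in SNEB in the exon analysis (2.46, standard error 0.27) of the authors' deposited table. In its whole gene analysis it was at 2.08 (adjusted p = 1.8e-09, DESeq2). With the differences in the other order, *LEP* was at 3.45 (standard error 0.66, adjusted p = 0.0011, Wald test). In the first order, with genes without a p-value kept, it was at 2.15 (standard error 0.47, adjusted p = 0.0118, Wald test). On the whole gene that difference was 1.54 (adjusted p = 0.302, Wald test).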
